# An adaptive stress response that confers cellular resilience to decreased ubiquitination

**DOI:** 10.1038/s41467-023-43262-7

**Published:** 2023-11-14

**Authors:** Liam C. Hunt, Vishwajeeth Pagala, Anna Stephan, Boer Xie, Kiran Kodali, Kanisha Kavdia, Yong-Dong Wang, Abbas Shirinifard, Michelle Curley, Flavia A. Graca, Yingxue Fu, Suresh Poudel, Yuxin Li, Xusheng Wang, Haiyan Tan, Junmin Peng, Fabio Demontis

**Keywords:** Protein-protein interaction networks, Peroxisomes, Ubiquitylation

## Abstract

Ubiquitination is a post-translational modification initiated by the E1 enzyme UBA1, which transfers ubiquitin to ~35 E2 ubiquitin-conjugating enzymes. While UBA1 loss is cell lethal, it remains unknown how partial reduction in UBA1 activity is endured. Here, we utilize deep-coverage mass spectrometry to define the E1-E2 interactome and to determine the proteins that are modulated by knockdown of UBA1 and of each E2 in human cells. These analyses define the UBA1/E2-sensitive proteome and the E2 specificity in protein modulation. Interestingly, profound adaptations in peroxisomes and other organelles are triggered by decreased ubiquitination. While the cargo receptor PEX5 depends on its mono-ubiquitination for binding to peroxisomal proteins and importing them into peroxisomes, we find that UBA1/E2 knockdown induces the compensatory upregulation of other PEX proteins necessary for PEX5 docking to the peroxisomal membrane. Altogether, this study defines a homeostatic mechanism that sustains peroxisomal protein import in cells with decreased ubiquitination capacity.

## Abstract (web summary)

Hunt et al. identify the protein sets that are modulated by RNAi for each E2 ubiquitin-conjugating enzyme in human cells. By analyzing the UBA1/E2-sensitive proteome, they report an adaptive stress response that preserves peroxisomal protein import in cells with decreased ubiquitination capacity.

## Introduction

Protein ubiquitination is an important post-translational modification that regulates protein localization, function, and degradation^1–8^. Protein substrates are ubiquitinated through the concerted actions of two E1 ubiquitin-activating enzymes (the predominant UBA1, previously known as UBE1, and to a lower extent the non-canonical UBA6), ~35 E2 ubiquitin-conjugating enzymes, and ~620 E3 ubiquitin ligases in humans^9–13^. This enzymatic cascade starts with an E1 that binds to and transfers a ubiquitin or ubiquitin-like molecule to an E2 that subsequently recruits a client E3, which in turn acts as an enzyme or as a scaffold to link ubiquitin typically to a lysine (but also to other residues) on a specific target protein^9–13^. Mono- and poly-ubiquitination constitute a complex code that regulates protein localization, function, and degradation via the proteasome and the autophagy-lysosome system^1,2,4,5,14–23^. E2s have the center stage in the ubiquitination cascade by determining which E3s are recruited as well as the topology and length of ubiquitin chains^1,24–26^. However, the specificity of E2s in determining protein abundance remains largely uncharted.

UBA1 is ubiquitously expressed and is the primary E1 responsible for initiating E2-mediated ubiquitination in all tissues^27^. Consequently, overt loss of UBA1 is cell lethal^28,29^. However, partial reduction in UBA1 activity is surprisingly well tolerated and seemingly results in the derangement of the function of only a few cell types. Specifically, UBA1 hypomorphic mutations cause VEXAS syndrome, an adult-onset systemic inflammatory condition^30,31^ that leads to progressive bone marrow failure because of defects in the function of hematopoietic stem cells^32–34^. Moreover, missense mutations that reduce UBA1 expression cause infantile spinal muscular atrophy X-linked 2 (SMAX2), a disease characterized by muscle weakness^35–40^. Altogether, although decreased UBA1 function may also contribute to the etiology of other diseases^41–46^, partial reduction in the levels of UBA1 and in the activity of E2 ubiquitin-conjugating enzymes appears to be relatively well tolerated by many cell types, suggesting the presence of homeostatic stress responses that confer resilience to partial defects in UBA1 and E2 function.

Despite the identification of UBA1 mutations and reduced function as the culprit for VEXAS and SMAX2, it remains largely unexplored how partial reduction in UBA1 activity impacts the proteome. While it is well-established that disease-associated UBA1 mutations reduce E2-mediated ubiquitin conjugation^30,31^, it is unknown whether the proteome is generally affected by a moderate decline in UBA1/E2 activity or whether, alternatively, the turnover of certain proteins is particularly sensitive to suboptimal UBA1 function. Therefore, an unresolved question is whether a subset of the proteome is primarily affected by a moderate reduction in ubiquitin conjugation and whether such changes in turn impact cellular function.

Here, we utilized deep-coverage TMT mass spectrometry in human HEK293T cells to identify the proteome subsets that are most impacted by a global reduction in E1 function, which was induced by UBA1 RNAi and by combining siRNAs to target 32 E2s expressed in HEK293 cells (“E2 combo”). By utilizing RNA-seq, we have further defined the proteomic changes that arise from UBA1/E2combo RNAi independently from changes in mRNA levels. Moreover, we have utilized a similar strategy to determine the proteomic changes caused by the knockdown of each E2. Further large-scale analyses identify E2-specific biases in linkage-specific ubiquitination, and the analysis of the E2 interactome indicates that similarity in target protein modulation is only in part explained by E2 cross-interactions. Altogether, these analyses have uncovered the proteome subsets that are modulated by global and individual E2 knockdown and have therefore defined what part of the proteome is affected by a moderate, partial reduction in ubiquitin conjugation.

In addition to charting how the proteome is affected by the knockdown of UBA1/E2s, we have also identified key cellular adaptations that occur in response to general and targeted reduction in ubiquitin conjugation. In particular, we have found that global reduction in UBA1/E2 function increases the import of peroxisomal proteins from the cytosol into the peroxisomal matrix. Previous studies have demonstrated that peroxisomal protein import relies on the ubiquitin-dependent peroxisome-to-cytosol cycling of the cargo receptor PEX5^47–50^. On this basis, a predicted detrimental outcome of decreased ubiquitination would be the derangement of peroxisomal protein import. However, we find that partial UBA1/E2 knockdown paradoxically promotes peroxisomal protein import via the counterbalancing upregulation of other PEX proteins (peroxins) different from PEX5 that are necessary for the docking to the peroxisomal membrane of the cargo receptor PEX5. Moreover, we find that the increase in peroxisomal protein import observed upon global reduction in UBA1/E2 function can be recapitulated by RNAi for the ubiquitin-conjugating enzyme UBE2D in human cells and in *Drosophila* skeletal muscle. Mechanistically, like UBA1 and E2combo RNAi, UBE2D knockdown reduces the turnover and hence increases the levels of peroxins necessary for docking PEX5 and mediating the import of peroxisomal proteins from the cytosol into the peroxisomal matrix.

In summary, this study defines how the proteome is affected by a moderate, partial reduction in ubiquitin conjugation and the consequent organelle adaptations that occur in response to UBA1/E2 decline. This study, therefore, highlights proteomic changes and cellular adaptations that are corollary to UBA1/E2 decline and that contribute to maintaining homeostasis in cells with partial defects in ubiquitin conjugation.

## Results

### Integrated proteome and transcriptome analyses identify protein subsets that are modulated by E2 ubiquitin-conjugating enzymes in a transcription-independent manner

E2 ubiquitin-conjugating enzymes are widely expressed across human tissues and in human HEK293T cells (Supplementary Fig. 1a). On this basis, we have utilized HEK293T cells to test the specificity of E2s in regulating protein abundance. To this purpose, cells were transiently transfected with siRNAs targeting individual E2s or groups of related E2s with high sequence homology (e.g. UBE2D1/2/3), which were targeted together by combining E2-specific siRNAs to avoid genetic redundancy. 

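Messenger RNA was sequenced from HEK293T cells, a human embryonic kidney line that expresses the SV40 large T antigen. Cells were collected 3 days after transfection with siRNAs for 24 individual E2s or groups of related E2s, or with non-targeting (NT) siRNAs. The libraries form 6 sets of 16. Each set holds 4 NT libraries and 3 libraries for each of 4 siRNA groups, and its values were compared with its own NT libraries alone. Set 1 holds siUBE2A/B, siUBE2C, siUBE2D1/2/3 and siUBE2E1/2, set 2 siUBE2F, siUBE2G1, siUBE2G2 and siUBE2H, and set 3 siUBE2I, siUBE2J1, siUBE2J2 and siUBE2K. Set 4 holds siUBE2L3, siUBE2L6, siUBE2M and siUBE2N, set 5 siUBE2Q1/2, siUBE2QL1, siUBE2R2 and siUBE2S, and set 6 siUBE2T, siUBE2V1/2, siUBE2W and siUBE2Z.

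The authors trimmed and filtered the reads, aligned them to the human genome build hg38 with CLC Genomics Workbench and deposited TPM (transcripts per 1000000) for 45372 gene symbols. TPM sums to 1000000 in each library and keeps no read depth, so the depth behind each value is unknown. The number of symbols above 0 per library had a median of 22912.5 in set 1 (range 22621 to 23050), 23602 in set 2 (23135 to 23793), 23679.5 in set 3 (23413 to 23900), 23960.5 in set 4 (23759 to 24163), 24087.5 in set 5 (23873 to 24191) and 23994 in set 6 (23644 to 24177). Transcripts of the mitochondrial genome made up 14.4% to 28.4% of TPM in these sets. The methods and the sample labels name different versions of the library kit (TruSeq), and whether counting used the strand is not given in the sources used here. Genes that overlap on opposite strands, readthrough genes and near-identical copies are therefore uncertain.

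TPM was set on the scale log2(TPM + 1), which understates the fold change of genes with few transcripts. Genes with a mean of at least 1 TPM in at least 1 group of the set were tested with limma, in a single fit of the 16 libraries of each set. This left 15728 genes in set 1, 16697 in set 2, 16658 in set 3, 16723 in set 4, 16850 in set 5 and 17065 in set 6. Genes with a Benjamini-Hochberg adjusted p under 0.05 are called higher or lower. Lists of genes of a pathway or complex were compared with all other genes tested with camera, a competitive set test, at a preset inter-gene correlation of 0.01. Most libraries had a median correlation of at least 0.987 with the others of their group. In set 6, replicate 1 of siUBE2Z had 0.907 and the highest share of mitochondrial transcripts (28.4%), and set 6 was also fitted without it.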

After 3 days from transfection, cells were harvested and analyzed by ultra-deep whole proteome profiling via TMT (tandem mass tag) mass spectrometry and by RNA-seq, compared to control cells treated with NT siRNAs. Examination of the E2 mRNA and protein levels revealed that, as expected, siRNA-targeted E2s were downregulated specifically, i.e. without significantly impacting the levels of other E2s not targeted by the siRNAs (Fig. 1a, b). Moreover, there was no significant impact of E2 RNAi on the activity of the proteasome, indicating that protein changes induced by E2 RNAi do not arise from general changes in proteasome-mediated proteolysis (Supplementary Fig. 1b).

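By the sample labels, the siRNAs lowered 27 of the 30 targeted E2 mRNAs, to between 17.8% and 63.6% of the level in NT cells (median 41.4%). The 3 that did not pass were UBE2W, at 53.5% of NT, and UBE2M and UBE2N. UBE2M and UBE2N were each lower in the libraries labelled for the other gene. UBE2L6, the conjugating enzyme of the ubiquitin-like modifier ISG15, had the largest fall, from 59.2 ± 4.38 TPM (mean ± SD, n = 4) in NT cells to 10.5 ± 2.15 TPM (n = 3). UBE2T, which acts in the Fanconi anaemia pathway, dropped to 27.0% of the NT mean, UBE2K to 28.9% and UBE2F, an E2 for NEDD8, to 30.1%. The smallest falls past the test were in UBE2D1 (from 35.4 ± 1.94 TPM to 22.5 ± 2.36 TPM) and UBE2B (from 101 ± 3.94 TPM to 61.5 ± 2.42 TPM). In 28 of the 30 cases every siRNA library lay below every NT library of its set.

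UBE2L6 lies on chromosome 11 from 57551656 to 57568284 of hg38 and had a log2 fold change of -2.40 (standard error 0.0927, adjusted p = 7.9e-10 from limma). In siUBE2D1/2/3, where rescaling by median ratios takes off a shift of -0.11 common to all log2 values, UBE2D1 (chromosome 10 from 58334979 to 58370751) changed by -0.63 (adjusted p = 8.8e-05), UBE2D2 (chromosome 5 from 139526431 to 139628434) by -0.94 (adjusted p = 3.4e-07) and UBE2D3 (chromosome 4 from 102794383 to 102868896) by -1.06 (adjusted p = 2.2e-08). Rescaled, these changes were -0.52, -0.82 and -0.95. The E2s of the anaphase-promoting complex fell too, UBE2C from 225 ± 25.8 TPM to 113 ± 10.5 TPM and UBE2S from 201 ± 10.4 TPM to 73.1 ± 3.95 TPM, where 1 NT library lay apart from the rest at 216 TPM. UBE2I, the E2 for SUMO, fell from 60.5 ± 2.24 TPM to 26.6 ± 0.826 TPM. Of the E2s that act at the endoplasmic reticulum, UBE2G2 dropped to 42.6%, UBE2J1 to 31.3% and UBE2J2 to 31.4% of NT. UBE2V1 and UBE2V2, catalytically inactive partners of UBE2N, dropped to 37.5% and 45.2%. The adjusted p of UBE2V2 was 0.0097. UBE2W was 6.65 ± 0.275 TPM against 12.4 ± 0.617 TPM in NT cells, a log2 fold change of -0.81 that did not pass (adjusted p = 0.33). With siUBE2Z replicate 1 left out of the fit of set 6, a choice made after seeing the data, the adjusted p was 6.5e-07 for UBE2W. Leaving out any of the 3 siUBE2V1/2 libraries moved the adjusted p of UBE2V2 to between 0.0563 and 0.0716. Its log2 fold change stayed between -1.14 and -1.10 when single libraries were left out. Over all alternatives its adjusted p from limma ran from 5.2e-11 to 0.0756.

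For UBE2Z, the E2 that receives ubiquitin from UBA6, the values of the paper's Source Data equal those of replicates 2 and 3 alone. All 33 E2-related values in that column match these libraries to within 0.001, against none for the mean of all 3, and the paper gives no reason for the difference. Over replicates 2 and 3, UBE2Z was 26.5 TPM (24.9 and 28.1, n = 2) against 71.7 ± 0.955 TPM (n = 4) in NT cells, a log2 fold change of -1.41 (standard error 0.0370, adjusted p = 1.3e-11 from limma without replicate 1). Replicate 1 held 12.0 TPM of UBE2Z. Over all 3 libraries, UBE2Z was 21.7 ± 8.51 TPM (30.2% of NT), a log2 fold change of -1.77 (standard error 0.192, adjusted p = 0.0036). UBE2Z lies on chromosome 17 from 48908407 to 48929056.

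The libraries labelled siUBE2M and siUBE2N each carried less of the other gene's mRNA. UBE2M, an E2 for NEDD8 on chromosome 19 from 58555712 to 58558954, was 252 ± 2.63 TPM in the libraries labelled siUBE2M against 251 ± 16.5 TPM in NT cells (log2 fold change 0.01, adjusted p = 0.95). In the libraries labelled siUBE2N it fell to 100.0 ± 2.92 TPM (log2 fold change -1.32, adjusted p = 4.6e-08). UBE2N, on chromosome 12 from 93405673 to 93441947, was 41.0 ± 0.743 TPM in the libraries labelled siUBE2N against 40.3 ± 1.12 TPM in NT cells (log2 fold change 0.03, adjusted p = 0.81), and fell to 25.9 ± 0.957 TPM in those labelled siUBE2M (log2 fold change -0.62, adjusted p = 1.5e-06). The Source Data head these libraries the other way round from the sample labels. In the paper's protein data the column headed UBE2M has a log2 change of -0.747 for UBE2M and 0.034 for UBE2N, and the column headed UBE2N has -0.0918 for UBE2M and -0.284 for UBE2N.

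Of 808 values of E2 mRNAs that were not targeted in a group, 166 changed at an adjusted p under 0.05, 36 up and 130 down (194 when adjusted over the list alone). The median size of these changes was 0.21 on the log2 scale, and 88 exceeded 0.2, 78 of them down. UBE2E3, a close paralog of UBE2E1 and UBE2E2 on chromosome 2 from 180967248 to 181076585, fell by 1.16 on the log2 scale in siUBE2E1/2, from 58.3 ± 4.41 TPM to 25.6 ± 2.37 TPM (adjusted p = 5.0e-08), and by 1.02 after TPM was rescaled by median ratios. The methods list siRNAs for UBE2E1 and UBE2E2 alone, while the paper's text in places names this knockdown UBE2E1/2/3. CDC34 (UBE2R1), the paralog of UBE2R2, fell from 138 ± 7.26 TPM to 71.6 ± 3.40 TPM in siUBE2R2, UBE2E1 from 124 ± 6.95 TPM to 78.0 ± 3.67 TPM in siUBE2F, and UBE2H from 25.5 ± 1.69 TPM to 16.9 ± 1.2 TPM in siUBE2D1/2/3. A supplementary legend of the paper names a knockdown of UBE2R1/2, while the sample labels name UBE2R2 alone. With all libraries, changes of non-targeted E2s were most frequent in siUBE2E1/2 (18 of 33), siUBE2G1 (17 of 34), siUBE2G2 and siUBE2S (16 of 34 each). Over all genes tested, 5166 of 15728 changed in siUBE2E1/2, 4744 of 16697 in siUBE2G1, 5176 of 16697 in siUBE2G2 and 4558 of 16850 in siUBE2S. A count of E2s alone therefore does not show an effect on E2s in particular. For siUBE2E1/2 and siUBE2D1/2/3 the number of E2s depended on the scale: 5 and 6 changed after rescaling, against 18 and 12 before. No other E2 passed limma's test in siUBE2A/B, siUBE2C, siUBE2W, siUBE2Z or the libraries labelled siUBE2N, where 7, 4, 5, 0 and 3 had an unadjusted p under 0.05. Of the Kruskal-Wallis and Dunn tests of the RNA-seq methods, only Dunn's was computed. By Dunn's test 0, 0, 2, 1 and 1 passed at a log2 threshold of 0.2 (the legend names another test, which was not run). Without siUBE2Z replicate 1, a choice made after seeing the data, 2 other E2s rose and 14 fell in siUBE2T and 4 rose and 13 fell in siUBE2V1/2, against 0 and 1 in each with all libraries, 3 rose and 8 fell in siUBE2W, and 0 rose and 1 fell in siUBE2Z. From mRNA and protein levels together, the paper states that the targeted E2s were lowered specifically (Fig. 1a, b).

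**Figure D1:**
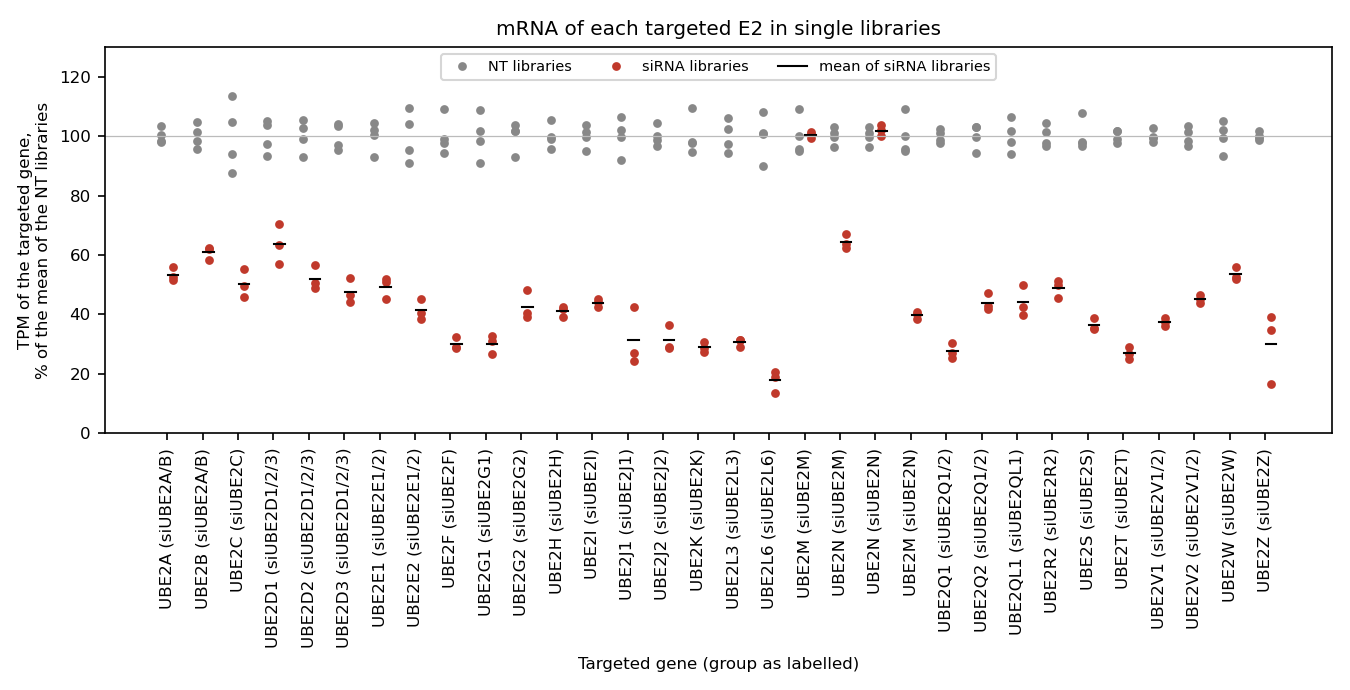
Level of each E2 mRNA targeted by siRNAs in the siRNA libraries of its group and in the NT libraries of the same set. Points are libraries and bars are group means; UBE2M is at the NT level in the libraries labelled siUBE2M and lower in those labelled siUBE2N, and UBE2N is at the NT level in the libraries labelled siUBE2N.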

**Fig. 1:**
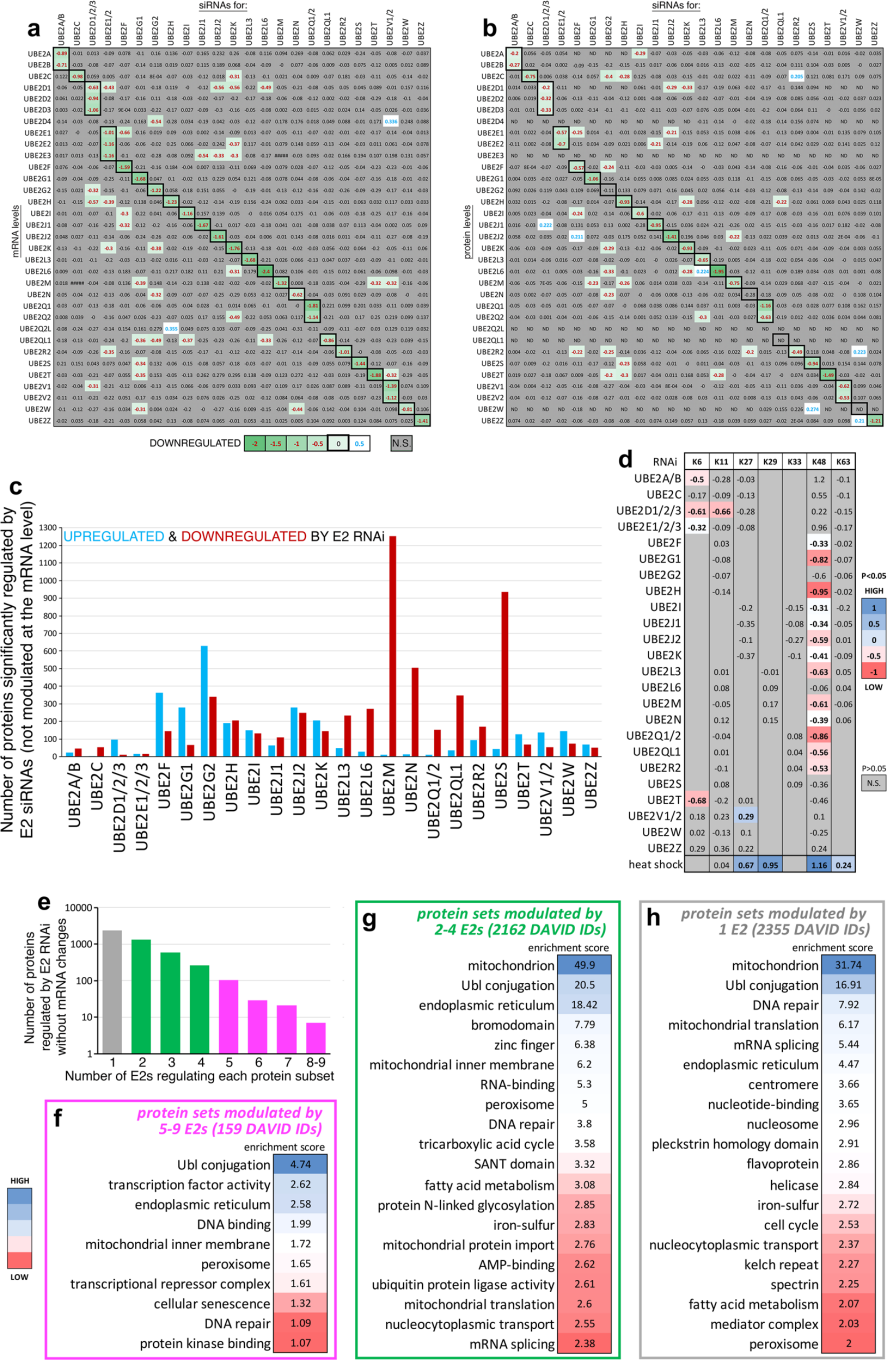
Proteomic changes induced by knockdown of E2 ubiquitin-conjugating enzymes in human cells. E2 knockdown in HEK293T cells was obtained via siRNAs for individual E2s or for groups of related E2s with high sequence homology (e.g. UBE2D1/2/3), which were targeted together by pooling E2-specific siRNAs. E2 siRNAs reduce (green) the mRNA (**a**) and protein (**b**) levels of the targeted E2s (boxed) specifically, i.e. without affecting other E2s, compared to non-targeting (NT) siRNAs. Significant (*P* < 0.05; unpaired two-tailed *t* test) transcriptional changes are highlighted in bold red (downregulated) and blue fonts (upregulated). The extent of downregulation is displayed in green shades whereas non-significant changes are shown in gray. **c** Deep-coverage TMT mass spectrometry identifies the proteome subsets that are regulated by E2 RNAi. Compared to NT siRNAs, E2 RNAi leads to significant protein upregulation (blue) and downregulation (red) (*P* < 0.05; Log_2_FC > 0.2 and <–0.2) that do not arise from corresponding changes in mRNA levels, defined by RNA-seq. This data represents 6 sets of 16-plex TMTs of E2 siRNAs (*n* = 3 biological replicates/group), each with its own control NT siRNAs (*n* = 4 biological replicates). On average, each TMT set quantified 10700 proteins: 5132 of these (mapping to 4676 DAVID IDs) were modulated by ≥1 E2s. **d** JUMPptm analyses identify linkage-specific ubiquitin modifications modulated by E2s. In particular, the knockdown of many E2s reduces K48-linked ubiquitination whereas this increases upon heat shock. Other linkage-specific modifications (K6, K11, K27, K29, K33, and K63) are affected by fewer E2s. Significant downregulation (*P* < 0.05) of these modifications by E2 RNAi is displayed in bold fonts and shades of red whereas non-significant changes (*P* > 0.05) are shown in gray. Supplementary Fig. 3 reports the precise *P* values (one-way ANOVA). **e** Proteins that are regulated by E2 RNAi without significant mRNA changes are reported on the *y*-axis whereas the number of E2s regulating each protein subset is reported on the *x*-axis. Several GO categories are enriched among protein sets that are modulated by 5–9 E2s (**f**), 2–4 E2s (**g**), and by single E2s (**h**). Source data are provided in the Source data file.

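The transcriptome also responded to E2 siRNAs, to an extent that differed between groups. With siRNAs for UBE2S, which extends ubiquitin chains for the anaphase-promoting complex, genes of the G2 and M phases rose: 20 of 23 were higher and 0 lower. Cyclin B1 (CCNB1) increased from 189 ± 3.85 TPM (mean ± SD, n = 4) in NT cells to 257 ± 5.67 TPM (n = 3), and AURKA, a mitotic kinase, from 88.2 ± 3.78 TPM to 119 ± 2.64 TPM. The kinesin KIF20A changed by 0.51 and CDC20, an activator of the anaphase-promoting complex, by 0.35 on the log2 scale. siUBE2R2, compared with the same 4 NT libraries, raised 19 of these 23 genes, among them CCNB1 (log2 fold change 0.25), KIF20A (0.31), TPX2 (0.20) and the checkpoint kinase BUB1 (0.21). Adjusted over the list alone, 20 rose with siUBE2S and 21 with siUBE2R2. The list passed camera in both (adjusted p = 4.3e-16 and 1.3e-20), and also with an estimated correlation (adjusted p = 0.0452 and 0.018).

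siUBE2H lowered 16 of 23 heat shock chaperone genes (16 when adjusted over the list alone) and 13 of 24 genes of the integrated stress response, of which 3 rose (14 and 3 when adjusted over the list alone). HSPE1 and HSPD1, which encode the mitochondrial chaperonins, changed by -0.54 and -0.23 on the log2 scale, and HSP90AA1 fell from 1230.3 ± 23.2 TPM to 982 ± 31.4 TPM. Of the stress response genes, the pseudokinase TRIB3 fell from 141 ± 2.73 TPM to 93.6 ± 3.77 TPM, PSAT1, an enzyme of serine synthesis, from 429 ± 11.6 TPM to 297 ± 3.27 TPM, and asparagine synthetase (ASNS) from 443 ± 19.8 TPM to 358 ± 11.1 TPM. Both lists passed camera (adjusted p = 1.3e-12 and 3.7e-10) and did so with an estimated correlation (adjusted p = 0.0437 and 0.025). LDLR, the receptor for low-density lipoprotein, rose from 12.7 ± 0.453 TPM to 20.7 ± 1.34 TPM in siUBE2H, where 14 of 23 genes of cholesterol synthesis were higher and 0 lower (17 and 1 when adjusted over the list alone; adjusted p = 6.3e-04). That call was lost with an estimated correlation (adjusted p = 0.26).

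Other lists moved at the preset correlation but not with an estimated one. siUBE2F lowered 41 of 43 genes of cytoplasmic ribosomal proteins (42 when adjusted over the list alone), such as RPL27 (log2 fold change -0.62) and RPL5 (-0.51), with adjusted p = 3.7e-35 at the preset and adjusted p = 0.22 with an estimated correlation. siUBE2G1 lowered 22 of 32 proteasome subunit genes and raised 1 (24 and 2 when adjusted over the list alone), PSMA7 from 282 ± 5.96 TPM to 242 ± 4.47 TPM and PSMC4 from 167 ± 11.9 TPM to 137 ± 5.68 TPM (adjusted p = 2.4e-09 and, with an estimated correlation, adjusted p = 0.38). siUBE2QL1 raised 12 of 20 genes of the unfolded protein response (12 when adjusted over the list alone), such as the chaperones HSPA5 (472 ± 14.5 TPM to 591 ± 27.5 TPM) and HYOU1 (119 ± 2.74 TPM to 141 ± 3.54 TPM), with adjusted p = 7.7e-07 and, with an estimated correlation, adjusted p = 0.33. The libraries labelled siUBE2M had higher levels of 32 of 43 ribosomal protein genes (40 when adjusted over the list alone; adjusted p = 1.6e-18 and, with an estimated correlation, adjusted p = 0.48). In siUBE2E1/2, 11 of 13 protein-coding genes of the mitochondrial genome rose (13 when adjusted over the list alone; adjusted p = 1.3e-23 and, with an estimated correlation, adjusted p = 0.20). MT-CO2 increased there from 29585 ± 2288 TPM to 38969 ± 2258 TPM.

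Among single genes, siUBE2K raised the cytokine IL11 from 3.25 ± 0.733 TPM to 10.5 ± 0.312 TPM and the actin-binding protein filamin C (FLNC) from 177 ± 29.2 TPM to 436 ± 18.8 TPM. siUBE2F raised the receptor tyrosine kinase AXL from 1.88 ± 0.132 TPM to 5.46 ± 0.509 TPM and lowered MAN2B1, a lysosomal mannosidase (log2 fold change -1.07). COL3A1 rose from 8.38 ± 0.704 TPM to 17.0 ± 1.03 TPM in siUBE2H, and the nucleosome-binding protein HMGN2 fell from 859.5 ± 21.0 TPM to 514 ± 23.8 TPM. In siUBE2J2, CHGB, a protein of secretory granules, changed by 1.28, and in siUBE2QL1 clusterin (CLU) fell from 32.2 ± 2.48 TPM to 17.1 ± 1.02 TPM. APOE rose from 28.2 ± 2.76 TPM to 49.5 ± 6.60 TPM in siUBE2L6. ANKRD1, a target of YAP signalling, fell from 237 ± 3.2 TPM to 79.9 ± 7.21 TPM in siUBE2T, from 263 ± 10.4 TPM to 136 ± 4.13 TPM in siUBE2Q1/2 and from 416 ± 60.0 TPM to 214 ± 5.47 TPM in siUBE2G1. CCND1, which encodes cyclin D1, rose from 10.2 ± 0.856 TPM to 15.9 ± 0.354 TPM in siUBE2S. In siUBE2A/B, PRDX4, a peroxiredoxin of the endoplasmic reticulum, rose from 319 ± 16.0 TPM to 407 ± 7.99 TPM.

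In set 1, 81 genes rose and 28 fell in siUBE2A/B, 0 and 1 in siUBE2C (1537 at an unadjusted p under 0.05 from limma, 248 by Dunn's test at the study's thresholds), 409 and 3914 in siUBE2D1/2/3, and 159 and 5007 in siUBE2E1/2. The balance of the latter pair followed the scale: rescaling, which takes off shifts of -0.11 and -0.14, gave 1185 up and 843 down for siUBE2D1/2/3 and 761 up and 736 down for siUBE2E1/2 (216 and 140 for siUBE2A/B). In set 2, 2004 rose and 1969 fell in siUBE2F (2434 and 1783 rescaled), 2671 and 2073 in siUBE2G1 (2876 and 2146 rescaled), 1937 and 3239 in siUBE2G2 (2817 and 2461 rescaled), and 3997 and 1300 in siUBE2H (2985 and 1969 rescaled). In set 3 the numbers were 876 and 795 in siUBE2I (1090 and 818 rescaled), 767 and 559 in siUBE2J1 (632 and 779 rescaled), 1646 and 2037 in siUBE2J2 (2002 and 1909 rescaled), and 1652 and 1780 in siUBE2K (1847 and 1842 rescaled). In set 4 they were 201 and 140 in siUBE2L3 (216 and 203 rescaled), 315 and 1157 in siUBE2L6 (583 and 730 rescaled), 1042 and 1134 in the libraries labelled siUBE2M (867 and 1313 rescaled), and 48 and 15 in those labelled siUBE2N (8 and 23 rescaled). Set 5 gave 1181 and 1392 in siUBE2Q1/2 (1537 and 1127 rescaled), 1908 and 1175 in siUBE2QL1 (1390 and 1579 rescaled), 1124 and 2052 in siUBE2R2 (1537 and 1864 rescaled), and 2037 and 2521 in siUBE2S (2272 and 2455 rescaled). Leaving out 1 library moved the total by more than 1.5 times in every group of these 5 sets but siUBE2F, siUBE2G2, siUBE2H and siUBE2S. The lowest totals were 4 in siUBE2A/B, 2094 in siUBE2D1/2/3, 3336 in siUBE2E1/2, 2992 in siUBE2G1, 622 in siUBE2I, 241 in siUBE2J1, 1854 in siUBE2J2, 1934 in siUBE2K, 47 in siUBE2L3, 838 in siUBE2L6, 758 in the libraries labelled siUBE2M, 5 in those labelled siUBE2N, 1216 in siUBE2Q1/2, 1995 in siUBE2QL1 and 2114 in siUBE2R2, and totals rose to 3 in siUBE2C, 4112 in siUBE2J1, 2288 in siUBE2L6 and 154 in the libraries labelled siUBE2N. Without a filter on low values 57 genes changed in siUBE2A/B, 843 in siUBE2J1, 220 in siUBE2L3 and 17 in the libraries labelled siUBE2N. In siUBE2J1 3 of 35 splits of its libraries and the NT libraries, the real one included, called as many genes as the real one, so chance cannot be excluded there.

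Over the libraries behind the paper's values, 119 genes rose and 152 fell in siUBE2Z, and over all 3 libraries 1 and 2 (1 and 4 rescaled, which takes off a shift of -0.21). HNRNPUL2, an RNA-binding protein, was lower in siUBE2Z (53.2 TPM, 51.6 and 54.8, against 107 ± 2.28 TPM, n = 4) and HS2ST1, an enzyme of heparan sulphate synthesis, changed by -0.98. Replicate 1 held 34.9 TPM of HNRNPUL2 and 6.98 TPM of HS2ST1. With all 16 libraries of set 6, 100 genes rose and 122 fell in siUBE2T (225 and 166 rescaled), 44 and 46 in siUBE2V1/2 (143 and 71 rescaled), and 9 and 10 in siUBE2W (5 and 11 rescaled). Without siUBE2Z replicate 1, an alternative chosen after seeing the data, these became 2210 and 3476, 2292 and 2758, and 1580 and 1208. Without replicates 1, 2 and 3 of the group in turn, 68, 25 and 28 genes changed in siUBE2T, 7, 9 and 12 in siUBE2V1/2, and 3, 1 and 1 in siUBE2W.

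**Figure D2:**
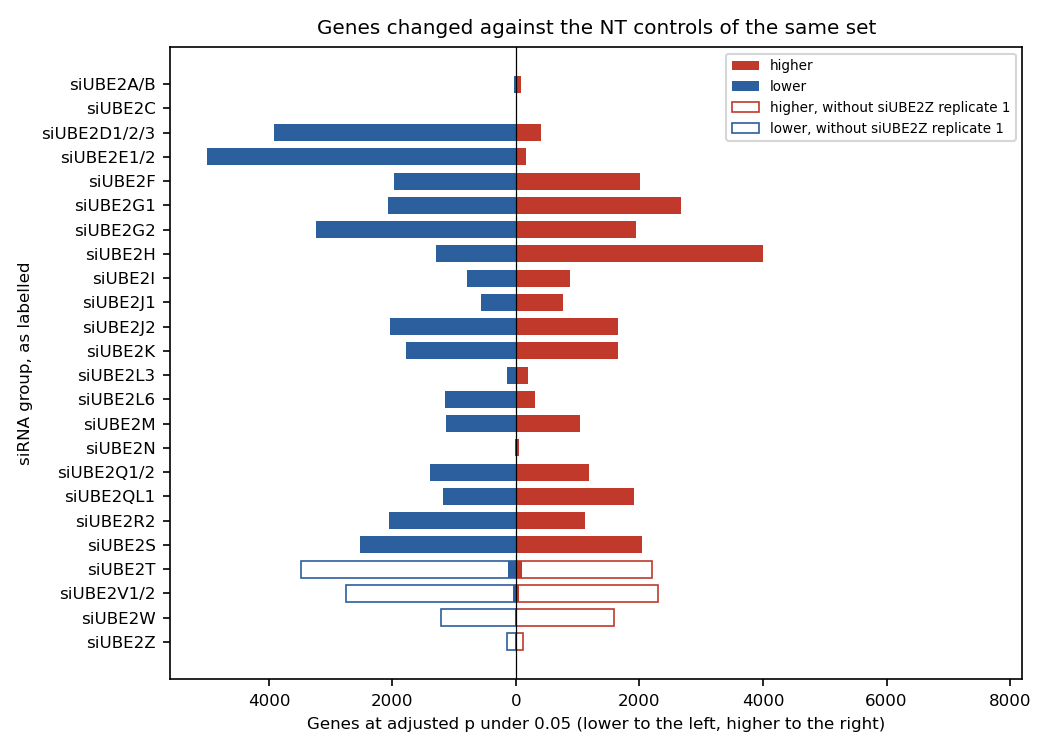
Number of genes higher and lower, on opposite sides of the zero line, at an adjusted p under 0.05 from limma in each of the 24 E2 siRNA groups. Filled bars use all libraries of a set and open bars show set 6 without siUBE2Z replicate 1. Both directions together, the filled bars run from 1 gene in siUBE2C to 5297 in siUBE2H, and the longest open bar is siUBE2T, with 5686.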

Analysis of the TMT mass spectrometry and RNA-seq data resulting from the knockdown of individual and related E2s indicates that, compared to NT control siRNAs, several proteins are upregulated and downregulated without any corresponding mRNA changes, i.e. independently from transcriptional responses induced by E2 siRNAs. On average, each TMT quantified 10700 proteins: 5132 of these (mapping to 4676 DAVID IDs) were modulated by one or more E2s (Fig. 1c, Supplementary Fig. 2, and Supplementary Data 1). On average, the knockdown of some E2s leads primarily to protein downregulation (e.g. UBE2L6, UBE2M, UBE2N, UBE2S) whereas knockdown of other E2s is biased towards protein upregulation (e.g. UBE2D1/2/3, UBE2F, UBE2G1, UBE2G2).

E2 knockdown may remodel the proteome by impacting E2-mediated mono- and poly-ubiquitination, which regulates protein import, localization, and degradation^1,2,4,17–20^. To determine the impact of E2 knockdown on ubiquitination, we have utilized JUMPptm, an integrative computational pipeline for exploring post-translational modifications in TMT proteomics datasets^51^. Overall, these JUMPptm analyses identified the ubiquitination status of the most abundant proteins detected by TMT and highlighted E2 biases in linkage-specific ubiquitination (Fig. 1d). In particular, because of its consistent detection across the conditions analyzed, we examined the ubiquitination status of RPS27A, a fusion protein consisting of ubiquitin and the ribosomal protein S27A, which is proteolytically processed to generate ubiquitin. Knockdown of 13 out of 24 individual or related E2s reduced K48-linked ubiquitination whereas this increased upon heat shock (Fig. 1d). Other linkage-specific modifications (K6, K11, K27, K29, K33, and K63) were affected by fewer E2s. Specifically, K6-linked ubiquitination was significantly reduced by knockdown of UBE2A/B, UBE2D1/2/3, UBE2E1/2/3, and UBE2T whereas K11-linked ubiquitination was significantly reduced by UBE2D1/2/3. UBE2V1/2 knockdown increased K27 ubiquitination, an effect that is presumably due to the compensatory activity of other non-targeted E2s (Fig. 1d, Supplementary Fig. 3, and Supplementary Data 2).

Analysis of the proteins that are regulated by E2 RNAi without significant mRNA changes indicates that many proteins are modulated by single E2s (2355; gray) and by 2 to 4 E2s (2162; green) whereas only 159 proteins (pink) are cross-regulated by 5 to 9 E2s (Fig. 1e). GO term analyses revealed that several categories are generally enriched among E2-regulated proteins, including Ubl conjugation, endoplasmic reticulum, peroxisome, mitochondrion, and DNA repair (Fig. 1f–h). Conversely, other categories are enriched only in specific subsets: for example, cellular senescence is a category that is over-represented among the proteins regulated by 5-9 E2s whereas bromodomain and centromeres are categories that are enriched among the proteins modulated by 2–4 and by single E2s, respectively (Fig. 1f–h). Altogether, these analyses identify protein categories that are enriched among E2-regulated proteins.

We then further analyzed E2-regulated proteins to determine whether they are enriched for short-lived and/or ubiquitinated proteins (Supplementary Fig. 4a, b). To this purpose, we cross-compared our deep-coverage TMT data (Fig. 1) with the datasets of short-lived and ubiquitinated proteins that have been previously generated in HEK293T cells^52,53^. These analyses revealed that there is overall no enrichment for short-lived proteins among E2-regulated proteins. However, proteins upregulated by RNAi for UBE2E1/2/3, UBE2M, UBE2N, and UBE2S display lifetimes that trend towards lower values (Supplementary Fig. 4b). Moreover, ∼64% of the proteins that we found to be regulated by E2s were previously reported to be ubiquitinated in HEK293T cells (Supplementary Fig. 4c).

### Interactome mapping of E2 ubiquitin-conjugating enzymes reveals E2 cross-interactions, E2-E3 pairs, and E2 association with cellular complexes in human cells

The interaction between E2 ubiquitin-conjugating enzymes and E3 ubiquitin ligases as well as other proteins necessary for ubiquitin chain editing has largely been explored on an individual basis for only some E2s. Previous studies have unraveled E2-E3 interactions primarily via yeast two-hybrid^54,55^, a technique that has high rates of false positives and false negatives and that generates purely qualitative interaction data in a non-native environment^56^. Altogether, there is an incomplete understanding of the network of interactions that govern the function of human E2s.

We have previously found that the C-terminally FLAG-tagged E2 enzyme UBE2B readily co-purifies with associated E3s including RNF20, RNF40, UBR1, UBR2, and UBR4, and that the UBE2B-UBR4 interaction is physiologically relevant in vivo, where it regulates muscle cell growth and proteostasis in *Drosophila* and mice^57,58^. On this basis, we have C-terminally FLAG-tagged 8 E1s (including UBA1) and all 28 human E2s expressed by human HEK293T cells, transfected these plasmids, and immunoprecipitated each E1/E2-FLAG with anti-FLAG antibodies. Subsequently, the interacting proteins were identified by spectral counting via mass spectrometry by assaying 3 biological replicates for each E1/E2-FLAG bait and 10 controls (i.e. no-FLAG baits).

An example of E1/E2 affinity purification with Coomassie staining, western blotting, and mass spectrometry is reported in Fig. 2a, b, which shows enrichment of the UBE2A bait as well as of E3 preys. The spectral counts were compared by Significance Analysis of INTeractome (SAINT)^59^, which determined significantly enriched interactors (SAINT ≥ 0.65) compared to control samples: this analysis yielded 1171 significantly interacting pairs for 28 unique E2 baits, which were all significantly enriched in their own samples, together with 515 unique preys. In addition to SAINT, we also compared detected proteins with the Contaminant Repository for Affinity Purification (CRAPome)^60^ and additionally compared maximum spectral counts for proteins detected in association with E2 baits, which were consistently higher than those retrieved from control (no bait) purifications. Altogether, these analyses indicate that we have identified reliable E2 interactors, which include E3 ubiquitin ligases and enzymes with deubiquitinase activity (DUBs) or accessory to ubiquitin chain editing complexes (Fig. 2c), as estimated based on previous annotations^61^. Specifically, this interactome demonstrates a preference of E2s for certain E3s, as exemplified by UBE2D1/2/3 that preferentially interact with HECT domain-containing E3 ligases (HECTD1, HERC1, and HUWE1).

**Fig. 2:**
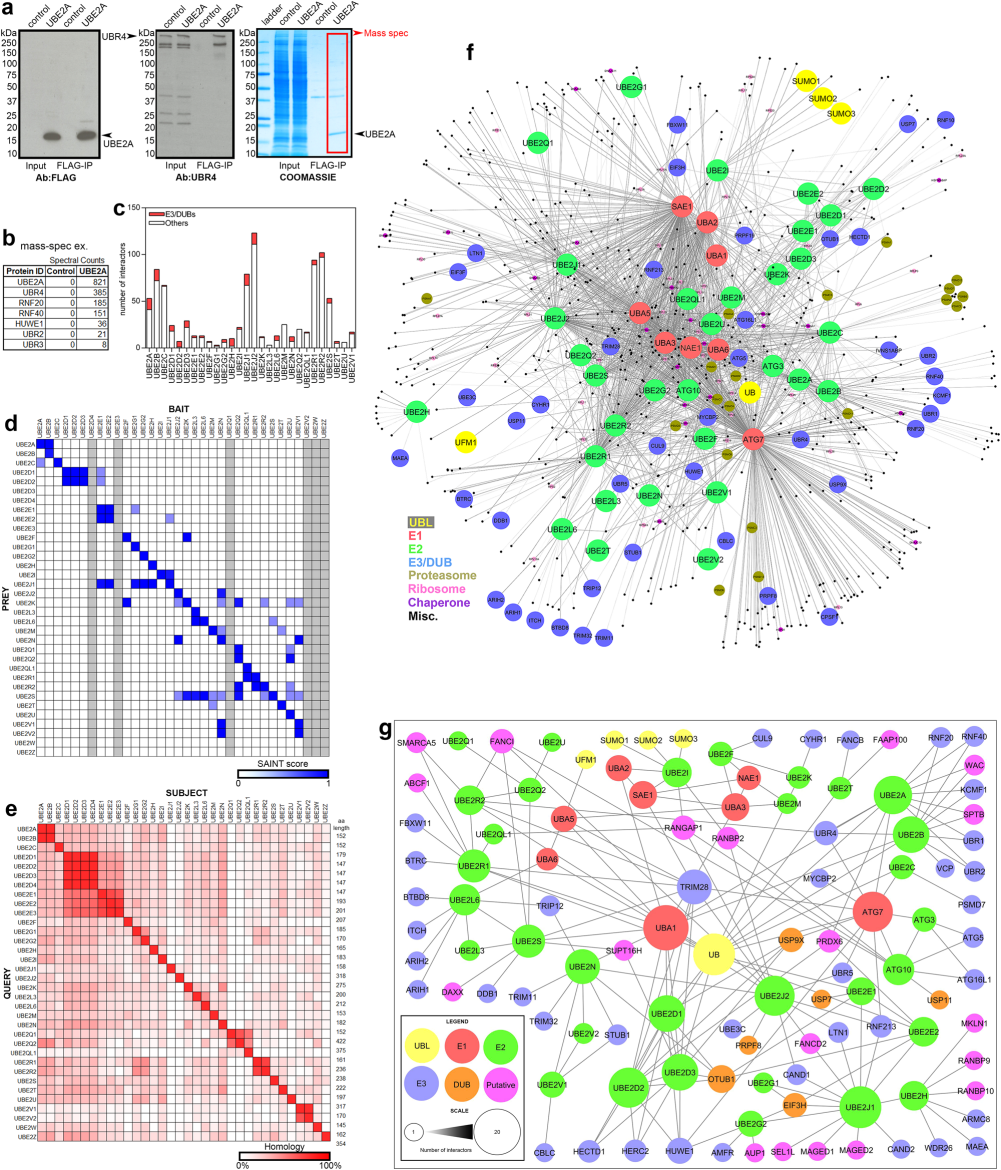
Identification of E2 interactors in HEK293T cells via immunoprecipitation and mass spectrometry. **a** An example of IP-MS of FLAG-tagged E2s to identify E2 interactors. Western blots for FLAG-tagged UBE2A detect the E2 bait, UBE2A, in input cellular extracts and following immunoprecipitation (IP) with anti-FLAG antibodies. Whole lanes of FLAG-IP for each E2 bait were excised and used for MS. **b** MS spectral counts were analyzed by SAINT to determine interacting proteins that were significantly enriched (SAINT score>0.65), which included E3s and deubiquitinating enzymes (DUBs). **c** Non-curated interactome of all proteins significantly interacting with the E1 and E2 baits (SAINT > 0.65); n = 3 biological replicates for each bait and n = 10 biological replicates for each control (no-FLAG baits). **d** Heatmap demonstrating that the FLAG-tagged E2 baits were detected and significantly enriched in their respective IP-MS. Cross-interactions were detected between E2s, even in cases where sequence homology is low (**e**). **f** Non-curated interactome of all proteins significantly interacting with E1 and E2 baits (SAINT > 0.65). The complex network integrates E1s for ubiquitin and ubiquitin-like proteins (UBLs), E2s, E3s, DUBs, proteasome and autophagy (ATGs) components, and other proteins. The UPS network of E1-E2-E3s interacts with the analogous E1-E2 autophagy network (ATG7, ATG3, and ATG10). Additionally, E2s such as UBE2C interact with proteasome components. **g** Curated interactome focused on UBLs, E1s, E2s, E3s and DUBs. This network, which is centered around ubiquitin (UB) and the UBA1 E1 enzyme, demonstrates specific UBL utilization, E1 and E2 cross-interactions, E2s with the same E3/DUB interactors and, conversely, with unique E3/DUB interactors. Source data are provided in the Source data file.

Very few E2 baits returned no E3/DUB partners: these were UBE2L3, UBE2M, UBE2Q2 and UBE2U. A possible explanation may consist in the transient nature of E2-E3 interactions and in the fact that some E3s are expressed below the detection threshold in HEK293 cells (Supplementary Fig. 5a–d). However, interestingly, these E2s physically interacted with other E2s, which could indicate they act predominantly as an accessory to other E2-E3 ubiquitin chain editing complexes without binding to an E3 directly. Importantly, these prevalent cross-interactions between E2s (Fig. 2d) are largely independent of amino acid sequence homology between E2s (Fig. 2e). Altogether, this data suggests that E2s cooperate not just with E1s and E3s to conjugate ubiquitin-like proteins to targets but also with other E2s, and that these interactions are particularly common for certain E2s such as UBE2J1, UBE2N, and UBE2S.

Beyond E2 interactors, this IP-MS interactome mapping also confirms known interactions of E2s with ubiquitin-related proteins (Fig. 2f, g, Supplementary Fig. 5, and Supplementary Data 3-4). For example, UBE2I interacts with SUMO1-3, UBA2, and SAE1, consistent with UBE2I being the major E2 for conjugating the ubiquitin-like modifier SUMO via the E1 heterodimer composed by UBA2/SAE1^62,63^. In contrast to UBE2I being the only E2 for SUMOylation, UBE2F, and UBE2M were both found to interact with UBA3/NAE1 for conjugating the ubiquitin-like modifier NEDD8^64,65^. UBA1, the major E1 ubiquitin-activating enzyme, was found to interact with a number of E2s including UBE2A, UBE2B, UBE2D1/2/3, UBE2E1/2, UBE2G1/2, UBE2J1/2, UBE2L6, UBE2N, UBE2R1 (CDC34), and UBE2S. Interestingly, UBE2L6 also interacted with UBA6, which in addition to conjugating ubiquitin can conjugate the ubiquitin-like protein FAT10^66^. Although several E2s did not affinity purify with E1s, it may be possible that they interact less stably with an E1 and/or that, as indicated by the prevalence of E2 cross-interactions, they may act as ubiquitin-conjugating enzymes through interactions with other E2s that associate with an E1. For example, UBE2V1/2 (which did not interact with an E1) was found in a complex with UBE2N, which in turn interacted with UBA1 (Fig. 2f, g). Although this would suggest that UBE2V1/2 should co-immunoprecipitate with a UBA1-UBE2N complex, this did not occur, presumably because these interactions are dynamic or mutually exclusive. Moreover, if the interaction of UBE2V1/2 to UBA1 is indirect and occurs via UBE2N, only a small fraction of UBE2V1/2 may associate with the UBA1 bait and thus be missed because below the MS detection threshold.

In addition to revealing E2 pairings with E1s, E3s, and DUBs, the affinity purification of E2 interactors also demonstrates several broad features of the E2 network, including overlap between the ubiquitin-proteasome (UPS) and autophagy-lysosome systems, and that some E2s (such as UBE2B and UBE2C) physically interact with proteasomal components (Fig. 2f–g). Altogether, interactome mapping in human cells indicates broad features of the E1/E2 network and predicts E2-E3 (and DUB) pairings that form ubiquitin chain editing complexes.

### E2 interactome similarity is in part predictive of the induction of analogous protein changes by E2 knockdown

Having established the network of physical interactions of E2 ubiquitin-conjugating enzymes, we next examined whether the E2 interactome correlates in any way with the changes in protein abundance identified from the deep-coverage mass spectrometry (Fig. 1). To this purpose, we cross-compared the similarity in the interactome of each E2 pair with the similarity in the protein changes induced by RNAi for each of these 2 E2 enzymes. Specifically, for each E2x versus E2y cross-comparison, the degree of similarity in the physical interactome was defined by the z-score of R^2^ values obtained from the SAINT scores of E2x versus E2y. Likewise, the z-score of R^2^ values obtained from the cross-comparison of TMT datasets from E2x RNAi versus E2y RNAi was utilized to define the similarity in the protein changes induced by the knockdown of these E2s. There was overall little correlation between the interactome and the protein changes induced by most E2 pairs (Supplementary Fig. 6a) with some notable exceptions (Supplementary Fig. 6b). In particular, there was a similarity in the interactome and protein changes induced by some E2 pairs, i.e. UBE2J1-UBE2G2, UBE2K-UBE2F, UBE2T-UBE2F, UBE2J2-UBE2N, UBE2L3-UBE2T, UBE2M-UBE2F, and UBE2M-UBE2N. Such correlations were not due to the sequence homology of the E2s in the pair (Fig. 2e), apart from UBE2M-UBE2F (Supplementary Fig. 6c). Direct comparison of the percentage in E2 protein sequence identity to the similarity of protein changes induced by E2 RNAi revealed a substantial correlation only for the additional UBE2A/B-UBE2D1/2/3/4 pair (Supplementary Fig. 6c): therefore, E2 sequence homology does not explain the similarity in the interactome and protein changes observed for the E2 pairs in Supplementary Fig. 6b. We next examined the subcellular localization of E2s by consulting the Human Protein Atlas (proteinatlas.org), which reports antibody-based immunostaining of endogenous E2s in HEK293T cells^67,68^, and additional published datasets^69,70^, which report the in silico prediction of E2 localization. In addition, immunostaining with anti-FLAG antibodies was utilized to determine the localization of FLAG-tagged E2s (Supplementary Fig. 7). These analyses indicate that E2 pairs that share a similarity in the interactome and in the proteome changes induced by their knockdown (Supplementary Fig. 6) also localize to the same subcellular compartment: UBE2J1-UBE2G2 in the endoplasmic reticulum; UBE2K-UBE2F, UBE2T-UBE2F, and UBE2M-UBE2F in the cytoplasm; and UBE2J2-UBE2N, UBE2L3-UBE2T, and UBE2M-UBE2N in the nucleus (Supplementary Fig. 7).

Altogether, these cross-comparisons indicate that the similarity in the E2 interactome is in some cases predictive of the occurrence of analogous changes in protein abundance upon E2 knockdown, and of similar E2 subcellular localization.

### Moderate global reduction in E2 activity reduces total and linkage-specific ubiquitination in human cells and impacts specific proteome subsets

We have profiled the proteomic changes induced by the knockdown of individual/related E2s (Fig. 1) and defined the E2 interactome (Fig. 2). By examining collectively the proteomic changes induced by RNAi for individual/related E2s, these integrated analyses have defined the E2-regulated proteome (Fig. 1). As an additional strategy to define the proteins that are most sensitive to partial E2 inhibition, we next utilized siRNAs for UBA1, the major E1 ubiquitin-activating enzyme necessary for E2-mediated ubiquitination^27^, and the combination of siRNAs targeting distinct E2s to obtain the concomitant knockdown of multiple E2s (“E2 combo”).

UBA1 knockdown primarily reduced the levels of detergent-insoluble ubiquitinated proteins compared to control cells treated with NT siRNAs (Fig. 3a). Additional analyses with antibodies specific for linkage-specific ubiquitination indicate that detergent-insoluble levels of proteins with K48 linkage-specific ubiquitination and SUMO1 modifications decline in cells treated with UBA1 siRNAs (Fig. 3b).

**Fig. 3:**
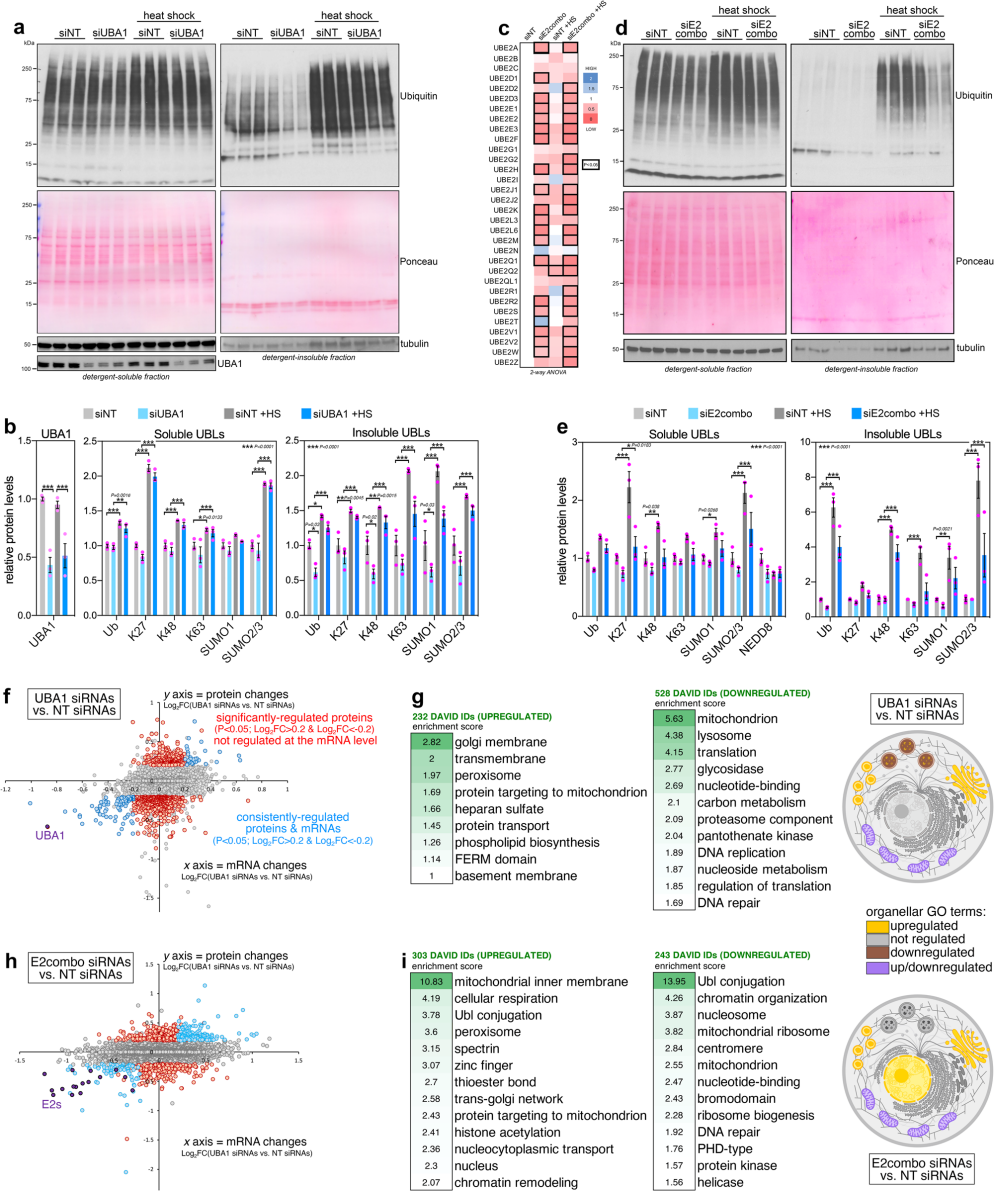
Reducing E2 activity modulates several protein sets and organelle components. A general, partial decline in E2 activity was obtained via UBA1 RNAi and via the concomitant RNAi-mediated knockdown of multiple E2s (siE2combo). **a** Western blot of HEK293T cells treated with siRNAs targeting UBA1 (siUBA1) versus control non-targeting siRNAs (siNT), with and without heat shock. **b** siUBA1 reduces the levels of detergent-insoluble ubiquitinated proteins. Heat shock (HS) increases the detergent-soluble levels of proteins modified with ubiquitin (total and K27, K48, and K63 linkage-specific ubiquitination) and with ubiquitin-like modifications (SUMO1 and SUMO2/3) but their levels are not modulated by siUBA1. The detergent-insoluble levels of ubiquitinated proteins (total and K48 linkage-specific ubiquitination, and SUMO1 modifications) decline in siUBA1- versus siNT-treated cells in the absence of heat shock; n = 3 biological replicates/group, mean ±SD, ***P < 0.001 (two-way ANOVA). **c** E2combo RNAi (a pool of siRNAs targeting 32 E2s) leads to a significant reduction in the mRNA levels of 19 E2s. The average of 3 biological replicates is shown, with red indicating a decline in E2 expression compared to control cells treated with the same amount of siNT. Bold-outlined boxes indicate a significant change (*P* < 0.05; unpaired two-tailed *t* test). **d**, **e** Detergent-soluble and insoluble ubiquitinated proteins decline in siE2combo-treated cells. Heat shock increases detergent-insoluble ubiquitinated proteins but this is hindered by E2combo siRNAs, especially for total ubiquitination and for K63 and SUMO1 modifications; n = 3 biological replicates/group, mean ±SD, ***P < 0.001 (two-way ANOVA). Proteomic and transcriptional changes induced by siUBA1 (**f**) and by siE2combo (**h**) versus siNT. Several proteins are upregulated and downregulated (*P* < 0.05; Log_2_FC > 0.2 and <-0.2; red) without changes in the corresponding mRNAs. Proteins with corresponding mRNA changes induced by siUBA1 (*P* < 0.05; Log_2_FC > 0.2 and <−0.2) are highlighted in blue and include siRNA-targeted UBA1 (**f**) and E2s (**h**), highlighted in violet. GO categories that are over-represented among proteins that are significantly (*P* < 0.05) upregulated (Log_2_FC > 0.2) and downregulated (Log_2_FC < −0.2) by siUBA1 (**g**) and by siE2combo (**i**) versus siNT, and that are not significantly modulated transcriptionally. Peroxisomal proteins are consistently upregulated in response to siUBA1 (**f**–**g**) and siE2combo (**h**, **i**). Source data are provided in the Source data file.

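UBA1, the main E1 enzyme that charges E2s with ubiquitin, was lowered by its siRNAs to 54.5% of the NT level, and the combined siRNAs lowered 25 of the 32 E2 mRNAs they target. UBA1 fell from 196 ± 2.53 TPM (mean ± SD, n = 4) to 107 ± 3.74 TPM (n = 4), a log2 fold change of -0.87 (standard error 0.0279, adjusted p = 1.2e-06 from limma). It lies on chromosome X from 47190861 to 47215128 of hg38. With siE2combo the median log2 fold change of the 25 lower targets was -0.90. UBE2L6 had the largest fall, from 86.5 ± 1.06 TPM (n = 3) to 25.0 ± 2.63 TPM (n = 3; log2 fold change -1.76).

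UBE2V1 (chromosome 20 from 50081124 to 50115959) fell from 79.5 ± 6.84 TPM to 33.2 ± 1.64 TPM and UBE2K (chromosome 4 from 39698109 to 39782792) from 129.9 ± 8.46 TPM to 57.8 ± 4.94 TPM. UBE2R2 changed by -1.15, UBE2Q1 by -1.14, UBE2H by -1.09 and UBE2E2 by -1.04 on the log2 scale. CDC34, which works with cullin-RING ligases, fell from 201 ± 10.3 TPM to 103 ± 1.42 TPM, and UBE2M, which attaches NEDD8 to cullins, from 430.0 ± 12.6 TPM to 243 ± 14.0 TPM. In the UBE2D family the log2 fold changes were -0.37 for UBE2D1, -0.64 for UBE2D2 and -0.90 for UBE2D3. UBE2N had the smallest change past the test (-0.14, adjusted p = 0.0492). UBE2B rose, from 65.0 ± 3.99 TPM to 77.3 ± 4.00 TPM (log2 fold change 0.25, adjusted p = 0.013).

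The 6 targets that did not pass were UBE2C (log2 fold change -0.11, 95% interval -0.27 to 0.06), UBE2E1 (-0.14, -0.25 to -0.03), UBE2G2 (-0.42, -0.78 to -0.06), UBE2QL1 (-0.04, -0.28 to 0.21), UBE2T (0.03, -0.13 to 0.19) and UBE2Q2L (0.35, 0.06 to 0.63). Adjusted over the list alone, 27 targets were lower and 2 higher. Of the Kruskal-Wallis and Dunn tests of the RNA-seq methods, only Dunn's was computed. By Dunn's test, at a log2 threshold of -0.2, 12 were lower. Among E2s for which the methods list no siRNA, UBE2E3 fell from 82.7 ± 0.581 TPM to 28.9 ± 1.08 TPM (log2 fold change -1.49, adjusted p = 3.9e-06) and UBE2D4 changed by -0.46 (adjusted p = 4.0e-04). UBE2O (-0.21) and BIRC6 (0.27) did not pass the test. Over the E2 family, 27 of 35 members fell and 1 rose (camera adjusted p = 4.9e-17, and adjusted p = 0.16 with an estimated correlation).

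**Figure D3:**
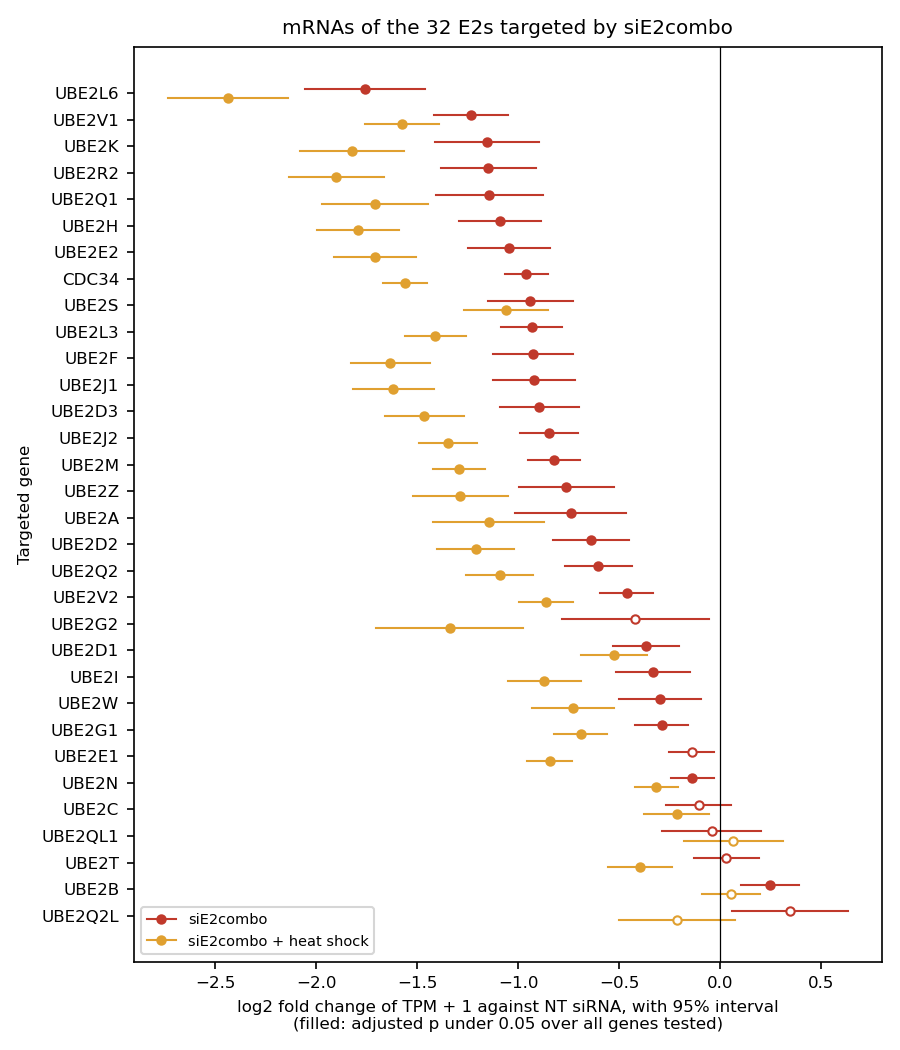
The 32 E2 mRNAs targeted by siE2combo, in siE2combo against siNT cells. Without heat shock 25 targets are lower, UBE2B is higher, and UBE2L6 shows the largest fall.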

We next tested the combination of siRNAs targeting 32 E2s (“E2combo”) and found that it leads to significant reduction in the mRNA levels of 19 E2s (Fig. 3c). Compared to treatment with the same amount of control non-targeting (NT) siRNAs, E2 combo RNAi led to partial decline (~20%) in ubiquitin conjugation (Fig. 3d, e), similar to what is found with UBA1 RNAi (Fig. 3a, b). Further analyses indicate that heat shock increases the levels of detergent-insoluble ubiquitinated proteins but that this is hindered by E2combo siRNAs, especially for total ubiquitination, K63 linkage-specific ubiquitination, and SUMO1 modifications (Fig. 3e).

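Both RNA-seq experiments used HEK293T cells collected 3 days after transfection, and each had NT libraries of its own. The UBA1 experiment has 4 siUBA1 and 4 siNT libraries. The E2combo experiment has 12 libraries, 3 each of siNT and siE2combo cells without heat shock and 3 each after 16 h at 42 °C. Comparisons of siE2combo with siNT were made without heat shock, in a fit of all 12 libraries that share one estimate of the spread.

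As for the E2 sets, the authors deposited TPM from CLC Genomics Workbench on hg38, whose depth is unknown. Symbols above 0 TPM had a median of 24895 per library in the UBA1 experiment (24491 to 25066) and 23584.5 in the E2combo experiment (23032 to 24014). Transcripts of the mitochondrial genome made up 24.3% to 25.8% and 11.3% to 14.1% of TPM. Values were tested as log2(TPM + 1) with limma over 16320 genes for siUBA1 and 16488 for siE2combo. Rescaling TPM by median ratios takes off shifts of 0.013 and 0.016 on the log2 scale.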

Subsequently, we have profiled via RNA-seq and deep-coverage TMT mass-spectrometry the proteomic changes that are induced (independently from changes in mRNA levels) by UBA1 and E2combo siRNAs compared to control cells treated with NT siRNAs (Fig. 3f, h). There are several GO categories that are over-represented among proteins that are significantly upregulated and downregulated (Fig. 3g, i) by siRNAs for UBA1 (Fig. 3f, g) and for E2combo (Fig. 3h–i) compared to control non-targeting (NT) siRNAs, and that are not significantly modulated at the mRNA level. 

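siRNAs for UBA1 lowered genes of the integrated stress response and of DNA replication. Of 24 genes of the integrated stress response 12 fell and 0 rose (13 and 0 when adjusted over the list alone). The secreted glycoprotein STC2 decreased from 111 ± 0.868 TPM (mean ± SD, n = 4) to 87.6 ± 1.08 TPM (n = 4), DDIT4, an inhibitor of mTORC1 signalling, from 1196 ± 43.3 TPM to 956 ± 46.8 TPM, and SHMT2, an enzyme of mitochondrial serine metabolism, from 250.0 ± 7.75 TPM to 222 ± 5.49 TPM. Of 26 DNA replication genes 7 fell and 0 rose (11 and 1 when adjusted over the list alone). Among these GINS1, a subunit of the replicative helicase, fell from 53.8 ± 3.04 TPM to 38.4 ± 1.87 TPM and the flap endonuclease FEN1 from 519 ± 13.9 TPM to 468 ± 10.3 TPM. The lists passed camera at adjusted p = 5.0e-09 and 2.3e-04, and both with an estimated correlation (adjusted p = 0.0434 for each).

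Of 18 hypoxia genes 12 fell and 0 rose with siUBA1 (12 and 1 when adjusted over the list alone), among them the glycolytic enzymes LDHA (log2 fold change -0.26) and PGK1 (-0.19) and NDRG1 (-0.20). This list passed camera (adjusted p = 2.1e-07), but not with an estimated correlation (adjusted p = 0.43). Of 23 genes of cullin-RING ligases and the NEDD8 pathway 4 fell, among them UBE2M (-0.17) and the COP9 signalosome subunit COPS3 (-0.11), with 5 when adjusted over the list alone (camera adjusted p = 0.0011, and adjusted p = 0.65 with an estimated correlation). Of the 13 protein-coding genes of the mitochondrial genome MT-ND1 (-0.23) and MT-ND5 (-0.17) fell (2 when adjusted over the list alone). Camera gave adjusted p = 0.022 for these genes, 0.0544 with replicate as a block and adjusted p = 0.66 with an estimated correlation. The lists of autophagy and lysosomes and of p53 targets did not pass camera (adjusted p = 0.58 and 0.42). In the former SQSTM1, an autophagy receptor for ubiquitinated proteins, rose from 44.8 ± 0.547 TPM to 53.1 ± 1.58 TPM and BECN1 fell from 44.1 ± 1.31 TPM to 39.2 ± 1.22 TPM, and in the latter CDKN1A rose from 36.8 ± 1.32 TPM to 44.1 ± 2.87 TPM and MDM2 fell from 42.3 ± 0.440 TPM to 38.2 ± 1.31 TPM.

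The largest rises with siUBA1 were in ELOA3, a gene of the elongin A family with near-identical copies (1.36 ± 0.473 TPM to 5.12 ± 1.03 TPM, log2 fold change 1.39), and in CHGB (3.69 ± 0.243 TPM to 7.02 ± 0.511 TPM, 0.77). The protocadherin FAT4 rose from 7.53 ± 0.718 TPM to 12.5 ± 0.765 TPM, the intermediate filament protein nestin (NES) from 15.8 ± 0.554 TPM to 25.1 ± 1.13 TPM and the neuronal tubulin TUBB3 from 15.1 ± 0.756 TPM to 23.1 ± 1.59 TPM. PRPS2, which makes phosphoribosyl pyrophosphate, fell from 71.3 ± 3.65 TPM to 35.0 ± 1.87 TPM (log2 fold change -1.01, standard error 0.0472, adjusted p = 1.4e-05 from limma). WFS1, a membrane protein of the endoplasmic reticulum, fell from 27.6 ± 1.56 TPM to 16.2 ± 1.05 TPM, and ERLIN1, an adaptor of degradation at the endoplasmic reticulum, from 110.5 ± 2.40 TPM to 69.6 ± 3.42 TPM. HBS1L, a ribosome rescue factor, changed by -0.62, the deubiquitinase ZRANB1 by -0.58 and the metallothionein MT1X by -0.56. The translation factor subunit EIF3F changed by -0.59, with 1 of its 4 siUBA1 libraries apart from the rest at 39.8 TPM. Over all genes 1094 rose and 720 fell at an adjusted p under 0.05, with a median size of 0.19 on the log2 scale, and 5 rose and 2 fell by more than 1. Rescaled, 886 rose and 862 fell. The total of 1814 fell to 1184 without a filter on low values, to 1174 and 1120 without NT replicates 1 and 3, and to 901, 1173 and 1159 without siUBA1 replicates 1, 2 and 3.

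With siE2combo the largest rise was in the collagen gene COL5A3, from 0.559 ± 0.0405 TPM (n = 3) to 5.58 ± 0.162 TPM (n = 3). The small heat shock protein CRYAB rose from 2.34 ± 0.623 TPM to 10.1 ± 2.50 TPM, the cytokine IL11 from 4.04 ± 0.406 TPM to 14.7 ± 1.27 TPM, INHBA, which encodes a subunit of activin, from 5.77 ± 1.70 TPM to 18.9 ± 2.04 TPM and CHGB from 3.32 ± 0.833 TPM to 11.0 ± 0.882 TPM. Among p53 targets CDKN1A rose from 83.5 ± 5.37 TPM to 151 ± 3.98 TPM and FDXR fell from 20.2 ± 2.16 TPM to 12.0 ± 2.09 TPM. Among hypoxia genes SLC2A1, a glucose transporter, rose from 32.0 ± 3.94 TPM to 65.5 ± 3.53 TPM and hexokinase 2 (HK2) from 32.1 ± 4.63 TPM to 60.6 ± 0.742 TPM, while ALDOC (-0.82) and PGK1 (-0.52) fell. Neither list passed camera (adjusted p = 0.62 and 0.58). Some genes of skeletal muscle were among the largest falls, such as the myosin light chains MYL4 (13.2 ± 7.15 TPM to 1.46 ± 0.289 TPM) and MYLPF (45.0 ± 23.8 TPM to 8.32 ± 1.57 TPM) and the transcription factor MYOG (5.70 ± 2.96 TPM to 0.692 ± 0.225 TPM). MYL4 varied between libraries, from 6.08 to 20.4 TPM in NT cells and from 1.29 to 1.80 TPM with siE2combo. Of 16 muscle genes that were lower, 1 was also lower under heat shock, and others, such as ACTA1 and DES, did not pass, so RNA of muscle cells and an effect of siE2combo cannot be told apart. S100A4, a calcium-binding protein, fell from 32.4 ± 12.1 TPM to 11.1 ± 2.31 TPM.

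Of 43 genes of cytoplasmic ribosomal proteins 22 fell and 1 rose with siE2combo (22 and 2 when adjusted over the list alone; camera adjusted p = 5.9e-07), such as RPS14, from 558 ± 24.2 TPM to 354 ± 18.6 TPM, and RPL3 (log2 fold change -0.59). Of 23 genes of cholesterol synthesis 9 fell (9 when adjusted over the list alone; adjusted p = 0.0031), among them INSIG1, which retains SREBP in the endoplasmic reticulum (-0.77), and FDFT1 (-0.42). Of 35 peroxisomal proteins other than the peroxins 10 fell and 2 rose (10 and 2 when adjusted over the list alone; adjusted p = 0.016): catalase (CAT) fell from 16.2 ± 1.18 TPM to 11.7 ± 1.02 TPM and GNPAT, an enzyme of ether lipid synthesis, from 90.3 ± 2.02 TPM to 66.0 ± 2.81 TPM, while FAR1, of the same pathway, rose from 61.3 ± 5.05 TPM to 89.3 ± 5.15 TPM. Of the 13 genes of the mitochondrial genome 7 fell (7 when adjusted over the list alone; adjusted p = 0.0052). DNA replication genes moved the other way, with 14 of 26 up and 3 down (18 and 3 when adjusted over the list alone; adjusted p = 0.0017): RRM2, a subunit of ribonucleotide reductase, rose from 67.2 ± 3.55 TPM to 101 ± 8.16 TPM and the replication clamp PCNA from 1307 ± 54.6 TPM to 1941 ± 77.5 TPM. Of 24 heat shock chaperones 9 rose (9 when adjusted over the list alone; adjusted p = 0.0052), such as CHORDC1 (0.70) and FKBP4 (0.56). None of these 6 lists passed with an estimated correlation, which gave adjusted p = 0.87 for the lower and adjusted p = 0.90 for the higher ones. Over all genes 2647 rose and 2611 fell, with a median size of 0.36, and 43 rose and 51 fell by more than 1. Rescaled, 2538 rose and 2909 fell, and without siNT replicate 1 the total fell from 5258 to 3287. From its protein data and these libraries, the paper states that several proteins changed without a change of their mRNA.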

Protein sets related to several organelles (e.g., Golgi, mitochondria, lysosomes) are modulated (Fig. 3g–i), indicating that organelle proteome and function might be regulated by a partial decline in ubiquitin conjugation. In particular, UBA1 RNAi and E2combo RNAi concordantly upregulate the levels of peroxisomal proteins (Fig. 3g–i). Altogether, these studies have identified a core set of proteins that are sensitive to partial, global knockdown of E2 function induced by UBA1/E2combo RNAi.

### Peroxins are upregulated in response to UBA1/E2combo RNAi and their turnover occurs at least in part via the proteasome

We have found that peroxisomal proteins are upregulated in response to RNAi for UBA1 and for E2combo (Fig. 3). On this basis, we analyzed the peroxisomal proteome (based on previous annotations^71,72^) to further dissect its modulation by UBA1/E2combo knockdown. These analyses indicate that UBA1 RNAi increases the levels of several peroxins (PEX3, PEX7, PEX11G, PEX13, PEX14, and PEX19), which regulate the biogenesis of peroxisomes^73–75^ and/or peroxisomal protein import^47,49^, and of other peroxisomal proteins, such as the transporter ACBD5^76^ and the metabolic enzyme GNPAT (Fig. 4a)^77^. Likewise, E2combo RNAi increases the levels of peroxins (PEX3, PEX11B, PEX12, PEX14, PEX16) and of other peroxisomal proteins such as TMEM135 (Fig. 4b), which establishes peroxisome-lysosome membrane contacts^78,79^. Analysis of the protein and mRNA levels further confirms that PEX protein upregulation occurs without any significant changes in the corresponding PEX mRNA levels (Fig. 4c, d). 

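Of 16 peroxin (PEX) mRNAs tested, which encode factors of peroxisome assembly and protein import, 4 fell and 1 rose with siE2combo, and 3 fell and 1 rose with siUBA1. PEX2, a ubiquitin ligase subunit of the peroxisomal membrane, fell in both, from 17.5 ± 0.549 TPM (mean ± SD, n = 3) to 14.0 ± 0.726 TPM (n = 3) with siE2combo and from 16.0 ± 0.599 TPM (n = 4) to 13.7 ± 0.762 TPM (n = 4) with siUBA1. With siE2combo PEX6, an ATPase of the receptor export machinery, fell from 38.9 ± 1.74 TPM to 25.9 ± 2.42 TPM, and PEX13, of the import complex, rose from 17.9 ± 0.570 TPM to 23.6 ± 1.27 TPM. PEX12, another ligase subunit, fell from 23.2 ± 0.719 TPM to 18.9 ± 0.897 TPM with siUBA1.

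With siE2combo the log2 fold changes of PEX6 (chromosome 6 from 42963865 to 42979181) and PEX13 (chromosome 2 from 61017225 to 61051990) were -0.57 (standard error 0.0985, adjusted p = 0.0013 from limma) and 0.38 (standard error 0.0898, adjusted p = 0.0076). PEX11A, which promotes peroxisome division, changed by -0.48 (adjusted p = 0.0049), PEX2 by -0.30 (adjusted p = 0.0056) and the import receptor PEX5 by -0.19 (adjusted p = 0.0435, but between 0.0815 and 0.114 when any library without heat shock was left out). The PEX11G mRNA changed by 0.27 and did not pass over all genes (adjusted p = 0.0510). For the other mRNAs the log2 fold changes and their 95% intervals were small or wide: PEX3 (-0.02, -0.22 to 0.19), PEX11B (0.22, 0.02 to 0.41), PEX12 (-0.05, -0.39 to 0.29), PEX14 (0.13, -0.17 to 0.42) and PEX16 (-0.23, -0.47 to -0.00). Adjusted over the list alone 4 fell and 2 rose, and 9 had an unadjusted p under 0.05. None passed Dunn's test at the study's thresholds in these libraries, which does not show that they were unchanged. In the E2 sets that test missed some targeted E2s that limma called, such as UBE2L6 in siUBE2L6 (17.8% of NT). It called others, such as UBE2T in siUBE2T (27.0% of NT). As a list the peroxins did not differ from all other genes (camera adjusted p = 0.68, and adjusted p = 0.98 with an estimated correlation).

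With siUBA1 PEX12 (chromosome 17 from 35574795 to 35578863) changed by -0.28 (standard error 0.0400, adjusted p = 0.0039) and PEX2 (chromosome 8 from 76980258 to 77001044) by -0.22 (adjusted p = 0.018). PEX19, a chaperone of peroxisomal membrane proteins, rose from 61.0 ± 1.51 TPM to 67.1 ± 2.37 TPM (adjusted p = 0.027). PEX5 fell from 59.2 ± 1.08 TPM to 54.9 ± 1.55 TPM (log2 fold change -0.11, adjusted p = 0.0406), with 1 siUBA1 library apart from the rest at 57.2 TPM, and did not pass with replicate as a block (adjusted p = 0.0592) or without any library but that one. For mRNAs that did not pass, the values were PEX3 (-0.10, -0.21 to 0.01), PEX7 (0.17, 0.06 to 0.28), PEX11B (-0.02, -0.11 to 0.07), PEX11G (0.28, 0.10 to 0.47), PEX13 (0.10, -0.04 to 0.25), PEX14 (0.08, -0.02 to 0.17) and PEX16 (-0.03, -0.13 to 0.06). Adjusted over the list alone 3 fell and 4 rose, PEX1, PEX7, PEX11G and PEX19, and 3 passed Dunn's test at the study's thresholds. Without NT replicates 2 and 4 in turn, 2 and 1 fell over all genes and 0 rose, and without siUBA1 replicates 1 and 3, 2 and 2 fell and 0 rose. The list as a whole did not differ from all other genes (camera adjusted p = 0.58). From protein and mRNA levels together, the paper concludes that PEX proteins rose while their mRNAs did not change significantly.

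**Figure D4:**
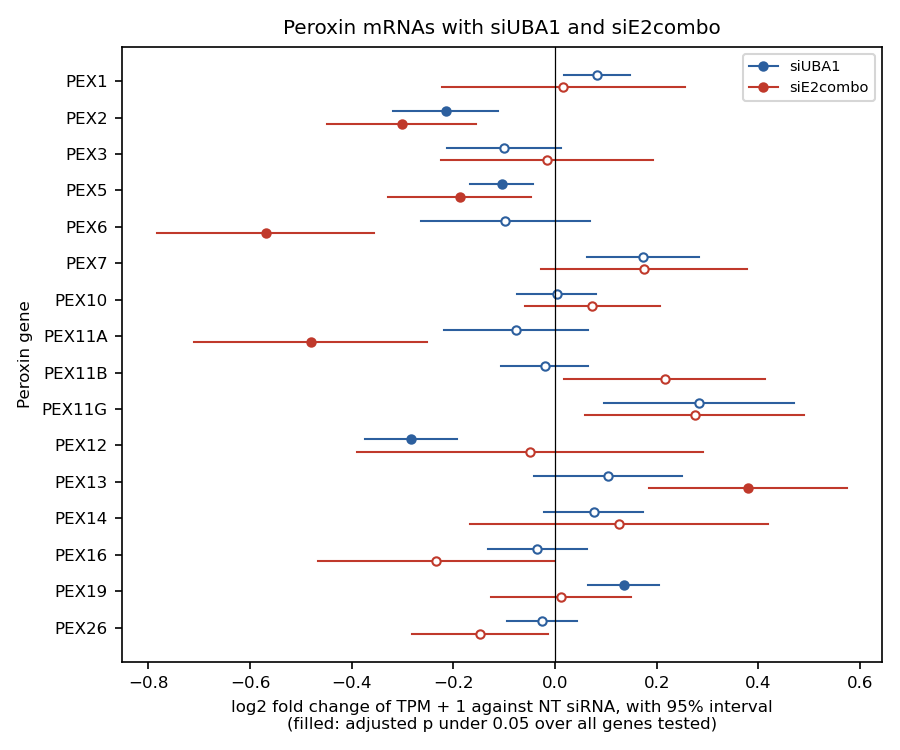
The 16 peroxin mRNAs tested, with siUBA1 and with siE2combo without heat shock, each against the NT libraries of its experiment. PEX2 is lower in both experiments, PEX13 is higher with siE2combo and PEX12 is lower with siUBA1.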

Altogether, these analyses indicate that peroxins are particularly sensitive to moderate reduction in the function of UBA1 and E2s, as also found from the analysis of knockdown of individual/related E2s (Fig. 1e–h).

**Fig. 4:**
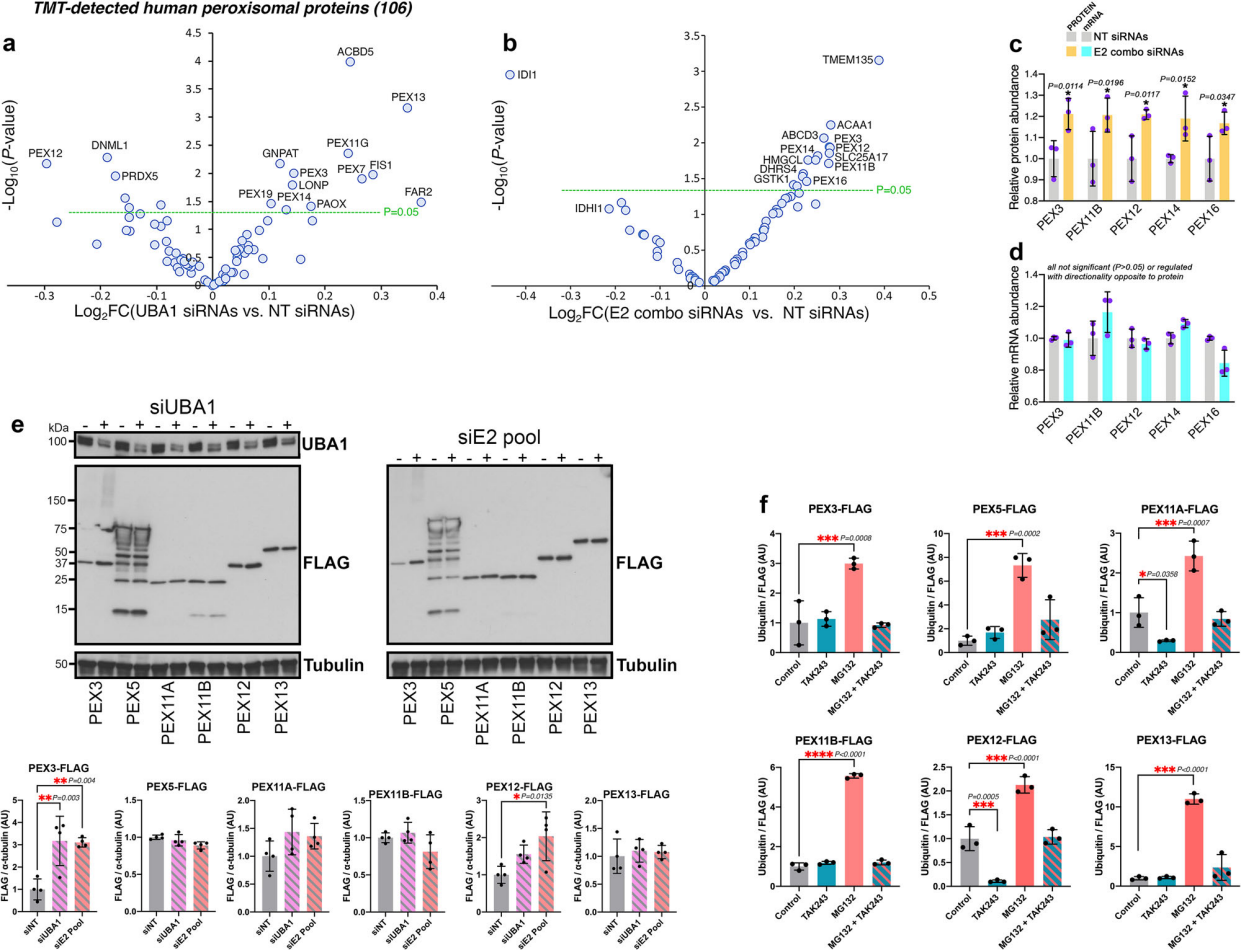
Upregulation of peroxisomal proteins by UBA1/E2combo RNAi. Modulation of the levels of peroxisomal proteins by UBA1 siRNAs (**a**) and E2combo siRNAs (**b**) compared to control NT siRNAs. The *x*-axis displays the Log_2_FC of UBA1 RNAi (**a**) and E2combo RNAi (**b**) versus control NT RNAi whereas the *y*-axis reports the significance, indicated as -Log_10_(*P* value; unpaired two-tailed *t* test). Overall, UBA1 and E2combo siRNAs upregulate the levels of several peroxisomal proteins, including peroxins (PEX). **c**, **d** PEX protein upregulation (*P* < 0.05 and Log_2_FC > 0.2) upon E2combo knockdown occurs without significant and/or concordant mRNA changes. *N* = 3 biological replicates/group, mean ± SD (*P* values were obtained with unpaired two-tailed *t* tests for TMT data and with non-parametric ANOVA for RNA-seq data). **e** Expression of FLAG-tagged PEX proteins in HEK293T cells. UBA1 and E2combo RNAi increases the levels of PEX3-FLAG and PEX12-FLAG. *N* = 4 biological replicates/group with mean ± SD and *P* values indicated (*P < 0.05 and **P < 0.01; one-way ANOVA). **f** PEX turnover occurs at least in part via the proteasome. Immunoprecipitation of FLAG-tagged versions of some of the PEX proteins that are upregulated by UBA1/E2combo RNAi (**a**, **b**). Anti-ubiquitin (Ub) immunoblotting is used to determine the ubiquitination status of FLAG-tagged PEX proteins. Compared to controls (gray), treatment with the proteasome inhibitor MG132 (orange) increases PEX ubiquitination and this is largely prevented by concomitant treatment with the UBA1 inhibitor TAK243 (orange-green stripes). Similar results are obtained for PEX3, PEX5, PEX11A, PE11B, PEX12, and PEX13; n = 3 biological replicates/group, mean ± SD, *P < 0.05 (one-way ANOVA). These findings indicate that peroxin turnover occurs at least in part via the proteasome. See also Supplementary Fig. 9. Source data are provided in the Source data file.

To further test this model, HEK293T cells were transfected with plasmids encoding for FLAG-tagged versions of some of the PEX proteins that are upregulated by UBA1/E2combo RNAi. In addition, also PEX5 was included in these analyses because of its key ubiquitin-dependent role in peroxisomal protein import^47–50^, although its levels are not regulated by UBA1/E2combo knockdown (Fig. 4a, b). This experimental setup provides a system to monitor PEX protein modulation independently from possible changes in endogenous PEX gene expression (Fig. 4e). As expected, FLAG-tagged PEX proteins localize to functional peroxisomes identified by GFP-PTS1, a GFP protein with a peroxisomal targeting signal type 1^80^ (Supplementary Fig. 8a). Subsequently, the levels of PEX-FLAG proteins were assessed by western blot: these analyses indicate that UBA1/E2combo RNAi increases the levels of exogenously-expressed PEX3-FLAG and PEX12-FLAG (Fig. 4e), confirming that modulation of PEX proteins occurs independently from transcription.

Based on these findings, we next examined whether peroxin turnover normally occurs via the ubiquitin-proteasome system. To this purpose, cells transfected with plasmids encoding for FLAG-tagged PEX proteins were treated with pharmacologic inhibitors of UBA1 (TAK243) and of the proteasome (MG132), either alone or in combination, and compared to mock-treated cells (DMSO). Immunoprecipitation of FLAG-tagged PEX proteins was followed by immunoblotting with anti-ubiquitin antibodies to determine the ubiquitination status of FLAG-tagged PEX proteins. Compared to controls, treatment with the proteasome inhibitor MG132 increased PEX ubiquitination and this was largely prevented by concomitant treatment with the UBA1 inhibitor TAK243. Altogether, these findings indicate that peroxin turnover occurs at least in part via the ubiquitin-proteasome system (Fig. 4f and Supplementary Fig. 9).

### A moderate reduction in UBA1/E2 function promotes peroxisomal protein import in a PEX-dependent manner

Deep-coverage proteome profiling indicates that UBA1/E2combo RNAi upregulates the levels of PEX11, which promotes peroxisome biogenesis^73–75^, and of other peroxins (e.g. PEX3/12/13; Fig. 4a, d) that constitute receptor docking complexes that promote the import of peroxisomal proteins from the cytoplasm into the peroxisomal matrix^47–49^. Therefore, we hypothesized that PEX upregulation by UBA1/E2 RNAi may improve peroxisomal protein import and/or biogenesis.

To test this hypothesis, we have examined HEK293T cells transfected with GFP-PTS1, a GFP that is targeted to peroxisomes by the PTS1 peroxisomal targeting sequence^80^. These cells were also immunostained with antibodies for the peroxisomal membrane protein 70 (PMP70), which is an abundant transmembrane protein that is inserted into the peroxisomal membrane via chaperone-dependent mechanisms independent from PTS1-guided import^47–49,81,82^. Importantly, PMP70 has been found to mark both functional and dysfunctional (ghost) peroxisomes with defective PTS1-mediated protein import^83^. Conversely, GFP-PTS1 is absent from dysfunctional ghost peroxisomes, which are present in Zellweger syndrome and other disease states characterized by PEX mutation and/or peroxisomal dysfunction^84–86^. On this basis, we have utilized these markers to assess the extent of peroxisomal protein import in cells with UBA1/E2combo RNAi. To this purpose, the colocalization between PMP70 and GFP-PTS1 was estimated by using machine-learning computational analyses, and the relative proportion of functional (PMP70+ and PTS1 + ) and dysfunctional (PMP70+ and PTS1-) peroxisomes determined (Fig. 5a).

**Fig. 5:**
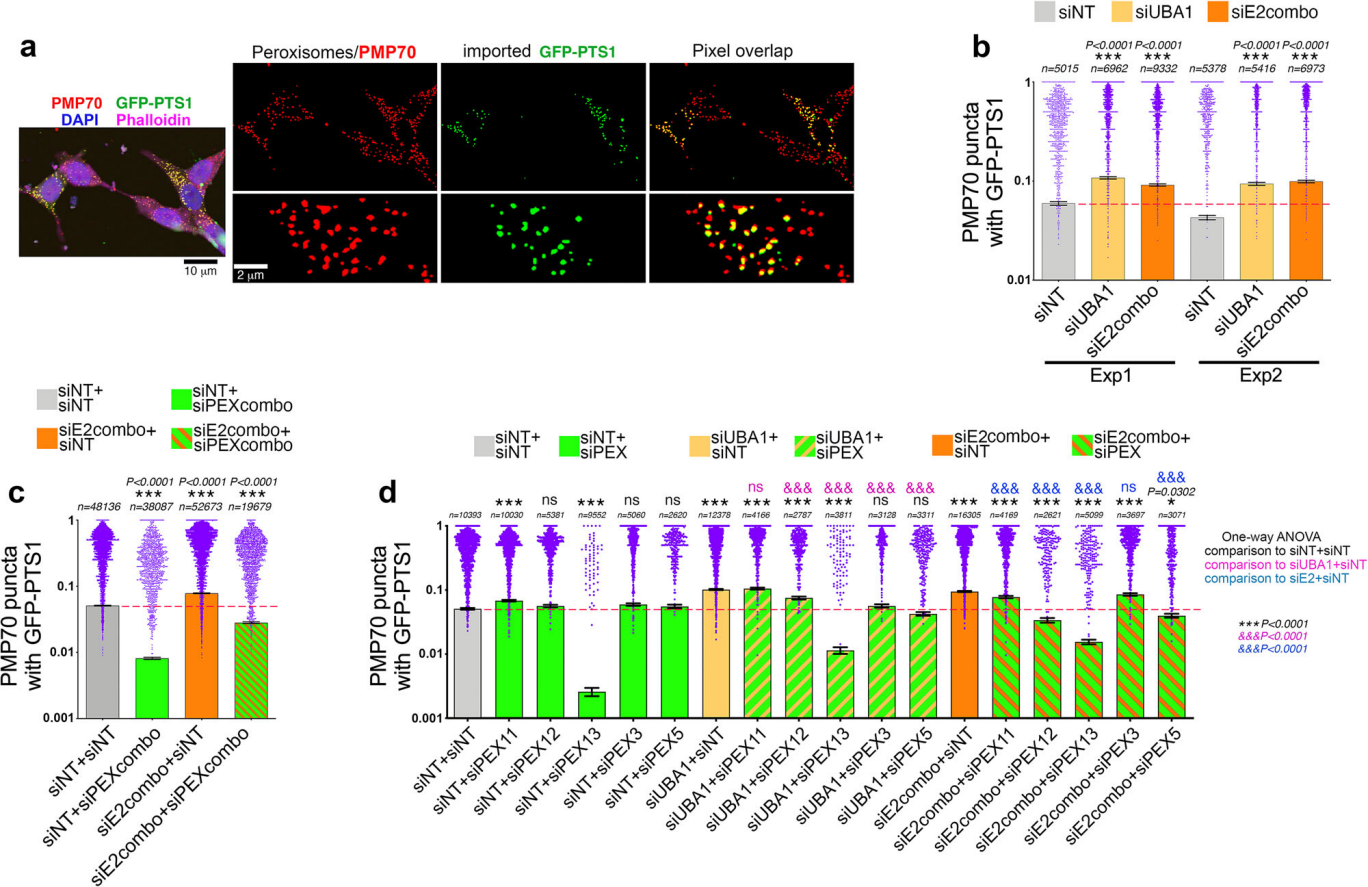
UBA1/E2combo RNAi improves peroxisomal protein import in a PEX-dependent manner. **a** HEK293T cells transfected with GFP-PTS1 (green) and immunostained for PMP70 (red) are segmented via machine-learning approaches to identify functional peroxisomes (GFP-PTS1+ and PMP70 + ; yellow) and ghost peroxisomes with defective PTS1-guided protein import (GFP-PTS1- and PMP70 + ; red). **b** RNAi for UBA1 (yellow) and for E2combo (orange) leads to a significant increase in the number of functional peroxisomes (PMP70 puncta with GFP-PTS1), compared to control cells treated with NT siRNAs (gray). **c**, **d** Knockdown of PEX proteins that are upregulated by UBA1/E2combo RNAi rescues back peroxisomal protein import to levels closer to those found in control cells. Similar results are found with the concomitant RNAi of several PEX proteins (PEXcombo; **c**) and with RNAi for individual PEX proteins (**d**). In (**b**–**d**), n(peroxisomes)>5 × 10^3^ (**b**), n > 1.9 × 10^4^ (**c**), and n > 2.6 × 10^3^ (**d**) with mean ±SEM indicated (the n for each condition are reported in the figure). The statistical significance was calculated by one-way ANOVA, and the significance values (***P < 0.001, ^&&&^*P* < 0.001, and ns=not significant) are reported in black fonts (for comparisons to siNT+siNT), purple fonts (for comparisons to siUBA1+siNT), and blue fonts (for comparisons to siE2combo+siNT). Source data are provided in the Source data file.

Because several peroxins that are upregulated by UBA1/E2 RNAi are components of the receptor docking complex that promotes PTS1-guided peroxisomal protein import, we hypothesized that UBA1/E2 RNAi increases the peroxisomal import of GFP-PTS1 and that this may depend on PEX. In agreement with this model, we found that UBA1/E2combo knockdown improves peroxisomal protein import, as indicated by the increase in the relative proportion of GFP-PTS1-positive versus GFP-PTS1-negative peroxisomes (Fig. 5b). On this basis, we next tested whether such improvement in peroxisomal protein import requires peroxins. To this purpose, cells were treated with E2combo siRNAs and either with control NT siRNAs or with a combination of siRNAs to knockdown PEX proteins (PEXcombo, i.e. PEX3, PEX11A, PEX11B, and PEX13 siRNAs) to counteract their upregulation in response to E2combo RNAi (Supplementary Fig. 8b). Importantly, the amount of NT and E2combo siRNAs was kept constant and analyzed in conjunction with equal amounts of either PEXcombo or control NT siRNAs to avoid titration effects. In agreement with the hypothesis, the proportion of functional peroxisomes (i.e., PMP70 puncta with GFP-PTS1) increased upon E2combo RNAi but such increase in peroxisomal protein import was blunted by PEXcombo knockdown (Fig. 5c). To further test this model, we employed siRNAs to individually target PEX3, PEX5, PEX11A + B, PEX12, and PEX13 (Fig. 5d). Consistent with Fig. 5b, c, we found that UBA1 and E2combo siRNAs increase peroxisomal protein import, as indicated by the higher proportion of functional peroxisomes (i.e., PMP70 puncta with GFP-PTS1). Apart from PEX13 RNAi, siRNAs for other PEXs did not reduce peroxisomal import in control conditions (NT siRNAs). However, RNAi for PEX3, PEX5, PEX11A + B, PEX12, and PEX13 impeded (to different extents) the upregulation of peroxisomal protein import due to UBA1/E2combo knockdown (Fig. 5d). Altogether, these findings indicate that moderate reduction in UBA1/E2 function improves peroxisomal protein import and that this cellular adaptation is prevented by peroxin knockdown (Fig. 5a–d).

Some of the peroxins modulated by UBA1/E2combo RNAi (Fig. 4) have been primarily implicated in peroxisome biogenesis and proliferation, such as PEX11^47–49^, and therefore they may modulate the number of peroxisomes rather than peroxisomal protein import. On this basis, we monitored the average number of peroxisomes (PMP70+ puncta) per cell but found no significant difference in the number of peroxisomes when comparing siRNAs for UBA1 and E2combo to control NT siRNAs (Supplementary Fig. 10).

### Partial knockdown of UBE2Ds induces a compensatory PEX upregulation that sustains peroxisomal protein import in human cells

We have found that global reduction in E2-dependent ubiquitination (UBA1 RNAi) and E2 function (E2combo RNAi) increases the levels of several peroxins and that this promotes peroxisomal protein import (Figs. 4, 5). We next surveyed the TMT data that have profiled the proteomic changes induced by individual/related E2s (Fig. 1) to determine whether certain E2s have a predominant role in PEX protein regulation. 

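The number of peroxin mRNAs that changed differed between the E2 siRNA groups, and most changes were below 0.4 on the log2 scale. siUBE2J2 raised 6 of the 16 tested and lowered 0, among them PEX7, the import receptor for proteins with a PTS2 signal (8.82 ± 0.314 TPM to 11.6 ± 0.776 TPM, mean ± SD, n = 4 in NT cells and n = 3), and the membrane protein PEX16 (11.9 ± 1.60 TPM to 14.7 ± 1.34 TPM). siUBE2QL1 lowered 4, the division factor PEX11B from 53.8 ± 2.08 TPM to 42.1 ± 1.36 TPM, PEX19 from 57.6 ± 1.51 TPM to 45.7 ± 1.78 TPM, PEX7 and the ligase subunit PEX10, and raised PEX13. In siUBE2H 5 rose and 1 fell, with log2 fold changes of 0.29 for PEX11A, 0.23 for PEX13, 0.22 for PEX5 and -0.24 for PEX12. After rescaling by median ratios 3 rose and 1 fell there.

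In siUBE2G2 4 rose and 2 fell, among them PEX14 (0.18), PEX3 (0.17), PEX5 (-0.21) and PEX26, which anchors the export ATPases (-0.23). siUBE2G1 raised PEX11A (0.35) and PEX1 (0.11) and lowered PEX10 (-0.15). In siUBE2S PEX19 (0.20) and PEX5 (0.13) rose and 4 fell, such as PEX11B (-0.22). The numbers up and down were 1 and 3 in siUBE2K and in siUBE2Q1/2, 1 and 2 in siUBE2R2, 2 and 1 in the libraries labelled siUBE2M, 1 and 1 in siUBE2L3, 1 and 0 in siUBE2I and in siUBE2L6, 0 and 2 in siUBE2E1/2 and 0 and 1 in siUBE2F. No peroxin mRNA passed limma's test in siUBE2A/B, siUBE2C, siUBE2J1, siUBE2T, siUBE2V1/2, siUBE2W, siUBE2Z and the libraries labelled siUBE2N. In these groups 3, 3, 5, 3, 1, 0, 2 and 5 had an unadjusted p under 0.05, and 1, 0, 0, 3, 1, 1, 0 and 3 passed Dunn's test at the study's thresholds. Adjusted over the list alone 4 rose in the libraries labelled siUBE2N, 2 in siUBE2C and 1 in siUBE2V1/2, and 0 fell. Of the other groups, the list alone gave other numbers up and down in siUBE2E1/2 (0 and 1), siUBE2G2 (4 and 3), siUBE2L3 (2 and 1), siUBE2L6 (0 and 0), the libraries labelled siUBE2M (4 and 2), siUBE2Q1/2 (3 and 4), siUBE2QL1 (1 and 6) and siUBE2R2 (1 and 3). Without siUBE2Z replicate 1, 3 rose and 3 fell in siUBE2T, 4 and 2 in siUBE2V1/2, 3 and 0 in siUBE2W and 0 and 0 in siUBE2Z.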

On this basis, we examined the significant changes in PEX protein levels (arising independently from mRNA changes) induced by RNAi for individual/related E2s (Fig. 1) and represented them cumulatively for each E2 (Fig. 6a) and for each PEX (Fig. 6b and Supplementary Fig. 11). In addition to E2combo RNAi, the most striking effects on PEX regulation were found with RNAi for UBE2D1/2/3 and for UBE2G1, UBE2G2, and UBE2H, collectively considering both the number of regulated PEXs as well as the magnitude of changes induced (Fig. 6a). Conversely, other E2s (such as UBE2A/B, UBE2C, and UBE2E1/2/3) did not regulate any PEX (Fig. 6a). Cumulative analysis of PEX proteins indicated that many (but not all) PEXs are typically upregulated by RNAi for one or more E2s. For example, PEX2, PEX3, and PEX11A/B are upregulated by RNAi for several E2s whereas PEX5 and PEX7 are not (Fig. 6b). Altogether, these analyses indicate that certain E2s have prominent roles in PEX regulation and that likewise some peroxins are more pervasively modulated by E2 knockdown than others. In particular, UBE2D1/2/3 emerges as a prominent E2 family in PEX protein regulation. On this basis, we have further examined PEX modulation by these related E2s and found that siRNAs for UBE2D1/2/3 significantly increase the protein (but not the mRNA) levels for PEX1, PEX2, PEX3, PEX6, PEX11A, PEX11G, PEX12, PEX14, and PEX26 (Fig. 6c). 

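With siRNAs for UBE2D1/2/3, PEX2, PEX11A and PEX26 fell and 0 of 16 peroxin mRNAs rose. PEX26 decreased from 12.5 ± 0.679 TPM (mean ± SD, n = 4) in NT cells to 9.68 ± 0.295 TPM (n = 3), PEX2 from 17.5 ± 0.783 TPM to 14.9 ± 0.346 TPM and PEX11A from 12.7 ± 1.39 TPM to 10.5 ± 0.964 TPM, with 1 NT library apart from the rest at 14.8 TPM for PEX11A. Rescaling TPM by median ratios takes off a shift of -0.11 common to all log2 values of this group. Relative to that shift, PEX26 was still lower (-0.24, adjusted p = 0.034), PEX2 (-0.11, adjusted p = 0.16) and PEX11A (-0.15, adjusted p = 0.18) did not pass, and PEX3 was higher (0.17, adjusted p = 0.022).

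Before rescaling, PEX26 (chromosome 22 from 18077923 to 18105396) changed by -0.34 on the log2 scale (standard error 0.0783, adjusted p = 0.0064 from limma), PEX2 by -0.21 (standard error 0.0509, adjusted p = 0.0073) and PEX11A (chromosome 15 from 89677764 to 89690783) by -0.26 (standard error 0.0722, adjusted p = 0.017). PEX11A did not pass without siUBE2D1/2/3 replicate 1 (adjusted p = 0.0625) or 3 (adjusted p = 0.0991). The log2 fold changes and 95% intervals of the mRNAs that did not pass were PEX1 (-0.14, -0.25 to -0.02), PEX3 (0.06, -0.05 to 0.16), PEX6 (-0.10, -0.26 to 0.06), PEX11G (0.13, -0.12 to 0.38), PEX12 (-0.00, -0.10 to 0.09) and PEX14 (-0.08, -0.20 to 0.05). Adjusted over the list alone the same 3 fell, and 2 mRNAs passed Dunn's test at the study's thresholds. As a list the peroxins did not differ from all other genes (camera adjusted p = 0.90).

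Elsewhere in the transcriptome of siUBE2D1/2/3, 10 of the 13 protein-coding genes of the mitochondrial genome rose, MT-CO1 by 0.46 (12 when adjusted over the list alone; camera adjusted p = 1.6e-13, and adjusted p = 0.41 with an estimated correlation), and 5 of 27 genes of autophagy and lysosomes rose and 1 fell (8 and 2 when adjusted over the list alone; camera adjusted p = 1.4e-06, and adjusted p = 0.41 with an estimated correlation). Cathepsin B (CTSB) rose from 60.7 ± 2.34 TPM to 70.7 ± 1.31 TPM and the lysosomal galactosidase GLA from 147 ± 6.23 TPM to 171 ± 3.36 TPM. CHGB rose from 11.3 ± 1.18 TPM to 16.6 ± 0.797 TPM, the growth factor NGF by 0.55 and BST2, an antiviral membrane protein, by 0.56. The adhesion molecule EPCAM rose from 2.86 ± 0.454 TPM to 5.79 ± 0.762 TPM, with 1 NT library apart from the rest at 3.54 TPM. BMT2, a methyltransferase-like regulator of mTORC1, fell by 0.62 (rescaled -0.51) and the homeobox gene HOXA2 by 0.57 (rescaled -0.47). The paper reports that several PEX proteins rose with these siRNAs and that their mRNA levels did not.

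**Figure D5:**
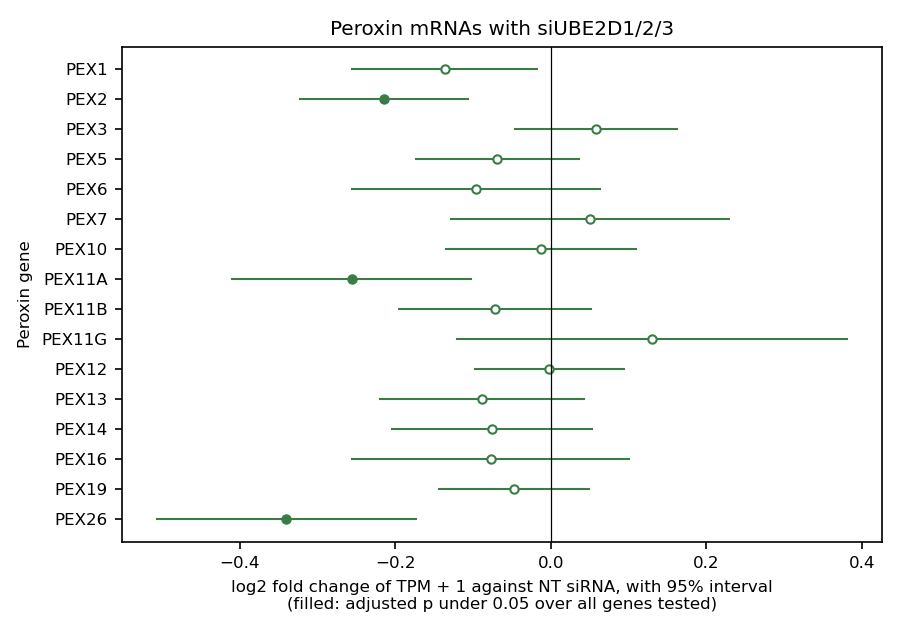
The 16 peroxin mRNAs tested, in the 3 siUBE2D1/2/3 libraries against the 4 NT libraries of set 1. PEX2, PEX11A and PEX26 are lower and the other mRNAs did not pass the test.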

Besides peroxins, UBE2D1/2/3 siRNAs also increase the levels of other peroxisomal proteins, such as TMEM135 and ACBD3/5 (Fig. 6d).

**Fig. 6:**
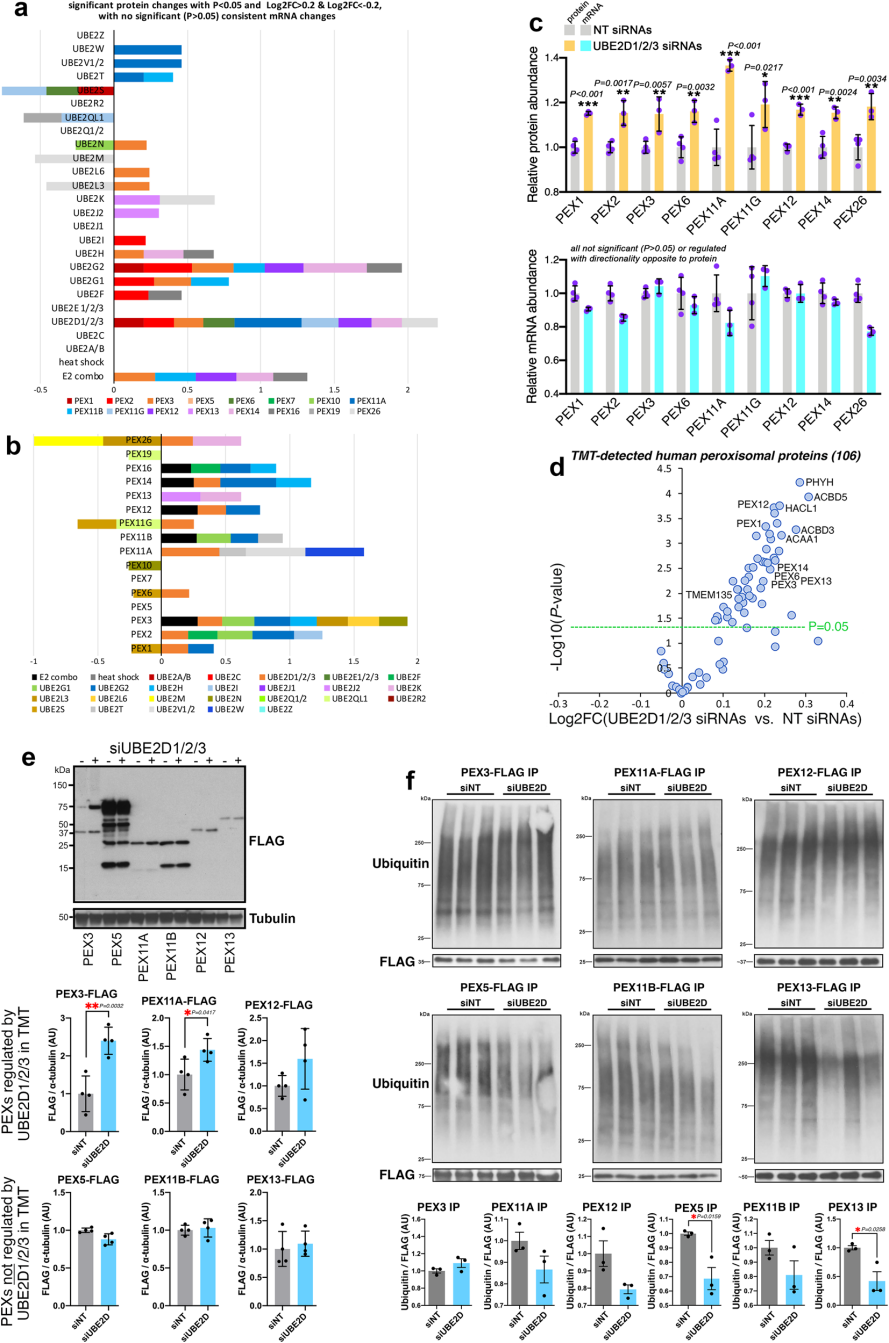
UBE2D1/2/3 regulates the turnover of several peroxins (PEX) and UBE2D1/2/3 knockdown increases PEX protein levels post-transcriptionally. **a** PEX protein upregulation by RNAi for individual or related E2s. Cumulative Log_2_FC of PEX protein abundance induced by E2 RNAi versus control NT RNAi, arising independently from mRNA changes. UBE2D1/2/3 RNAi upregulates many PEX proteins, suggesting that UBE2D1/2/3 has a key role in PEX turnover. See also Supplementary Fig. 11. **b** PEX3 and PEX11 are among the PEXs more commonly upregulated upon E2 knockdown whereas others (such as PEX5 and PEX7) are not modulated. **c** UBE2D1/2/3 RNAi upregulates PEX proteins (*P* < 0.05 and Log_2_FC > 0.2) without significant and/or consistent mRNA changes. N = 4 (NT siRNAs) and N = 3 (UBE2D1/2/3 siRNAs) biological replicates/group, mean ±SD (*P*-values were obtained with unpaired two-tailed *t* tests for TMT data and with non-parametric ANOVA for RNA-seq data). **d** Modulation of the peroxisomal proteome by UBE2D1/2/3 siRNAs. The *x*-axis displays the Log_2_FC of UBE2D1/2/3 RNAi versus control NT RNAi whereas the *y*-axis reports the significance, -Log_10_(*P* value). UBE2D1/2/3 siRNAs upregulate several peroxins (PEX) and other peroxisomal proteins. **e** UBE2D1/2/3 knockdown increases PEX3-FLAG and PEX11A-FLAG protein levels, which correspond to PEXs that are upregulated by UBE2D1/2/3 RNAi in TMT studies (**a**–**c**). Conversely, PEX5-FLAG, PEX11B-FLAG, and PEX13-FLAG are not regulated by UBE2D1/2/3 RNAi, consistent with TMT studies (**a**–**c**). N = 4 biological replicates/group with mean ± SD and *P* values indicated (*P < 0.05 and **P < 0.01, obtained with unpaired two-tailed *t* tests). **f** Immunoprecipitation of PEX-FLAG proteins from cells treated with UBE2D1/2/3 RNAi (siUBE2D) and control NT RNAi (siNT). Anti-ubiquitin immunoblotting is used to determine the ubiquitination status of FLAG-tagged PEXs. Compared to control NT siRNAs (gray), knockdown of UBE2D1/2/3 (blue) reduces the ubiquitination of several FLAG-tagged peroxins, although this is significant only for PEX5-FLAG and PEX13-FLAG; n = 3 biological replicates/group, mean ± SEM, *P < 0.05 (unpaired two-tailed t-tests). Source data are provided in the Source data file.

We next sought to further test whether PEX protein upregulation induced by UBE2D1/2/3 siRNAs occurs independently from *PEX* gene transcription. To this purpose, HEK293T cells were transfected with FLAG-tagged PEX proteins not expressed under the control of their endogenous PEX promoters, and the PEX-FLAG protein levels were assessed by western blot (Fig. 6e). Knockdown of UBE2D1/2/3 increased the levels of PEX3-FLAG, PEX11A-FLAG, and to a lower extent of PEX12-FLAG, which correspond to PEX proteins upregulated by UBE2D1/2/3 RNAi in TMT studies (Fig. 6a–c). Conversely, the levels of PEX-FLAG proteins that were not modulated by UBE2D1/2/3 RNAi in TMT (PEX5-FLAG, PEX11B-FLAG, and PEX13-FLAG) were consistently not modulated when examined by western blot (Fig. 6e).

Having established an important role for UBE2D1/2/3 in modulating PEX protein levels, we next examined whether this PEX regulation entails UBE2D-dependent ubiquitination of PEX proteins. For these studies, PEX- FLAG proteins were immunoprecipitated from cells treated with either UBE2D1/2/3 RNAi or control NT RNAi, and the ubiquitination status of PEX-FLAG determined with anti-ubiquitin antibodies. Compared to control NT siRNAs, knockdown of UBE2D1/2/3 reduced the ubiquitination of PEX13-FLAG and to a lower extent that of other PEX-FLAG proteins (Fig. 6f), suggesting that knockdown of UBE2D1/2/3 upregulates PEX protein levels by impeding their ubiquitination and turnover. Although PEX5 protein levels are not modulated by UBE2D1/2/3 siRNAs (Fig. 6a, b), we find that UBE2D1/2/3 siRNAs reduce PEX5 poly-ubiquitination (Fig. 6f). Previous studies have demonstrated that UBE2D/UbcH5 is responsible for PEX5 mono-ubiquitination and that this is key for PEX5 function as cargo receptor in peroxisomal protein import^47–50^. Our findings now suggest that UBE2Ds may also contribute to PEX5 poly-ubiquitination (Fig. 6f).

Because UBE2Ds modulate PEX protein levels, we next assessed whether UBE2D1/2/3 knockdown improves peroxisomal protein import as observed in response to cells with UBA1/E2combo knockdown (Fig. 5). To this purpose, HEK293T cells transfected with GFP-PTS1 were immunostained for PMP70 to identify functional peroxisomes (GFP-PTS1+ and PMP70 + ) and ghost peroxisomes with defective PTS1-guided protein import (GFP-PTS1- and PMP70+). These analyses indicated that UBE2D1/2/3 RNAi significantly increases the proportion of functional peroxisomes, as indicated by the increase in the PMP70 puncta with GFP-PTS1, and that this is prevented by PEX knockdown (Fig. 7a, b).

**Fig. 7:**
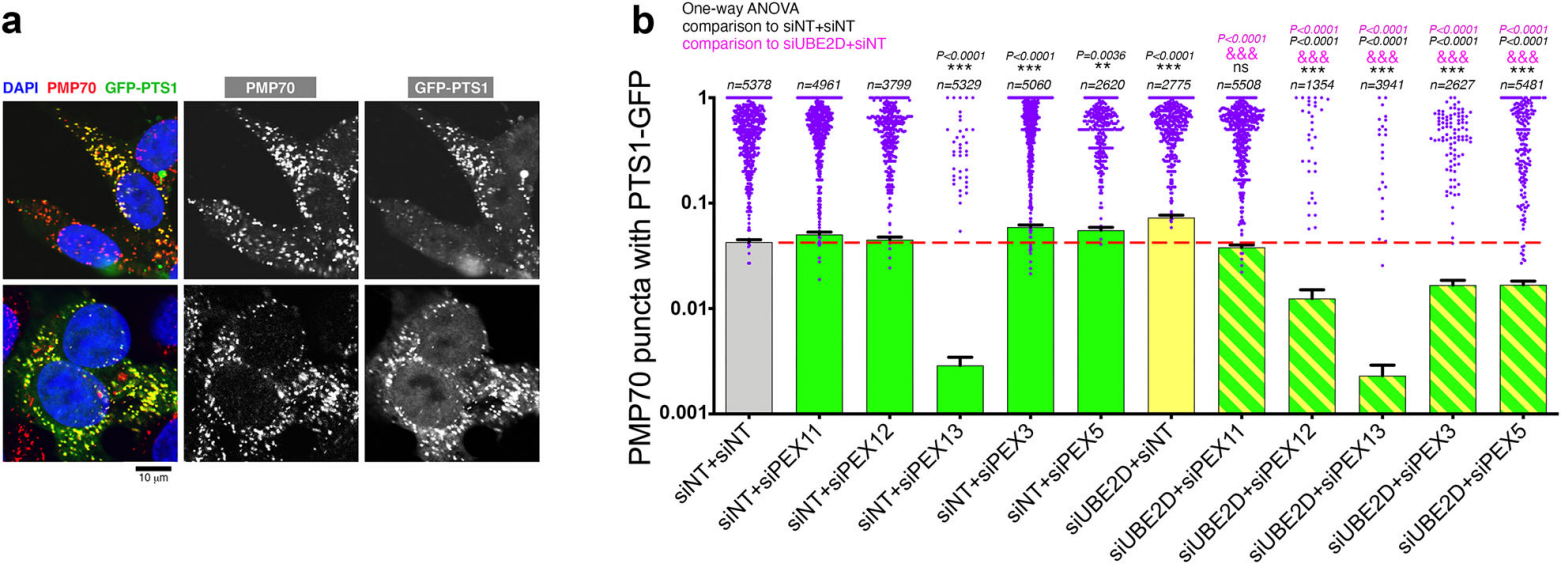
Partial knockdown of UBE2D1/2/3 sustains peroxisomal protein import in human cells via compensatory PEX upregulation. **a**, **b** Partial knockdown of UBE2D1/2/3 improves peroxisomal protein import in a PEX-dependent manner. **a** HEK293T cells transfected with GFP-PTS1 (green) and immunostained for PMP70 (red) to identify functional peroxisomes (GFP-PTS1+ and PMP70 + ; yellow) and ghost peroxisomes with defective PTS1-guided protein import (GFP-PTS1- and PMP70 + ; red). **b** UBE2D1/2/3 RNAi increases the proportion of functional peroxisomes (PMP70 puncta with GFP-PTS1) and this is prevented by PEX knockdown. In (**b**), n(peroxisomes)>1.3 × 10^3^ with mean ±SEM indicated (the n for each condition are reported in the figure). The statistical significance was calculated by one-way ANOVA, and the significance values (**P < 0.01, ***P < 0.001, and ^&&&^*P* < 0.001) are reported in black fonts (for comparisons to siNT+siNT) and purple fonts (for comparisons to siUBE2D+siNT). Source data are provided in the Source data file.

Altogether, these findings indicate that UBE2Ds are key E2s responsible for modulating PEX protein turnover and peroxisomal protein import.

### UBE2D modulates peroxisomal protein abundance and peroxisomal protein import in *Drosophila* skeletal muscle

We have found that the knockdown of UBA1 and a general decline in E2 function obtained with E2combo RNAi upregulates the levels of peroxins, and that this leads to increased peroxisomal protein import in human cells (Figs. 3–5). Interestingly, these effects are largely recapitulated by the knockdown of UBE2D1/2/3 (Figs. 6, 7), suggesting that this E2 family has a key role in this process. On this basis, we next examined whether UBE2Ds play a similar role in *Drosophila* skeletal muscle, a prominent tissue where the ubiquitin-proteasome system and E2 ubiquitin-conjugating enzymes have important roles^57,58,87^.

While there are 4 highly related human UBE2Ds (i.e. UBE2D1, UBE2D2, UBE2D3, UBE2D4), effete (eff/CG7425) is the sole UBE2D homolog in *Drosophila*^88^. On this basis, we examined whether eff knockdown regulates PEX protein levels, as observed for human cells with UBE2D1/2/3 knockdown. To this purpose, TMT mass spectrometry was utilized to identify protein changes induced in *Drosophila* skeletal muscle by knockdown of eff/UBE2D, by overexpression of human UBE2D2 (hUBE2D2), and by eff/UBE2D knockdown rescued by the concomitant expression of hUBE2D2, compared to controls (GFP RNAi and mcherry overexpression).

Analysis of the peroxisomal proteome indicates that overexpression of human UBE2D2 in *Drosophila* muscles significantly reduces Pex11 and Pex13 protein levels (Fig. 8a, d). Conversely, eff/UBE2D knockdown increases the abundance of several peroxisomal proteins including Pex11 and Pex13 (Fig. 8b, d) but not their mRNA levels (Supplementary Fig. 12), and this is prevented by concomitant hUBE2D2 overexpression compared to controls (Fig. 8c, d). However, other peroxisomal proteins that are upregulated by UBE2D/eff knockdown (such as Pex1) are not affected, presumably because human hUBE2D2 only partially compensates for the loss of *Drosophila* UBE2D/eff activity. Altogether, these findings indicate that UBE2D regulates peroxisomal protein abundance in *Drosophila* skeletal muscle (Fig. 8a–d) similar to what is observed in human cells with UBE2D1/2/3 knockdown (Fig. 6).

**Fig. 8:**
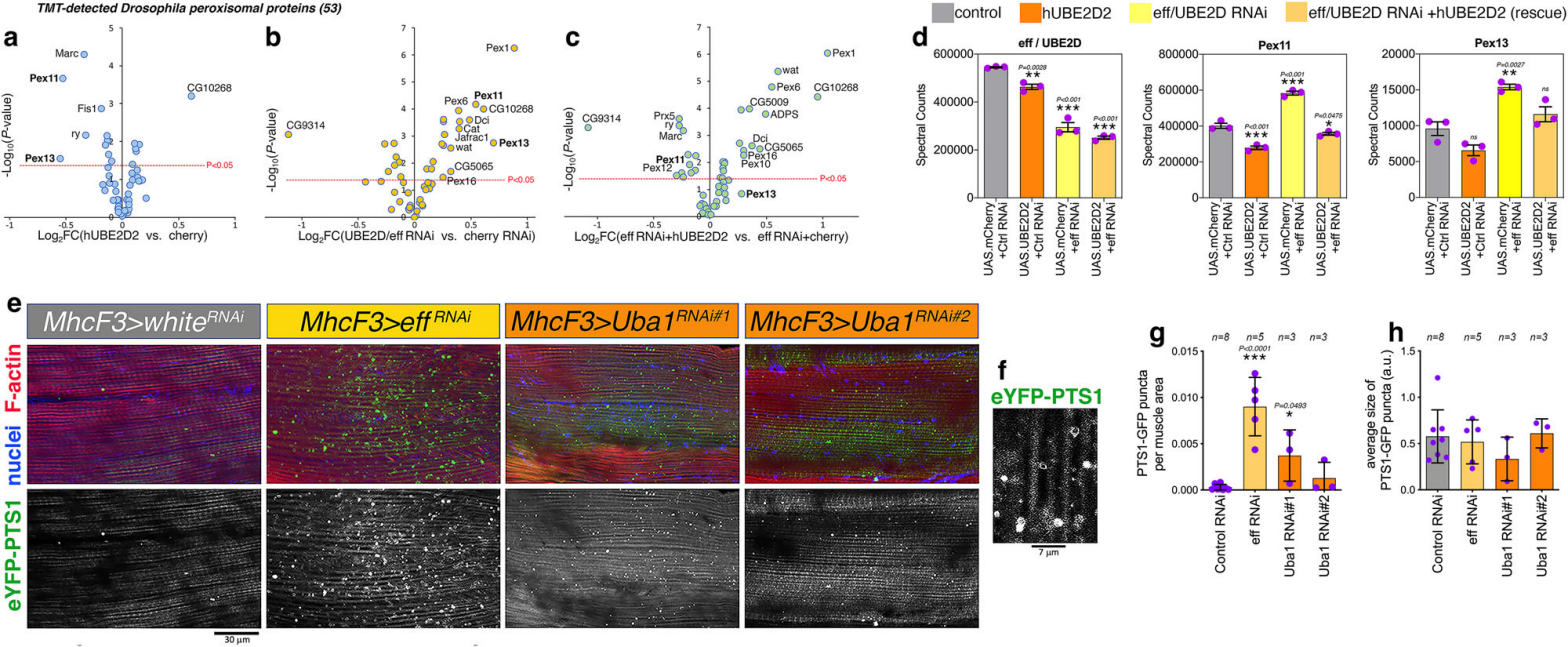
UBE2D/eff knockdown upregulates PEX protein levels in *Drosophila* skeletal muscle. TMT mass spectrometry identifies protein changes induced in *Drosophila* skeletal muscle by knockdown of eff (the sole *Drosophila* UBE2D1/2/3 homolog), by overexpression of human UBE2D2 (hUBE2D2), and by eff/UBE2D knockdown rescued by the concomitant expression of hUBE2D2, compared to controls (GFP RNAi and mcherry overexpression). **a** Overexpression of human UBE2D2 in *Drosophila* muscles has limited impact on the peroxisomal proteome, apart from a significant decline in Pex11 and Pex13 protein levels. **b** UBE2D/eff knockdown increases the abundance of peroxisomal proteins, including Pex11 and Pex13. **c** Rescue experiments with hUBE2D2 overexpression concomitant to UBE2D/eff knockdown, compared to mock rescue with cherry overexpression: hUBE2D2 overexpression prevents the upregulation of Pex11, Pex13, and other peroxisomal proteins by UBE2D/eff RNAi. However, some of the peroxisomal proteins that are upregulated by UBE2D/eff knockdown (e.g., Pex1) are not affected, presumably because human hUBE2D2 only partially compensates for *Drosophila* UBE2D/eff loss. In (a-c), the *x*-axis displays the Log_2_FC whereas the *y*-axis reports the significance, -Log_10_(*P* value). **d** Alongside a reduction in *Drosophila* eff/UBE2D abundance, eff/UBE2D RNAi increases Pex11 and Pex13 protein levels (yellow) compared to controls (gray) but these are rescued by concomitant hUBE2D2 expression (light orange). Overexpression of hUBE2D2 by itself (dark orange) reduces Pex11 protein levels. N = 3 biological replicates/group with mean ±SEM, *P < 0.05, **P < 0.01, ***P < 0.001; ns= not significant (one-way ANOVA). In these comparisons, the number of UAS transgenes was kept equal to avoid Gal4 titration effects. **e**, **f** Immunostaining of *Drosophila* skeletal muscle with DAPI (to detect nuclei; blue), phalloidin (to detect F-actin; red), and eYFP with a PTS1 peroxisome targeting signal (eYFP-PTS1; green) to identify peroxisomes with functional protein import. **g** Knockdown of UBA1 and of eff/UBE2D increases the number of eYFP-PTS1+ puncta, indicative of functional peroxisomes, compared to control RNAi. **h** No changes in the size of peroxisomes are found. In (**g**, **h**), the n (biological replicates/group) is indicated in the figure, together with the mean ± SD, *P < 0.05 and ***P < 0.001 (one-way ANOVA). Altogether, these results indicate that the knockdown of UBE2D/eff and UBA1 increases the number of peroxisomes with correctly-imported eYFP-PTS1 in *Drosophila* skeletal muscle (e-h). Source data are provided in the Source data file.

To test whether such an increase in Pex protein levels correspondingly increases peroxisomal protein import, *Drosophila* skeletal muscles that express eYFP with a PTS1 peroxisome targeting signal^89,90^ (eYFP-PTS1) were analyzed to identify peroxisomes with functional protein import (Fig. 8e, f). Compared to control RNAi, there was an increase in the number of peroxisomes with functional import in response to knockdown of UBA1 and of eff/UBE2D (Fig. 8g), whereas there were no changes in the size of peroxisomes (Fig. 8h). Altogether, these results indicate that knockdown of UBE2D/eff and UBA1 increases the number of peroxisomes with correctly imported eYFP-PTS1 in *Drosophila* skeletal muscle (Fig. 8), indicating that this cellular adaptation occurs also in vivo as observed in cell culture (Figs. 4–7).

## Discussion

Ubiquitination is a fundamental mechanism for modulating protein function, localization, and abundance^4,91,92^. Despite the central role of ubiquitination in protein turnover, many proteins can be degraded in a ubiquitination-independent manner by the proteasome^93^, the autophagy/lysosome system^9,94–98^ and by proteases/peptidases^99–102^. Conversely, because ubiquitination can be reversed via the action of de-ubiquitinating enzymes, E2/E3-mediated ubiquitination does not necessarily dictate the degradation fate of a target protein^93,103^. Therefore, an unresolved question is how ubiquitination, which is initiated by UBA1 and E2 enzymes, regulates protein abundance, and how this, in turn, affects cell function.

In this study, we have utilized deep-coverage TMT mass spectrometry to define how E2 ubiquitin-conjugating enzymes regulate protein abundance in human cells (Fig. 1). Our proteomic surveys identify protein subsets that are particularly sensitive to E2 perturbation, i.e. that are modulated by short-term (~3 days) knockdown of individual or related E2s. Specifically, by cross-comparing the proteins modulated by E2 siRNAs (as determined by deep-coverage TMT mass spectrometry) versus the gene expression changes induced by E2 siRNAs (defined via RNA-seq), we have determined the changes in protein levels that occur in response to E2 RNAi independently from transcriptional changes (Fig. 1 and Supplementary Figs. 2–4). While proteins upregulated by E2 knockdown likely result from decreased poly-ubiquitination and consequently reduced degradation, downregulated proteins may instead have decreased stability because of insufficient mono-ubiquitination, which regulates protein localization and function^4,91,92^. Interestingly, proteins modulated by E2 knockdown span a wide range of lifetimes (Supplementary Fig. 4b), indicating that proteins most affected by E2 perturbation do not merely consist of short-lived proteins.

While we have examined cells with an experimental reduction in general and individual E2 function, there are several disease settings where UBA1/E2 function is reduced, such as VEXAS syndrome and spinal muscular atrophy X-linked 2 (SMAX2)^30,31,35,104^. Therefore, the proteomic changes identified in our experimental system may be relevant for disease pathogenesis. We have also defined a comprehensive network of E2 cross-interactions via IP-MS interactome mapping: these analyses have revealed extensive connections between different E2s and their physical association with other cellular complexes, including the proteasome (Fig. 2 and Supplementary Fig. 5, 6). Altogether, because E2s have a widespread expression (Supplementary Fig. 1), the integrated analyses reported in this study provide a framework to predict how global and individual perturbation of E2s rewires the proteome and impacts cellular function.

By determining the protein subsets that are modulated by a moderate decline in UBA1/E2 function, our proteomic surveys have also revealed changes in protein abundance that may underly adaptive responses to reduced ubiquitination (Figs. 3–7). Several stress responses have been found to be triggered by diverse cellular insults, including perturbation of proteasome function and ubiquitin depletion^99,105–113^. A common theme that is shared by these and other cellular stress responses is that they rely on stress-sensing proteins that modulate the activity of effector signaling pathways, which in turn induce adaptive changes to re-establish homeostasis^114–124^ (Fig. 9). By analyzing cells with decreased ubiquitination capacity (Figs. 3–7), we have found evidence for a novel type of adaptive response which is not based on stress-sensing and effector proteins but that rather depends on the ubiquitination status of E2 protein substrates (Fig. 9). This stress response does not re-establish the cellular capacity for ubiquitination but rather works towards preserving the function of organelles (such as peroxisomes) that require ubiquitination for their function and that are consequently challenged by a decline in UBA1/E2 activity. In particular, we find that the knockdown of UBA1, individual E2s, and of siRNAs for multiple E2s (E2 combo) upregulates the levels of PEX proteins (peroxins) necessary for peroxisomal protein import from the cytosol into the peroxisomal matrix (Figs. 3–7). Among the E2s that regulate PEX levels, we find that UBE2D1/2/3 knockdown elicited the upregulation of several PEX proteins (Fig. 6).

**Fig. 9:**
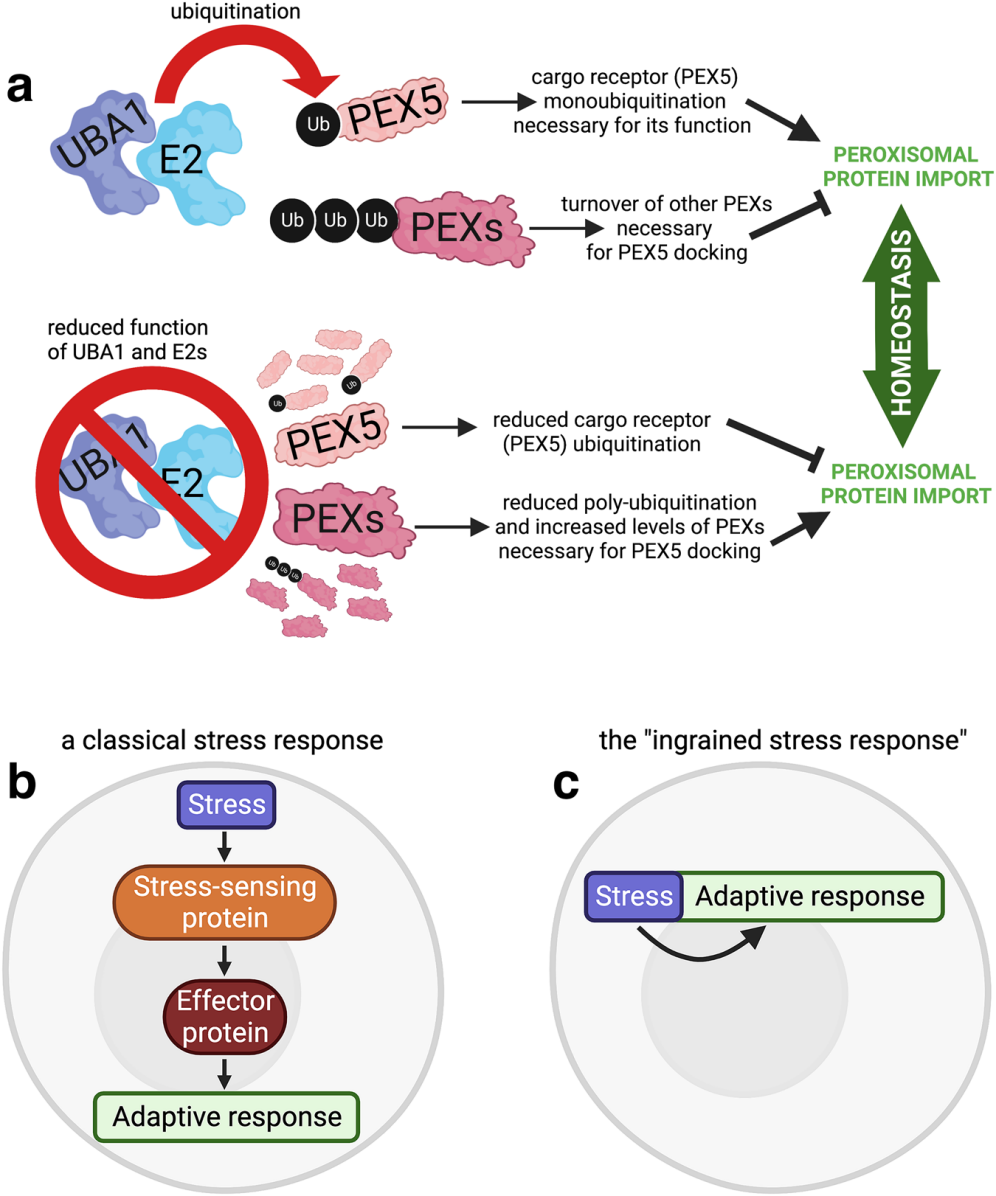
An adaptive stress response induced by reduced ubiquitination and ingrained into the ubiquitin-dependent modulation of protein levels and function. **a** Normally, the cargo receptor PEX5 binds in the cytosol to proteins with a PTS1 peroxisomal targeting signal type 1 and is responsible for their import into the peroxisomal matrix by binding to a cargo receptor docking complex (importomer) located on the peroxisomal membrane and composed by several other peroxins (PEXs). Mono-ubiquitination of PEX5 is known from previous studies to be mediated by the UBE2D ubiquitin-conjugating enzyme and to be key for the recycling of PEX5 back to the cytosol, where a new cycle of peroxisomal protein import can start. Consistently, UBE2D knockout has been reported to block PEX5 mono-ubiquitination and impede peroxisomal protein import. However, we find that a moderate decline in the levels of UBA1, of multiple E2s (E2 combo), and of UBE2D induces an adaptive response that paradoxically promotes peroxisomal protein import. Mechanistically, a moderate reduction in the cellular ubiquitination capacity and in UBE2D function compensates for reduced PEX5 ubiquitination by decreasing the poly-ubiquitination and proteasomal degradation of peroxins that compose the importomer complex necessary for PEX5 docking to the peroxisomal membrane. Consequently, upregulation of PEXs of the importomer complex ensures peroxisomal protein import and maintains homeostasis. These findings indicate that perturbation of E2 function can be endured via built-in adaptive mechanisms that are based on decreased ubiquitination and consequent modulation of the levels of E2 protein substrates. **b** In a classic stress response, stress is detected by a sensor protein, which activates an effector protein or pathway, which in turn induces an adaptive response that protects from the initial stress. **c** A different type of adaptive response is induced by knockdown of the E1 ubiquitin-activating enzyme UBA1, by the general but partial reduction in the function of E2 ubiquitin-conjugating enzymes (E2combo RNAi), and by knockdown of the ubiquitin-conjugating enzyme UBE2D: this “ingrained stress response” depends on the decreased turnover and consequent upregulation of UBA1/UBE2D protein substrates, as explained in (**a**).

UBE2D (UbcH5) ubiquitin-conjugating enzymes have been previously found to mediate the mono-ubiquitination of the cargo receptor PEX5 and such modification is necessary for PEX5 cycling from the peroxisomal membrane to the cytosol and the initiation of a new round of protein import into the peroxisomal matrix^47–50^. Therefore, a predicted detrimental outcome of reduced ubiquitination is interference with the peroxisome-to-cytosol cycling of PEX5 and the consequent impediment of peroxisomal protein import. However, we find that this occurs concomitantly with decreased poly-ubiquitination and consequent upregulation of PEX 11, necessary for peroxisome biogenesis^47–49^, and of other PEX proteins that are components of the cargo receptor docking complex (importomer; Figs. 3–6), which sustains peroxisomal protein import by mediating the docking of the PEX5 cargo receptor to the peroxisomal membrane^47–50^. In addition to UBE2D RNAi, the knockdown of UBA1 and of several other E2s also increases PEX protein levels (Figs. 3–6), suggesting that reshaping peroxin abundance is a common response to maintain peroxisomal function in response to reduced ubiquitination. Likewise, PEX11/13 protein levels and the number of YFP-PTS1-positive, functional peroxisomes increase also in *Drosophila* skeletal muscle with UBA1 and UBE2D/eff knockdown (Fig. 8), indicating that PEX protein upregulation can also occur in vivo in response to a reduction in E2 function.

Although this study has primarily focused on the analysis of PEX proteins, we have found that other proteins that regulate organelle function are modulated by E2 knockdown, such as components of the mitochondrial electron transport chain (Fig. 3). The transcription-independent upregulation of electron transport chain proteins may thus sustain mitochondrial function in cells with reduced ubiquitination. Likewise, components of the endoplasmic reticulum, Golgi, and lysosome were also affected (Fig. 3), indicating that remodeling of other organelles apart peroxisomes likely takes place in cells with reduced E2 function.

Altogether, these findings indicate that perturbation of E2 function can be endured via built-in adaptive mechanisms that are based on decreased ubiquitination and consequent modulation of the levels of E2 protein substrates (Fig. 9). In particular, we have found that decreased poly-ubiquitination and consequent upregulation of E2 protein targets (i.e. PEX proteins of the cargo receptor docking complex) can in turn induce cellular processes (i.e. increased peroxisomal protein import) that compensate for decreased E2-mediated protein ubiquitination (i.e. PEX5 cargo receptor mono-ubiquitination, necessary for its cycling from the peroxisomal membrane to the cytosol; Fig. 9). Because of its inherent nature, ingrained in the E2 ubiquitin conjugation activity and impinging on E2 protein targets (Fig. 9), this type of adaptive response (here defined as the "ingrained stress response") appears to differ from other compensatory responses that rely on the activation of stress-sensing signaling pathways^114–117,119,121–130^ (Fig. 9). In summary, this study provides a framework for understanding how cellular homeostasis is maintained in response to the moderate reduction in E2 function and the consequent rewiring of the proteome and organelle function.

## Methods

### Cell culture

HEK293T cells (ATCC #CRL-3216) were maintained at 37 ^o^C with 5% CO_2_ in high-glucose DMEM with glutamax (Gibco #10566016) containing 10% FBS (Gibco #10437-028) and penicillin/streptomycin (Gibco #15140122). For a typical experiment, around 50,000 cells/mL were plated in each well of a 12-well plate. The cells were transfected after they reached 80% confluence (typically the day after plating).

### *Drosophila* husbandry and fly stocks

Flies were maintained at 25 °C with 60% humidity on 12-h light/dark cycles with standard cornmeal/soy flour/yeast fly food^131,132^. The following fly stocks were utilized: *Mhc-Gal4*^132,133^, *MhcF3-Gal4*^58,134^ (Bloomington stock center BL#38464), control *UAS-white*^*RNAi*^ (BL#33623), *UAS-eff*^*RNAi*^ (BL#35431), *UAS-Uba1*^*RNAi#1*^ (BL#25957), *UAS-Uba1*^*RNAi#2*^ (BL#76066), *UAS-eYFP-PTS1* (BL#64248), *UAS-mcherry* (BL#35787), *UAS-hUBE2D2* (BL#76819), and *UAS-mcherry*^*RNAi*^ (BL#35785). *Mhc-Gal4* was utilized to drive UAS transgene expression in Fig. 8a–d whereas *MhcF3-Gal4* was employed in Fig. 8e–g. After the appropriate crossing, the male progeny was analyzed at the age of ∼2 weeks.

### Cell culture transfection

HEK293T cells (ATCC #CRL-3216) were maintained at 37 ^o^C with 5% CO_2_ in high-glucose DMEM with glutamax (Gibco #10566016) containing 10% FBS (Gibco #10437-028) and penicillin/streptomycin (Gibco #15140122).

For a typical experiment, around 50,000 HEK293T cells per mL were plated in each well of a 12-well plate. The cells were transfected after they reached 80% confluence (typically the day after plating). HEK293T cells were transfected with 50 µM siRNA targeting the specific gene or with control non-targeting (NT) siRNAs, using a ratio of 1 µL Lipofectamine2000 to 50 pmol of siRNA in 50 µL of OptiMEM medium. When combining multiple siRNAs together, the total amount of siRNA was kept constant to 50 pmol per µL of Lipofectamine, which was then added to 50 µL of OptiMEM and then to 1 mL of culture (for each well of a 12-well plate). The transfection medium was not removed but rather kept in culture for 3 days, equivalent to the time of treatment. The E2combo included all siRNAs targeting E2s, as indicated in Fig. 3c. The PEXcombo utilized in Fig. 5 included the siRNAs targeting PEX1, PEX11A, PEX11B, and PEX13.

In experiments where siRNAs were utilized alongside DNA plasmids, 1 µg of DNA was combined with 50 pmol of siRNAs per each 2 µL of Lipofectamine, which was then added to 50 µL of OptiMEM and then to 1 mL of culture (for each well of a 12-well plate). In all experiments, OptiMEM media was used for transfections and the cells were tested 3 days after transfection.

The following SMARTpool siRNAs (ON-TARGETplus siRNAs, Dharmacon/Horizon Discovery) were utilized to target human UBA1, E2s, and PEX proteins: UBA1 (L-004509-00-0005), UBE2A (L-009424-00-0005), UBE2B (L-009930-00-0005), UBE2C (L-004693-00-0005), UBE2D1 (L-009387-00-0005), UBE2D2 (L-010383-00-0005), UBE2D3 (L-008478-00-0005), UBE2E1 (L-008850-00-0005), UBE2E2 (L-031782-00-0005), UBE2F (L-009081-01-0005), UBE2G1 (L-010154-00-0005), UBE2G2 (L-009095-00-0005), UBE2H (L-009134-00-0005), UBE2I (L-004910-00-0005), UBE2J1 (L-007266-00-0005), UBE2J2 (L-008614-00-0005), UBE2K (L-009431-00-0005), UBE2L3 (L-010384-00-0005), UBE2L6 (L-008569-00-0005), UBE2M (L-004348-00-0005), UBE2N (L-003920-00-0005), UBE2Q1 (L-008631-00-0005), UBE2Q2 (L-008326-01-0005), UBE2Q2L (L-190154-00-0005), UBE2QL1 (L-024273-01-0005), UBE2R1 (L-003230-00-0005), UBE2R2 (L-009700-00-0005), UBE2S (L-009707-00-0005), UBE2T (L-004898-00-0005), UBE2V1 (L-010064-00-0005), UBE2V2 (L-008823-00-0005), UBE2W (L-009643-00-0005), UBE2Z (L-008596-00-0005), PEX1 (L-010331-00-0005), PEX3 (L-019544-00-0005), PEX5 (L-015788-00-0005), PEX11A (L-012622-00-0005), PEX11B (L-019520-00-0005), PEX12 (L-019337-00-0005), PEX13 (L-012591-00-0005), and control NT siRNAs (D-001810-10-05).

### Miscellaneous cell culture treatments and assays

MG132 (Sigma #M8699, ≥98% purity) and TAK-243 (Selleck #S8341, ≥99.6% purity), both dissolved in DMSO (Sigma #472301, ≥99.9% purity), were applied for 16 hours at a concentration of 50 µM and 20 nM, respectively, and compared to the corresponding DMSO dilution controls. Heat shock was done at 42^o^C for 16 hours. Proteasome assays were done as previously described^58,135^ by using the Proteasome-Glo 3-substrate assay system (Promega #G8531), which estimates chymotrypsin-like, trypsin-like, and caspase-like proteolytic activities.

### GFP-PTS1 and PMP70 immunofluorescence in HEK293T cells

HEK293T cells were seeded onto gelatin-coated (1% w/v) sterile glass plates (96-well glass-bottom plates, with #1.5 high-performance cover glass, 0.17±0.0005 mm: Cellvis #P96-1.5H-N; and 24-well glass-bottom plates: Cellvis #P24-1.5 P) and allowed to attach overnight. Cells were then co-transfected with siRNAs and with a plasmid (pEGFP-C1 + SKL) that expresses GFP-PTS1, a GFP targeted to peroxisomes (Addgene #53450). Three days after transfection, cells were fixed by adding 1 volume of fixative (PBS with 4% EM-grade PFA (Fisher Scientific #50-980-487), with no Triton X-100) to 1 volume of culture medium for 10 minutes at room temperature. Subsequently, the medium was removed, and the cells were incubated for an additional 10 minutes at room temperature with PBS + 0.1% Triton X-100. That medium was then removed, and the cells were blocked for 1 hour at room temperature with 1% BSA and 5% horse serum. The cells were then incubated overnight with primary antibodies (1:200) against GFP (Aves #GFP-1020) and PMP70 (abcam #ab3421) at 4 °C. Anti-FLAG antibodies (Cell Signaling #14793) were used in immunostaining for validating FLAG-tagged PEX proteins. After washes, the cells were incubated with DAPI (1:1000) together with secondary antibodies (1:200) for GFP (anti-chicken AlexaFluor488-conjugated) and PMP70 (anti-rabbit AlexaFluor555-conjugated) at room temperature for 2 hours. Imaging was done on a Nikon C2 confocal microscope. The cells were imaged directly in the Cellvis plates in PBS. Puncta identified by PMP70 fluorescence were defined as peroxisomes, and the overlap of PMP70 with PTS1-GFP was utilized to identify peroxisomes with optimal peroxisomal protein import. The co-immunostaining of HEK293T cells for PEX14 and PMP70 was done with the following primary antibodies: rabbit anti-PEX14 (ThermoFisher #10594-1-AP) and mouse anti-PMP70 (ab211533) at 1:200.

### Image analysis of HEK293T cells with peroxisomal markers

Nuclei (identified by DAPI staining) were segmented by using the StarDist deep learning segmentation package^136,137^. Channels with FITC and TRITC puncta (i.e. peroxisomes) were segmented by using a machine-learning approach based on ilastik^138^. Each punctum was labeled by using the scikit-image python package and the overlap between each punctum in the FITC and TRITC channels was calculated to define peroxisomes with functional versus dysfunctional import. The average number of peroxisomes per cell was estimated based on the number of PMP70-positive puncta normalized by the number of nuclei in a cell population.

### Protein sample preparation, protein digestion, and peptide isobaric labeling by tandem mass tags

For human cell culture samples, 1 × 10^6^ HEK293T cells were seeded in a 10-cm petri dish and allowed to grow overnight before siRNA transfection. After 3 days, the cells (approximately 2 × 10^6^) were washed 3 times with PBS, scraped, and the cell suspension split into two separate tubes (one for RNA-seq and one for TMT) and pelleted. Each cell pellet (approximately 1×10^6^ cells) was then used for RNA or protein extraction. Each condition was analyzed with n = 3-4 biological replicates.

For the preparation of TMT samples, the cell pellet was extracted with 8 M urea lysis buffer (50 mM HEPES, pH 8.5, 8 M urea, and 0.5% sodium deoxycholate). Approximately 10 μg of protein was loaded into each gel lane. The protein concentration of the lysates was determined by Coomassie-stained short gels using bovine serum albumin (BSA) as standard^139^. The gel bands were excised and submitted for TMT. For solution-based samples, 100 µg of protein for each sample was digested with LysC (Wako) at an enzyme-to-substrate ratio of 1:100 (w/w) for 2 hours in the presence of 1 mM DTT. Following this, the samples were diluted to a final 2 M Urea concentration with 50 mM HEPES (pH 8.5), and further digested with trypsin (Promega) at an enzyme-to-substrate ratio of 1:50 (w/w) for at least 3 hours. The peptides were reduced by adding 1 mM DTT for 30 min at room temperature (RT) followed by alkylation with 10 mM iodoacetamide (IAA) for 30 minutes in the dark at room temperature. The unreacted IAA was quenched with 30 mM DTT for 30 minutes. Finally, the digestion was terminated and acidified by adding trifluoroacetic acid (TFA) to 1%, desalted using C18 cartridges (Harvard Apparatus), and dried by speed vac. The purified peptides were resuspended in 50 mM HEPES (pH 8.5) and labeled with 16-plex Tandem Mass Tag (TMT) reagents (ThermoScientific) following the manufacturer’s recommendations. For gel-based TMT samples, the short gel bands were washed twice with 50% acetonitrile and dried. The dried gel bands were incubated with trypsin at an enzyme-to-substrate ratio of 1:10 (w/w) for overnight digestion. Following the overnight digestion, the peptide solution from the short gel bands was extracted and dried down. The peptide mixture was resuspended in 50 mM HEPES (pH 8.5) and labeled with 16-plex Tandem Mass Tag (TMT) reagents (ThermoScientific) following the manufacturer’s recommendations.

For TMT of *Drosophila* samples, 50 thoraces (consisting primarily of skeletal muscle) from 2-weeks-old male flies were collected and homogenized in 8 M urea lysis buffer (50 mM HEPES, pH 8.5, 8 M urea). After homogenization with zirconium beads in a NextAdvance bullet blender, 0.5% sodium deoxycholate was added to the tissue homogenates, which were then pelleted to remove fly cuticle debris. The resulting supernatant was further prepared for TMT mass spectrometry as described above.

### Two-dimensional HPLC and mass spectrometry

The TMT-labeled samples were mixed equally, desalted, and fractionated on an offline HPLC (Agilent 1220) using basic pH reverse-phase liquid chromatography (pH 8.0, XBridge C18 column, 4.6 mm × 25 cm, 3.5 μm particle size, Waters). The fractions were dried and resuspended in 5% formic acid and analyzed by acidic pH reverse phase LC-MS/MS analysis. The peptide samples were loaded on a nanoscale capillary reverse phase C18 column (New objective, 75 um ID × ~25 cm, 1.9 μm C18 resin from Dr. Maisch GmbH) by an HPLC system (Thermo Ultimate 3000) and eluted by a 60-min gradient. The eluted peptides were ionized by electrospray ionization and detected by an inline Orbitrap Fusion mass spectrometer (ThermoScientific). The mass spectrometer is operated in data-dependent mode with a survey scan in Orbitrap (60,000 resolution, 1 × 10^6^ AGC target and 50 ms maximal ion time) and MS/MS high-resolution scans (60,000 resolution, 2 × 10^5^ AGC target, 120 ms maximal ion time, 32 HCD normalized collision energy, 1 *m*/*z* isolation window, and 15 s dynamic exclusion).

### MS data analysis

The MS/MS raw files were processed by the tag-based hybrid search engine JUMP^140^. The raw data were searched against the UniProt human and *Drosophila* databases concatenated with a reversed decoy database for evaluating false discovery rates. Searches were performed using a 15-ppm mass tolerance for both precursor and product ions, fully tryptic restriction with two maximal missed cleavages, three maximal modification sites, and the assignment of *a*, *b*, and *y* ions. TMT tags on Lys and N-termini ( + 304.20715 Da) were used for static modifications and Met oxidation ( + 15.99492 Da) was considered as a dynamic modification. Matched MS/MS spectra were filtered by mass accuracy and matching scores to reduce the protein false discovery rate to ~1%. Proteins were quantified by summing reporter ion intensities across all matched PSMs using the JUMP software suite^141^. Analysis of linkage-specific ubiquitination was done with JUMPptm^51^ and is reported in Supplementary Data 2. Categories enriched in protein sets were identified with DAVID^142^.

The TMT mass spectrometry proteomics data are reported in Supplementary Data 1 and have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the following dataset identifiers:

PXD042303 (Proteomic changes induced by knockdown of E2 ubiquitin-conjugating enzymes (UBE2A + B; UBE2C; UBE2D1 + D2 + D3; UBE2E1 + E2) in human HEK293 cells versus controls).

PXD042331 (Proteomic changes induced by knockdown of E2 ubiquitin-conjugating enzymes (UBE2F; UBE2G1; UBE2G2; UBE2H) in human HEK293 cells versus controls).

PXD042333 (Proteomic changes induced by knockdown of E2 ubiquitin-conjugating enzymes (UBE2I; UBE2J1; UBE2J2; UBE2K) in human HEK293 cells versus controls).

PXD042337 (Proteomic changes induced by knockdown of E2 ubiquitin-conjugating enzymes (UBEL3; UBE2L6; UBE2N; UBE2M) in human HEK293 cells versus controls).

PXD042339 (Proteomic changes induced by knockdown of E2 ubiquitin-conjugating enzymes (UBE2Q1 + Q2; UBE2QL1; UBE2R2; UBE2S) in human HEK293 cells versus controls).

PXD042340 (Proteomic changes induced by knockdown of E2 ubiquitin-conjugating enzymes (UBE2T; UBE2V1 + V2; UBEW; UBE2Z) in human HEK293 cells versus controls).

PXD042341 (Proteomic changes induced by the simultaneous knockdown of multiple E2 ubiquitin-conjugating enzymes (E2pool) in control and heat-shocked human HEK293 cells versus controls).

PXD042345 (Proteomic changes induced by knockdown of UBE2D/eff in adult *Drosophila* skeletal muscle, rescue with human UBE2D2, and controls).

PXD042347 (Proteomic changes induced by knockdown of the E1 ubiquitin-activating enzyme UBA1 in human HEK293 cells versus controls).

### RNA sequencing

Samples for RNA sequencing were prepared in parallel with samples for protein extraction, as explained in the corresponding method section. Cell pellets were lysed with TRIzol (Ambion #15596018) and the RNA extracted by isopropanol precipitation from the aqueous phase. RNA sequencing libraries for each sample were prepared from 1 μg total RNA by using the Illumina TruSeq RNA Sample Prep v2 Kit per the manufacturer’s instructions, and sequencing was completed on the Illumina NovaSeq 6000. The 100-bp paired-end reads were trimmed, filtered against quality (Phred-like Q20 or greater) and length (50-bp or longer), and aligned to the human reference genome GRCh38/hg38 by using CLC Genomics Workbench v12.0.1 (Qiagen). For gene expression comparisons, we obtained the TPM (transcript per million) counts from the CLC RNA-Seq Analysis tool. The differential gene expression analysis was performed by applying the non-parametric ANOVA using the Kruskal-Wallis and Dunn’s tests on log-transformed TPM between 3 to 4 replicates of experimental groups, implemented in Partek Genomics Suite v7.0 software (Partek Inc.). The RNA-seq data discussed in this publication have been deposited in the NCBI’s Gene Expression Omnibus (GEO) with accession number GSE222110.

(RNA-seq data of HEK293 cells treated with siRNAs for individual or related human E2 ubiquitin-conjugating enzymes (UBE2A + B; UBE2C; UBE2D1 + D2 + D3; UBE2E1 + E2; UBE2F; UBE2G1; UBE2G2; UBE2H; UBE2I; UBE2J1; UBE2J2; UBE2K; UBEL3; UBE2L6; UBE2N; UBE2M; UBE2Q1 + Q2; UBE2QL1; UBE2R2; UBE2S; UBE2T; UBE2V1 + V2; UBEW; UBE2Z), a pool of siRNAs targeting all E2s (E2combo), siRNAs targeting the E1 ubiquitin-activating enzyme UBA1, and controls).

### qRT-PCR

For qRT-PCR, cDNAs were reverse transcribed with the iScript cDNA synthesis kit (Bio-Rad #1708840) from 500 ng total RNA. qRT-PCR was performed by using the IQ Sybr Green supermix (Bio-Rad #170-8885). *GAPDH* and *Tub84B* were utilized as normalization respectively for human and *Drosophila* samples^132,143,144^. Supplementary Data 5 reports the qRT-PCR oligos used for human and *Drosophila* samples.

### Cloning of FLAG-tagged E1s and E2s

For cloning E1s (UBA1, UBA2, UBA3, UBA5, UBA6, ATG7, NAE1, SAE1) and E2s (UBE2A, UBE2B, UBE2C, UBE2D1, UBE2D2, UBE2D3, UBE2E1, UBE2E2, UBE2F, UBE2G1, UBE2G2, UBE2H, UBE2I, UBE2J1, UBE2J2, UBE2K, UBE2L3, UBE2L6, UBE2M, UBE2N, UBE2Q2, UBE2QL1, UBE2R1, UBE2R2, UBE2S, UBE2T, UBE2U, UBE2V1, ATG3, and ATG10) with a FLAG tag, these were amplified by PCR from HEK293T cDNA and cloned into the pCDH-EF1-T2A-GFP vector (SBI #CD527A-1). E1/2s with a C-terminal FLAG tag were cloned downstream of the EF1 promoter, and the C-terminal FLAG tag was followed by a stop codon to ensure that no GFP is produced. This cloning resulted in 38 pCDH-EF1-E1/E2-FLAG-STOP (T2A-GFP) plasmids. Supplementary Data 6 reports the oligos utilized for cloning.

### Co-immunoprecipitation experiments

HEK293T cells were cultured and transfected with plasmids encoding for FLAG-tagged E1/E2s and PEX proteins by following the methods described above. Plasmids for expression of FLAG-tagged PEX proteins were obtained from LSBio: human PEX11A (LS-N39529), human PEX11B (LS-N51398), human PEX5 (LS-N51726), human PEX3 (LS-N40426), human PEX13 (LS-N55089), and mouse PEX12 (LS-N141352) in the pCMV3 expression vector. Plasmids for expression of FLAG-tagged E1 and E2 proteins were obtained by cloning as described above.

Cells were lysed with the NP40 cell lysis buffer (Invitrogen #FNN0021) with protease inhibitors, sonicated for 5 s with a Branson Digital Sonifier at 30% amplitude, centrifuged, and the protein content of the supernatant measured by using the Bio-Rad protein assay. 100 μg of total protein for all samples was added to a final volume of 200 μL of NP40 cell lysis buffer. A small aliquot (20 μL) was removed and prepared for blotting as input. The remaining protein sample was mixed with 50 μL of FLAG affinity resin (Fisher Scientific #15895833) and incubated in rotating microcentrifuge tubes at 4 °C overnight. The mix was centrifuged at 2000 g for 2 minutes and the supernatant was carefully removed, leaving the affinity resin and co-immunoprecipitated proteins that were then washed 3 times with PBS and once with NP40 cell lysis buffer. The bait and co-immunoprecipitating proteins were then eluted with 20 μL of 5 μg/mL FLAG peptide (Sigma #F3290) in NP40 cell lysis buffer while rocking at room temperature. SDS blue loading buffer and DTT were added to the input and eluted protein supernatants, and heated at 95 °C for 5 min for SDS-PAGE.

### Spectral counting for co-immunoprecipitation experiments

Following the co-immunoprecipitation procedures above, the samples were run for a short distance on SDS-polyacrylamide gels. The proteins in the gel bands were reduced with DTT to break disulfide bonds and the Cys residues were alkylated by iodoacetamide. The gel bands were then washed, dried down in a speed vacuum, and rehydrated with a buffer containing trypsin for overnight proteolysis. The digested samples were acidified, and the peptides were extracted multiple times. The extracts were pooled, dried down, and reconstituted in a small volume. The peptide samples were loaded onto a nanoscale capillary reverse phase C18 column by a HPLC system (Thermo EasynLC 1000), and eluted by a gradient for ∼90 min. The eluted peptides were ionized by electrospray ionization and detected by an inline mass spectrometer (Thermo Elite). The MS spectra were collected, and the 20 most abundant ions were sequentially isolated for MS/MS analysis. This process was cycled over the entire liquid chromatography gradient.

Database searches were performed with the Sequest search engine included in the in-house JUMP software package. All matched MS/MS spectra were filtered by mass accuracy and matching scores to reduce the protein false discovery rate to ∼1%. Finally, all proteins identified in one gel lane were combined. The total number of spectra, i.e. spectral counts (SC), matching individual proteins reflect their relative abundance in one sample after normalization for protein size. The spectral counts were used for the calculation of *P* values to identify significantly enriched proteins^57,145^. A Significance Analysis of INTeractome (SAINT) score was calculated to indicate the probability that the detected proteins are more abundant for that FLAG-tagged bait compared to a negative control in which a lysate from mock-transfected cells that do not express any FLAG-tagged protein underwent the same co-immunoprecipitation procedures^146^.

A SAINT ≥ 0.65 was classified as a significantly enriched interactor compared to control samples. Cytoscape was utilized to represent protein-protein interaction data, which consisted of 1171 significantly interacting pairs for 30 E2 baits. Based on the whole proteome mass spectrometry data from HEK293T cells, the average spectral counts for proteins detected by affinity purification were substantially higher than the average for all detected proteins (Supplementary Fig. 5). Therefore, the identification of interacting proteins is limited by the abundance and relative ease of MS-based detection of these proteins. In addition to SAINT, we also compared detected proteins with the Contaminant Repository for Affinity Purification (CRAPome)^60^. Additionally, we compared maximum spectral counts for proteins detected in association with E2 baits and found that these were consistently higher than those from control (no bait) purifications, indicating that many detected proteins are bona fide interactors and are unlikely to be contaminants of the affinity purification process (Supplementary Fig. 5). The IP-mass spectrometry interactome data are reported in Supplementary Data 3-4 and have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD042361, (Interactome of E1 ubiquitin-activating enzymes and of E2 ubiquitin-conjugating enzymes in human HEK293 cells).

### Standard western blot analyses

Western blots were done as previously described according to routine protocols^147,148^. For the analysis of FLAG-tagged PEX protein levels, cells were harvested in NP40 lysis buffer (Invitrogen #FNN0021), analyzed by SDS-PAGE (Bio-Rad #4561096), followed by probing with anti-FLAG (Cell Signaling #14793) and anti-α-tubulin (Cell Signaling #2125) antibodies at 1:1000.

### Western blots of detergent-soluble and insoluble protein fractions from HEK293T cells

Detergent-soluble and insoluble fractions from HEK293T cells were obtained following the procedures described before^135,149^ with slight modifications. Specifically, HEK293T cells were lysed in NP40 lysis buffer (Invitrogen #FNN0021) with protease inhibitors by gentle pipetting. The cell homogenate was centrifuged at 21000 x *g* and the supernatant was retrieved (detergent-soluble fraction). The remaining pellet was washed twice in ice-cold NP40 lysis buffer and then resuspended in urea buffer (RIPA buffer with 8 M urea). The samples were then centrifuged at 21000 x *g* for 10 min to pellet any remaining cell debris. The resulting supernatant (detergent-insoluble fraction) was retrieved, boiled with SDS-Blue loading buffer (Cell Signaling #7722) and DTT (Cell Signaling #1425 S), and analyzed by SDS-PAGE and western blot. The following antibodies were utilized at 1:1000 to examine detergent-soluble and/or detergent-insoluble fractions: anti-UBA1 (Cell Signaling #4891), anti-ubiquitin (P4D1, Santa Cruz Biotechnology #sc-8017), anti-K27 linkage-specific ubiquitination (abcam #ab238442), anti-K48 linkage-specific ubiquitination (Cell Signaling #8081), anti-K63 linkage-specific ubiquitination (Cell Signaling #5621), anti-NEDD8 (Cell Signaling #2754), anti-SUMO1 (Cell Signaling #4930), anti-SUMO2/3 (Cell Signaling #4971), and anti-α-tubulin (Cell Signaling #2125).

### Miscellaneous data analyses

For the cross-comparison of protein changes induced by RNAi of E2s, the starting point was a table with the proteins that were detected across all TMT experiments that have profiled the proteomic changes induced by the knockdown of individual/related E2s. Proteins with significant modulation (*P* < 0.05 and a Log_2_R change of >0.2 and <−0.2) by at least one E2 knockdown compared to control NT siRNAs were selected for further analysis. Subsequently, the Log_2_R proteomic changes induced by the knockdown of a given E2 (normalized to the control NT siRNAs) were cross compared with those induced by the knockdown of another E2: R^2^ values corresponding to these pairwise comparisons were obtained in Excel. Subsequently, a similarity score was computed for each pairwise comparison by multiplying each R^2^ value by the number of regulated proteins detected in that pairwise comparison.

To avoid batch-derived biases in estimating the degree of similarity of proteomic changes, intra-batch z-scores were calculated by cross-comparing E2-induced proteomic changes obtained within the same TMT set. For calculating intra-batch z-scores, we utilized the mean and standard deviation values calculated from the similarity scores obtained from cross-comparisons within the same TMT set. For all other comparisons between proteomic changes induced by E2 knockdown datasets obtained from distinct TMT batches, z-scores were obtained by utilizing the mean and standard deviation calculated from the similarity values obtained from all extra-batch cross-comparisons (i.e. similarity values outside of dashed boxes in Supplementary Fig. 6a). Z-scores were calculated as (individual similarity value – mean of similarity values in the group) / group standard deviation.

For the cross-comparison of E2 physical interactions obtained via IP/MS, SAINT scores relative to the interactome of each E2 were obtained from the spectral counts after filtering out aspecific interactions, as defined based on the CRAPome database^60^. The interactome of each E2 was cross compared with that of another E2: an R^2^ value was obtained for each pairwise comparison of SAINT scores.

The human peroxisomal proteome was retrieved primarily from the peroxisome database (http://www.peroxisomedb.org/), with a few additions from Gronemeyer et al.^72^. The *Drosophila* peroxisomal proteome was inferred based on sequence homology via DIOPT searches (https://www.flyrnai.org/cgi-bin/DRSC_orthologs.pl). Schemes were drawn with BioRender.

### Immunostaining and laser scanning confocal microscopy of *Drosophila* skeletal muscle

*Drosophila* indirect flight skeletal muscles were immunostained according to the procedures previously reported^58,148,150^. Specifically, whole flies were frozen on glass slides with OCT in liquid nitrogen and then bisected longitudinally at the median plane to obtain hemithorax sections, which were then fixed with 4% paraformaldehyde and 0.1% Triton X-100 for 30 min, washed, and then incubated with 1:200 dilutions of primary and secondary antibodies. Chicken anti-GFP (Aves #GFP-1010) primary antibodies were used followed by AlexaFluor488-conjugated anti-chicken secondary antibodies (ThermoFisher #A34054) together with DAPI (ThermoFisher #D1306, 1:1000) and AlexaFluor635-conjugated phalloidin (Life Technologies #A22284, 1:100).

Stained thoraces were mounted on glass slides by polyvinyl-alcohol with DABCO (Sigma) and #1.5 coverslips and imaged by using a Nikon C2 confocal microscope. NIH ImageJ was used to quantify the number and average size of peroxisomes marked by eYFP-PTS1.

### Quantification and statistical analysis

Data organization, scientific graphing, and statistical analyses were done with Microsoft Excel (version 14.7.3) and GraphPad Prism (version 8). The unpaired two-tailed Student’s t-test was used to compare the means of two independent groups to each other. One-way ANOVA with post-hoc testing was used for multiple comparisons of more than two groups of normally distributed data. Two-way ANOVA with post-hoc testing was used for multiple comparisons of more than two groups of normally distributed data in the presence of two independent variables. The n for each experiment can be found in the figures and represents independently generated samples. Bar graphs represent the mean ± SD or the mean ± SEM, as specified in the figure legend. A significant result was defined as *P* < 0.05. Throughout the figures, asterisks and ampersand symbols indicate the significance of *P* values: *P < 0.05, **P < 0.01, and ***P < 0.001. Statistical analysis of RNA-seq and mass spectrometry data is described in the corresponding method sections.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6.

reporting-summary

### Source data

Source Data file

## Data Availability

The data supporting the findings of this study are available within the paper, Supplementary Figures 1–12, Supplementary Data 1-6, and the Source Data file. The TMT mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository and are accessible with the dataset identifiers PXD042303, PXD042331, PXD042333, PXD042337, PXD042339, PXD042340, PXD042341, PXD042345, and PXD042347. The IP-mass spectrometry interactome data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD042361. The RNA-seq data have been deposited at the Gene Expression Omnibus (GEO) with the identifier GSE222110. There are no restrictions in the availability of the data and tools generated by this study. Source data are provided with this paper.

# Supplementary material for: An adaptive stress response that confers cellular resilience to decreased ubiquitination
**Source:** Nat Commun. 2023 Nov 14;14:7348. doi: 10.1038/s41467-023-43262-7
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Information

An adaptive stress response that confers cellular resilience to decreased ubiquitination

Liam C. Hunt, Vishwajeeth Pagala, Anna Stephan, Boer Xie, Kiran Kodali, Kanisha Kavdia, Yong-Dong Wang, Abbas Shirinifard, Michelle Curley, Flavia A. Graca, Yingxue Fu, Suresh Poudel, Yuxin Li, Xusheng Wang, Haiyan Tan, Junmin Peng, Fabio Demontis

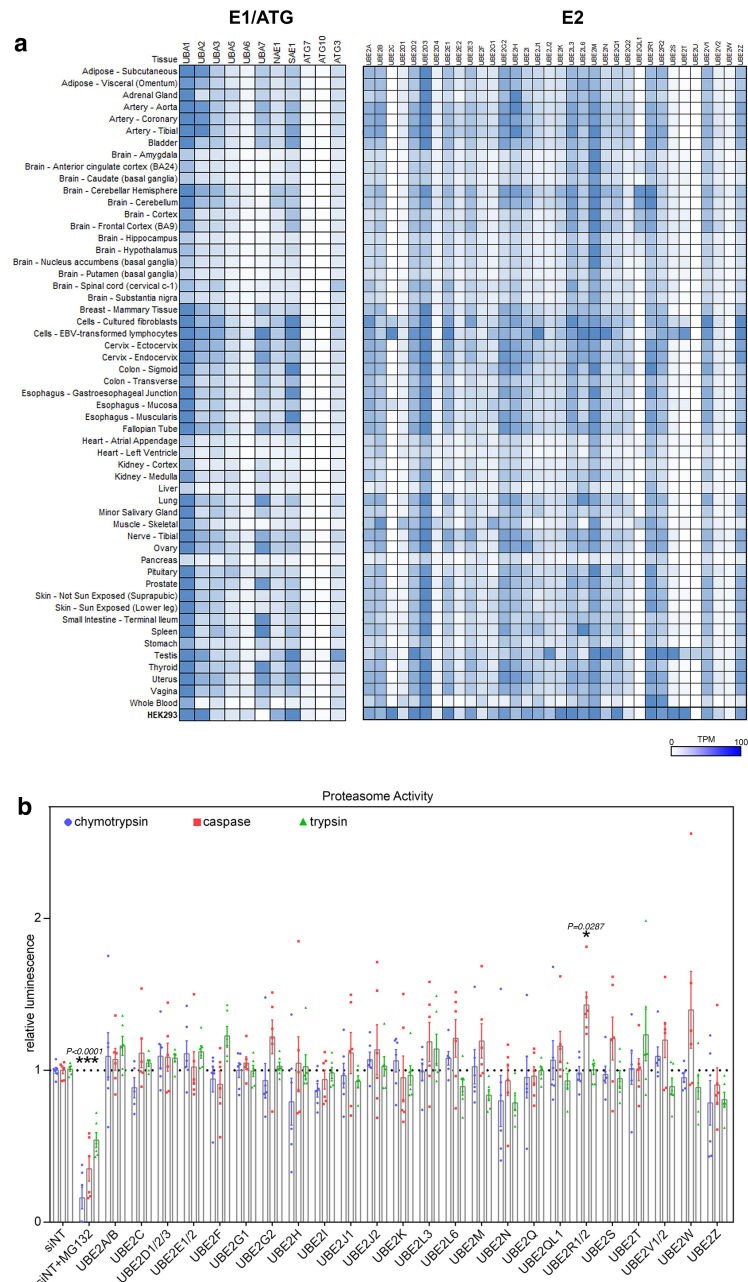

Supplementary Figure 1. E2s are widely expressed across human tissues and their knockdown does not impact proteasome activity. **a** Gene expression data retrieved from the GTEx database indicates that UBA1 and E2 ubiquitin-conjugating enzymes are widely expressed across human tissues, as well as in HEK293T cells. **b** No significant impact of E2 RNAi on proteasome activity in human HEK293 cells. Several E2s have been found to physically associate with the proteasome, and this could contribute to their capacity to modulate protein turnover. For example, UBE2D interacts with the proteasome in yeast, and this association further increases with heat stress, a condition where proteasome function is modulated by ubiquitination of proteasome components, such as Rpn13, via the proteasome-associated E3 UBE3C. To address whether E2s regulate proteasome activity, we have measured the chymotrypsin-like, caspase-like, and trypsin-like activities of the proteasome upon RNAi of individual or related E2s. As expected, proteasome inhibition by MG132 reduces the proteolytic activities of the proteasome. However, E2 knockdown does not significantly impact the activity of the proteasome, with the only exception of UBE2R1/2 knockdown, which leads to higher caspase-like activity, compared to control NT (non-targeting) siRNAs. The graphs report the mean $\pm$ SEM, with $n=6$ (biological replicates) and the P -values (two-way ANOVA, * $P < 0.05$ and *** $P < 0.001$). Source data are provided in the Source data file.

Proteomic changes induced by siRNAs for the indicated E2s. Proteins significantly modulated ($P < 0.05$) with $\text{Log}_2\text{FC} > 0.2$ and < -0.2 independently from mRNA levels.

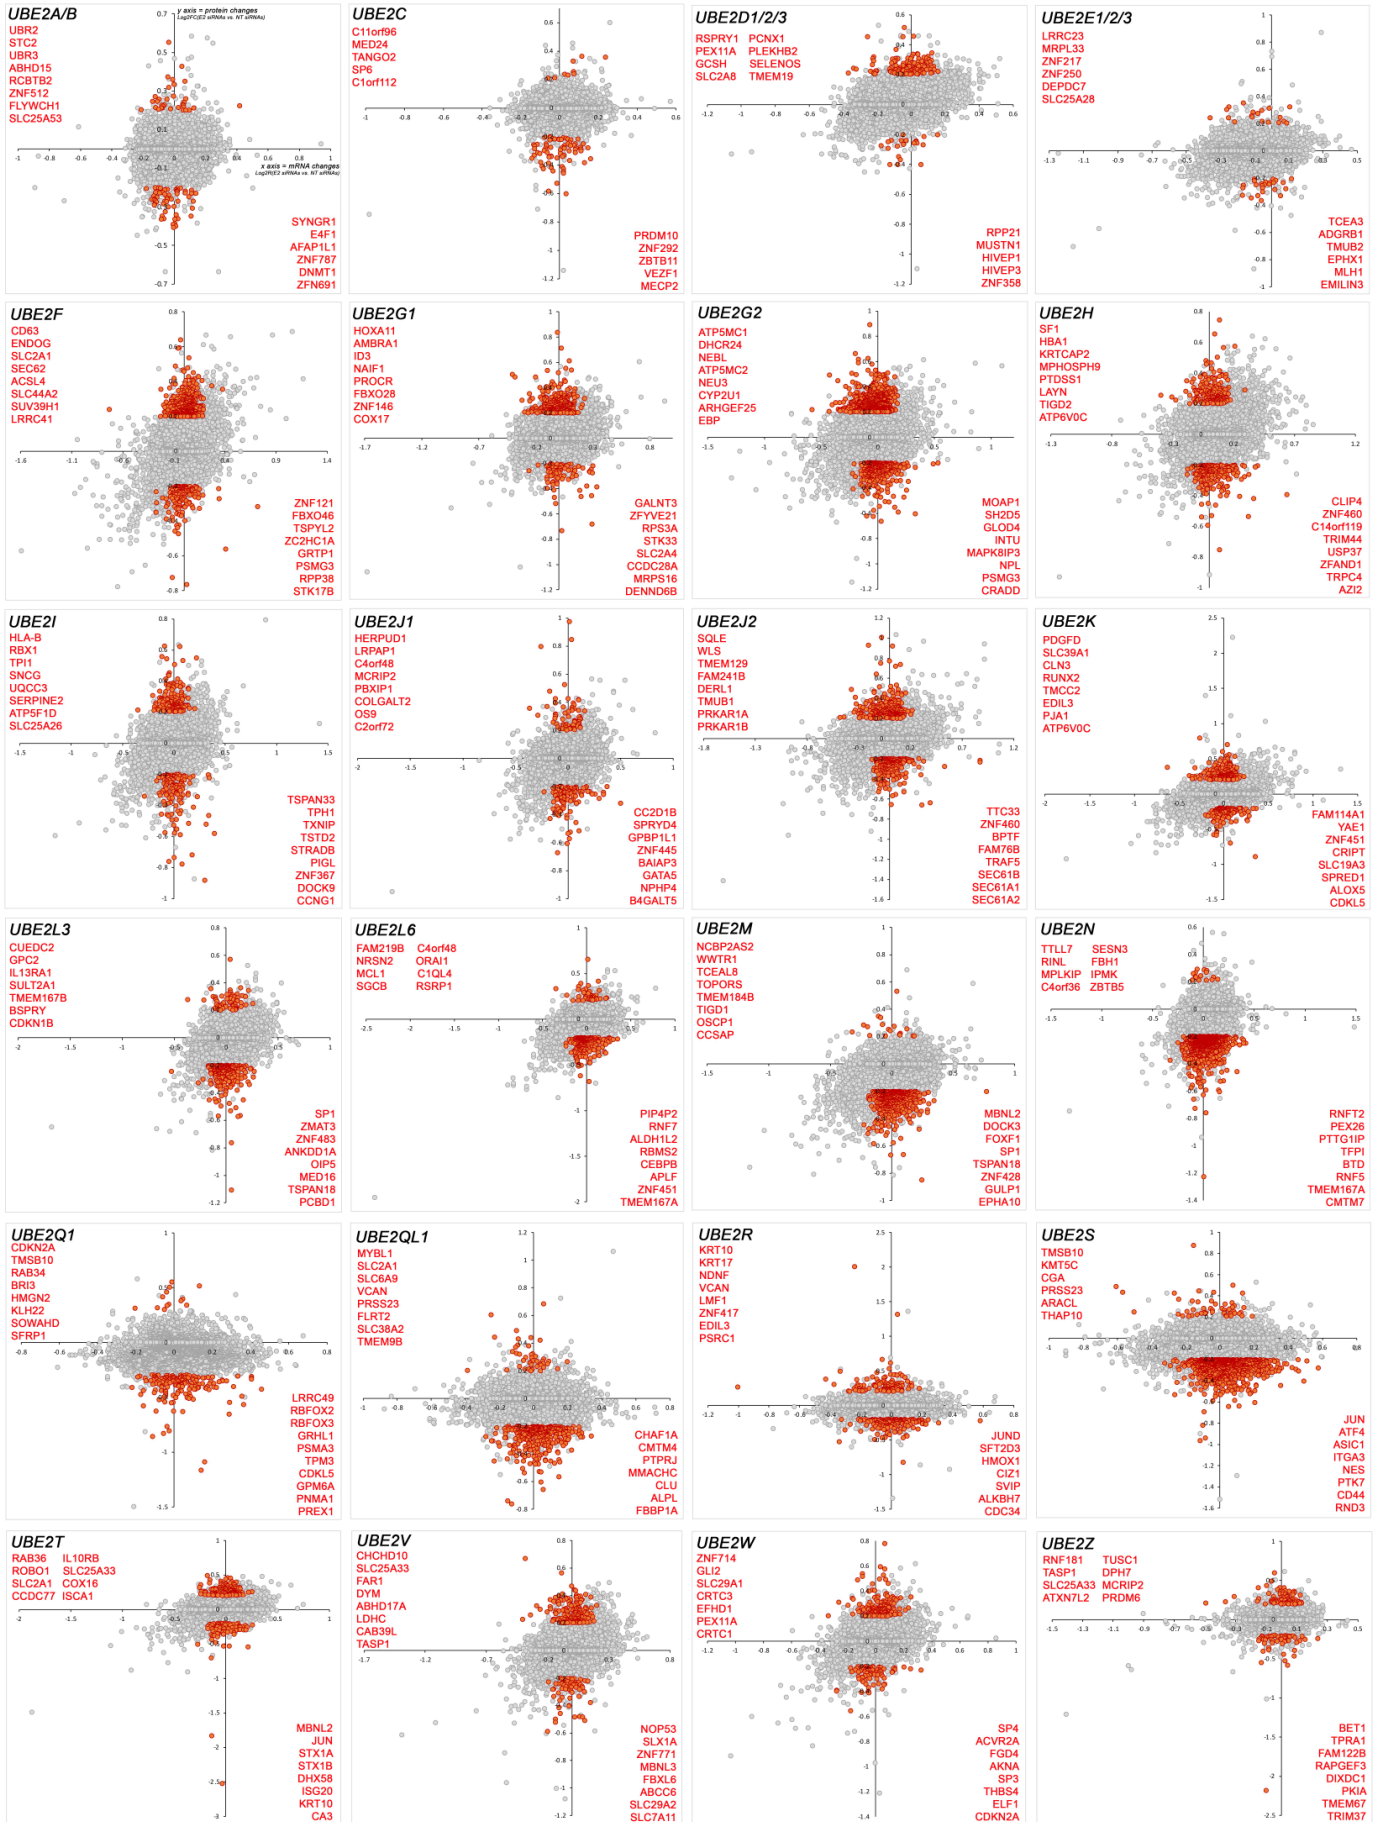

Supplementary Figure 2. Proteomic changes induced by siRNAs targeting individual and groups of related E2s. Deep-coverage TMT proteomics identifies proteins that are upregulated and downregulated by E2 RNAi in human HEK293T cells. Compared to control non-targeting (NT) siRNAs, knockdown of single or groups of related E2s leads to significant protein upregulation and downregulation ($P < 0.05$; $\text{Log}_2\text{FC} > 0.2$ and < -0.2 ; highlighted in red) and this does not result from corresponding changes in the mRNA levels. Some of the major upregulated and downregulated proteins are indicated for each E2 knockdown, compared to control non-targeting (NT) siRNAs. The x-axis displays the mRNA changes, $\text{log}_2\text{R}(\text{E2 vs. NT siRNAs})$, whereas the y-axis reports the protein changes, i.e. $\text{log}_2\text{FC}(\text{E2 vs. NT siRNAs})$. The proteomic data in this figure was obtained from 6 sets of 16-plex TMT analyses of E2 siRNAs ($n=3/\text{group}$), with each TMT set having its own set of control NT siRNAs ($n=4$). On average, each TMT set detected 10700 proteins: 5132 of these (mapping to 4676 DAVID IDs) were modulated by knockdown of one or more E2s in a mRNA-independent manner. See also Supplementary Data 1.

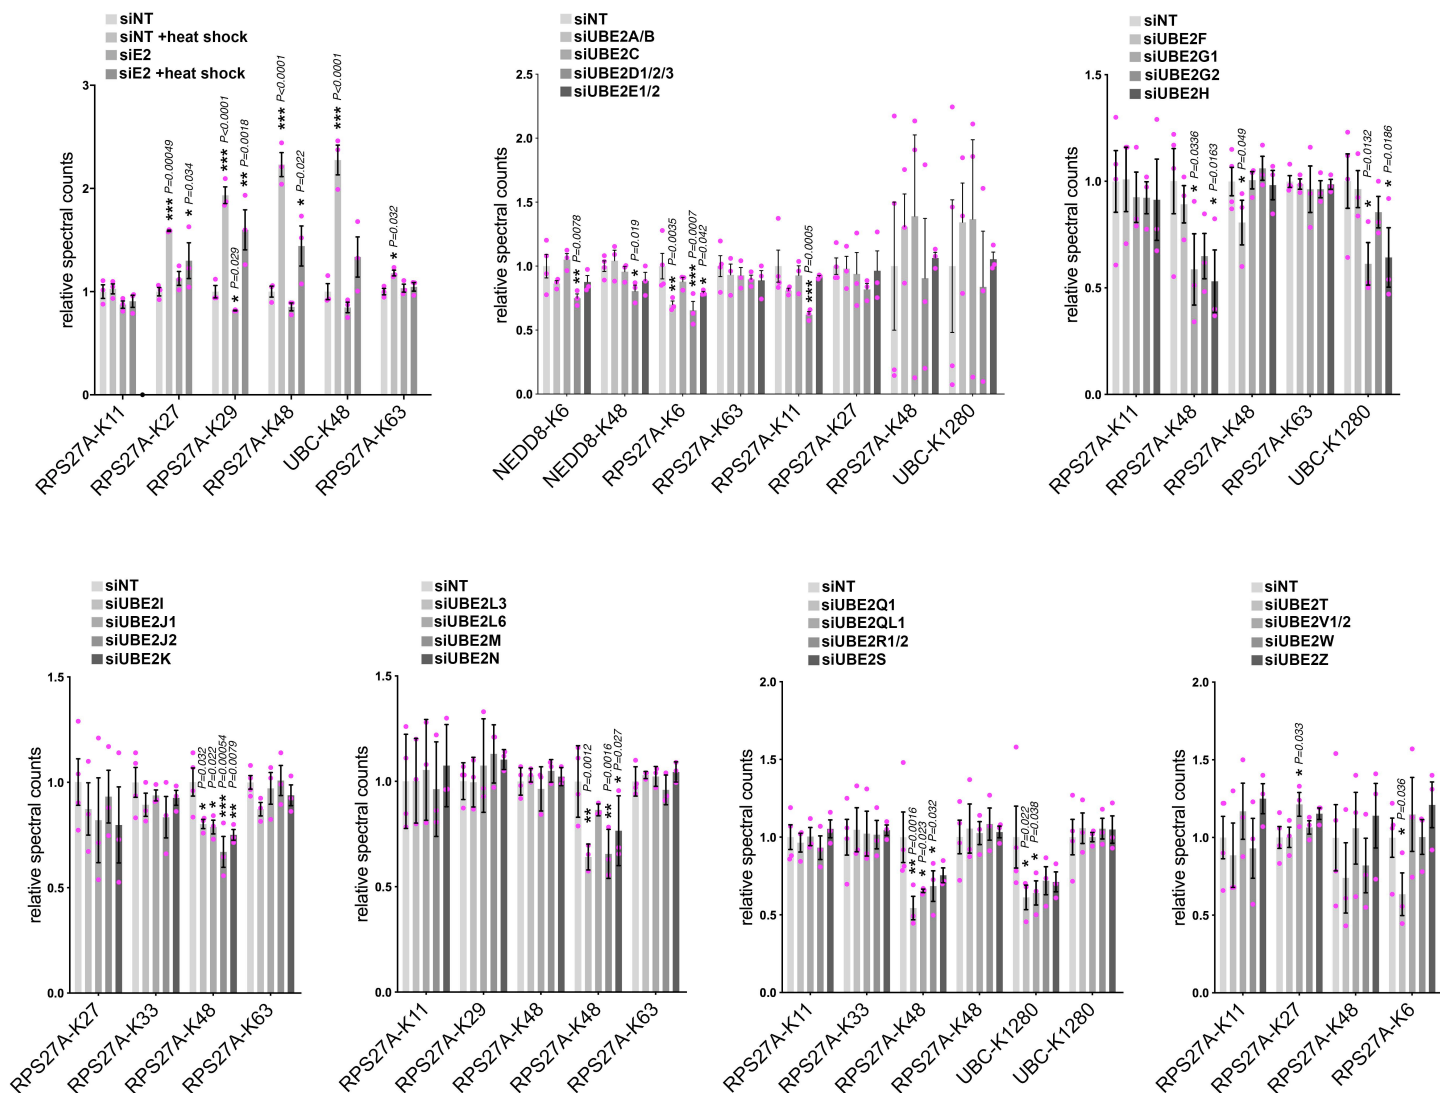

Supplementary Figure 3. JUMPptm identifies biases for linkage-specific ubiquitination by individual/related E2 ubiquitin-conjugating enzymes. Computational analysis of the TMT data obtained from HEK293T cells treated with siRNAs for individual and related E2 ubiquitin-conjugating enzymes, non-targeting (NT) control siRNAs, and E2combo siRNAs. The JUMPptm computational pipeline identifies changes in the linkage-specific ubiquitination of RPS27A, a fusion protein consisting of ubiquitin and the ribosomal protein S27A, which is cleaved to generate ubiquitin. This analysis is based on RPS27A (ubiquitin) because the specific linkage that JUMPptm identifies is on the ubiquitin protein: this represents the entirety of poly-ubiquitin (regardless of the substrate it is attached to) and indicates the linkage-specific bias of each E2 in building poly-ubiquitin chains. The graphs report the mean $\pm$ SEM, with $n=3$ (biological replicates) and the P -values (one-way ANOVA, * $P<0.05$, ** $P<0.01$, and *** $P<0.001$). Source data are provided in the Source data file. See also Supplementary Data 2.

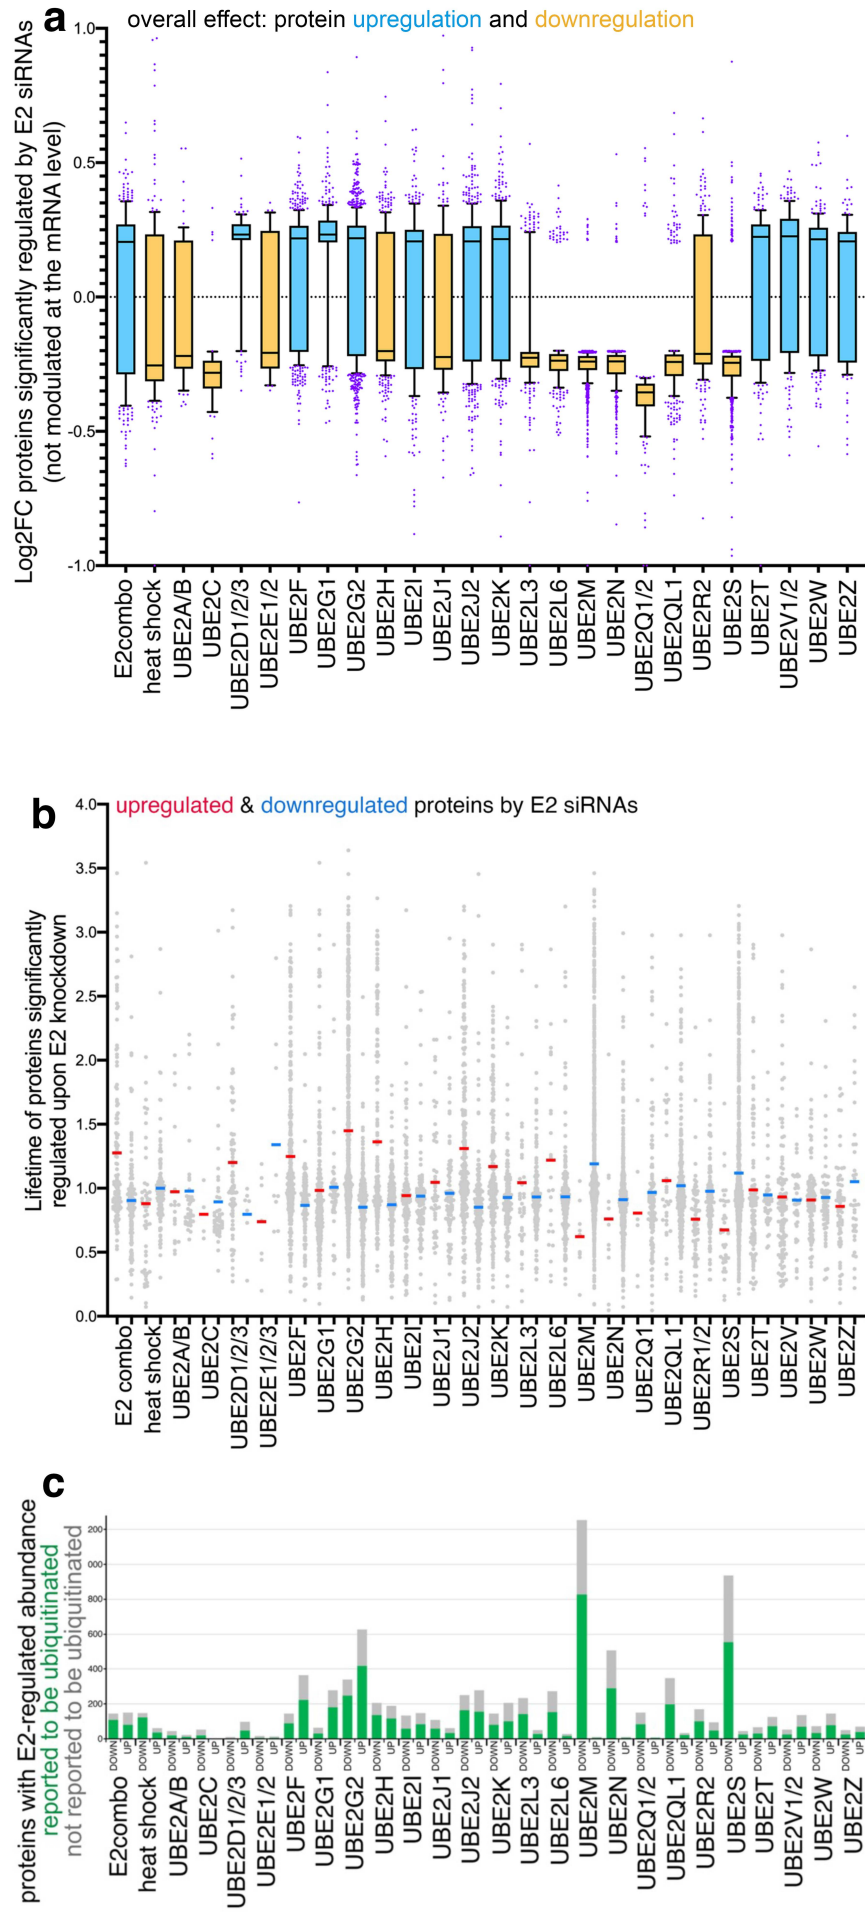

Supplementary Figure 4. Proteins significantly regulated by E2 siRNAs are not enriched for short-lived proteins and include proteins previously reported to be ubiquitinated.

a Proteomic changes induced by siRNAs targeting individual and groups of related E2s. Protein changes (Log_2FC) significantly induced by E2 siRNAs ($P < 0.05$; $\text{Log}_2\text{FC} > 0.2$ and < -0.2) and not arising from corresponding mRNA changes. On average, the knockdown of some E2s leads primarily to protein downregulation (yellow) whereas other E2 siRNAs are biased towards protein upregulation (blue). Box plots and whiskers correspond to the 10-90 percentile.

b Proteins significantly regulated by E2 siRNAs are not enriched for short-lived proteins. A recent study (PMID:34626566) reports proteome-wide mapping of short-lived proteins in HEK293T cells. Short-lived proteins are characterized by a low ratio of protein abundance at 8h versus 0h from cycloheximide (CHX) treatment. Data from PMID:34626566 was extracted and compared to our proteomic surveys of E2-regulated proteins in HEK293T cells. Analysis of the lifetimes of proteins that are upregulated (red) and downregulated (blue) by E2 siRNAs. Protein changes significantly induced by E2 siRNAs ($P < 0.05$; $\text{Log}_2\text{FC} > 0.2$ and < -0.2) and not arising from corresponding mRNA changes are considered for this analysis. Red and blue lines represent the mean lifetimes of proteins that are upregulated and downregulated in response to the knockdown of the indicated E2; gray dots represent individual protein lifetime values. Overall, there is no enrichment for short-lived proteins among proteins regulated by E2 loss. However, albeit few, proteins that are upregulated upon RNAi for UBE2E1/2/3, UBE2M, UBE2N, and UBE2S have lifetimes (CHX 8h vs 0h) that trend towards lower values.

c Overlap between proteins with E2-regulated abundance and the ubiquitinome. A recent study (PMID:33431886) reports proteome-wide mapping of ubiquitinated proteins in HEK293 cells and identifies 5765 that are ubiquitinated. Proteins that we identify to have E2-regulated protein abundance and that are reported to be ubiquitinated in PMID:33431886 are shown in green whereas proteins for which ubiquitination has not been reported are shown in grey. Overall, ~64% of proteins with E2-regulated abundance were previously reported to be ubiquitinated in HEK293 cells.

Source data are provided in the Source data file.

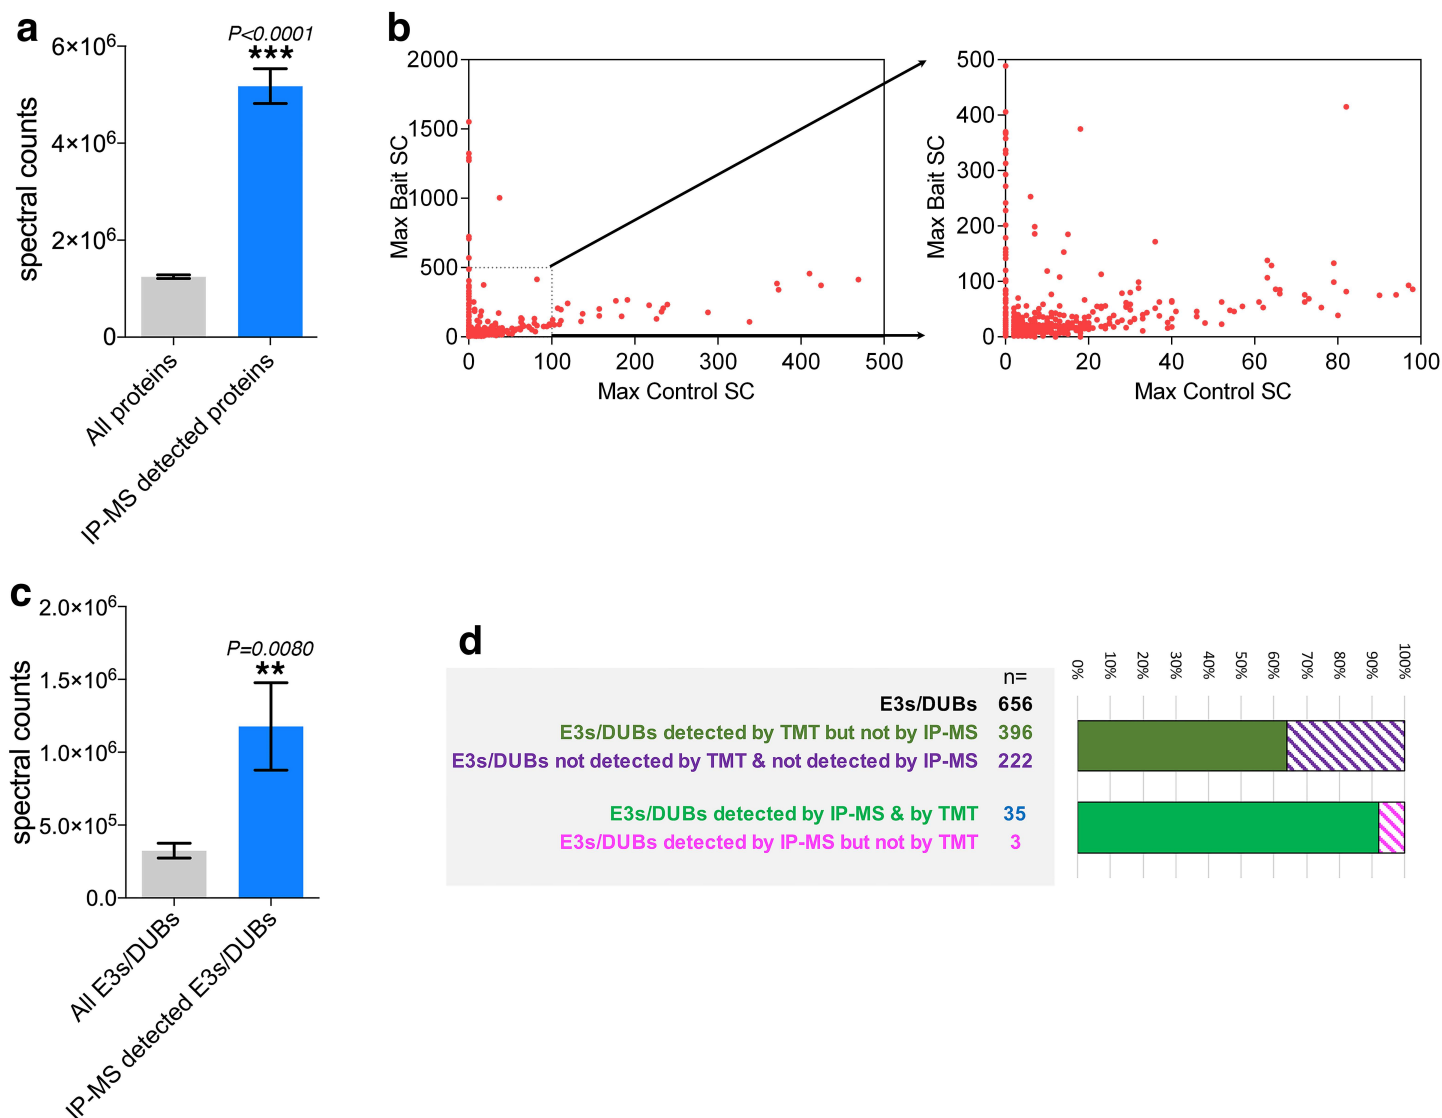

Supplementary Figure 5. Abundant E3s/DUBs are preferentially retrieved by IP-MS.

a The average spectral counts for proteins detected by affinity purification (IP-MS) is substantially higher than the average spectral counts for all TMT-detected proteins, indicating that poorly-expressed proteins might not be detected in these IP-MS experiments. The graph reports the mean $\pm$ SEM of the spectral counts for $n=8851$ (all proteins, TMT-detected) and $n=434$ (proteins retrieved by IP-MS); *** $P < 0.0001$ (two-tailed unpaired t-test with Welch's correction).

b The maximum spectral counts for proteins detected in association with E2 baits are consistently higher than those from control (no bait) purifications.

c The average spectral counts for E3 ubiquitin ligases (E3s) and deubiquitinating enzymes (DUBs) detected by IP-MS is substantially higher than the average spectral counts for all TMT-detected E3s and DUBs, indicating that poorly-expressed or transiently-interacting E3s/DUBs might not be detected in these IP-MS experiments. The graph reports the mean $\pm$ SEM of the spectral counts for $n=396$ (all E3s/DUBs, TMT-detected) and $n=35$ (E3s/DUBs retrieved by IP-MS); ** $P = 0.0080$ (two-tailed unpaired t-test with Welch's correction).

d E3s and DUBs that are not retrieved by IP-MS are enriched for poorly expressed E3s/DUBs that are not detected by TMT in HEK293T cells.

Source data are provided in the Source data file.

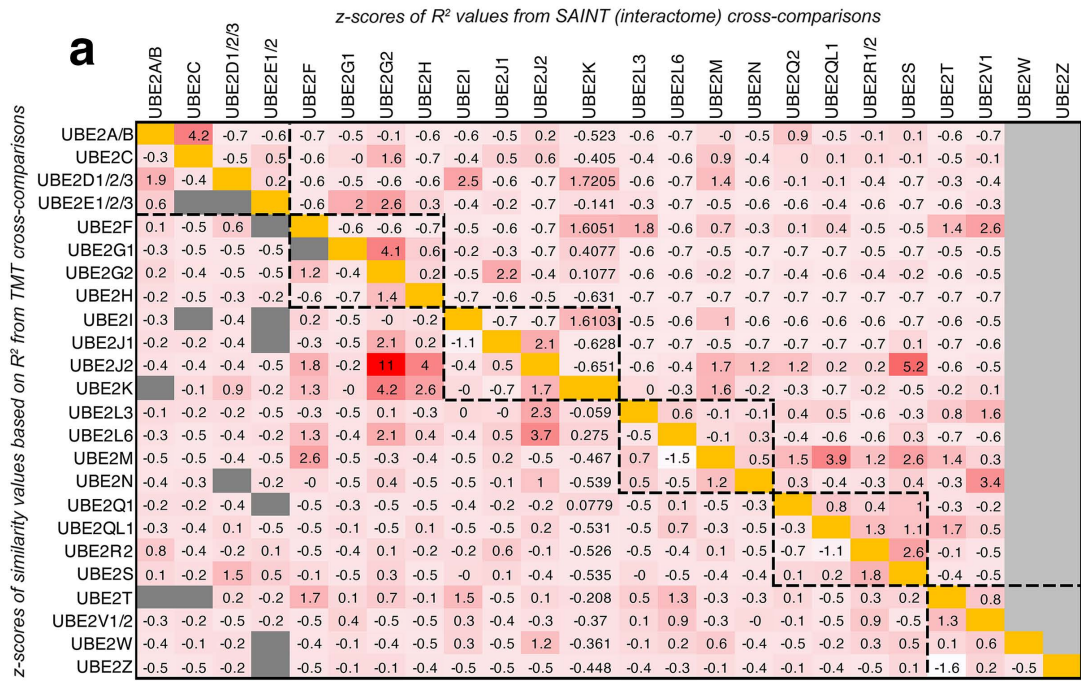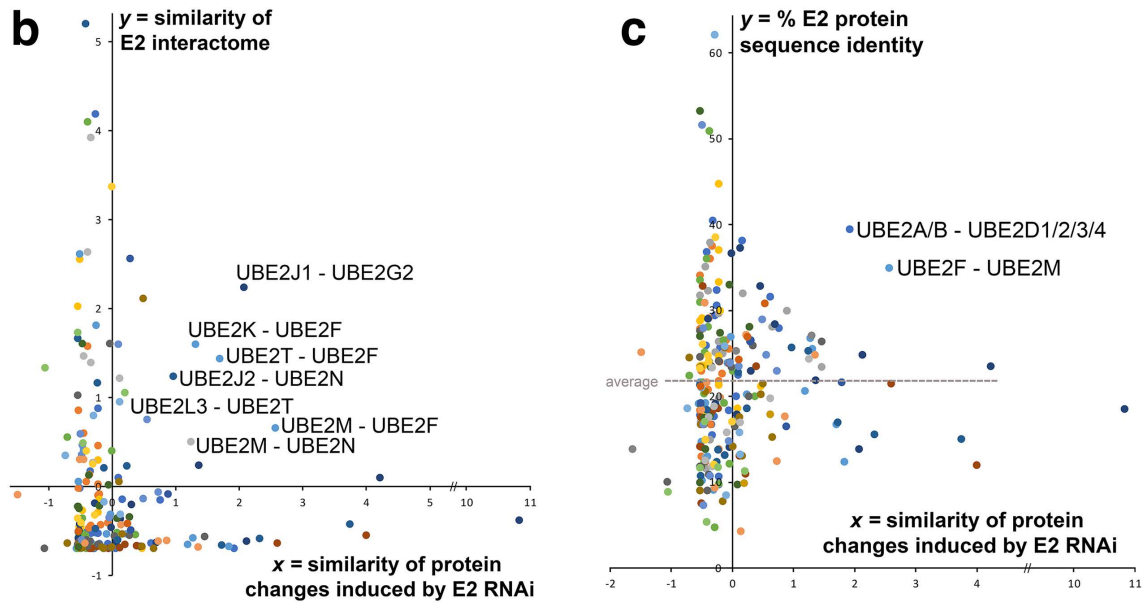

Supplementary Figure 6. Comparison of the similarity of the E2 physical interactome, E2 RNAi-induced protein changes, and % E2 protein identity.

a Comparison of the similarity of the physical interactome (z-score of the R^2 value that compares the SAINT score of E2x versus E2y) and RNAi-induced protein changes (z-score of the R^2 value from the cross-comparison of TMT datasets from E2x RNAi versus E2y RNAi, each normalized by its own NT RNAi control) for each E2 pair. Dashed boxes indicate E2 RNAi analyzed in the same TMT set.

b Similarity in the E2 interactome (y-axis) versus the protein changes induced by E2 RNAi (x-axis). There is overall little correlation for most E2 cross-comparisons, with some notable exceptions indicated.

c Cross-comparison of the % E2 protein identity (y-axis) with the similarity in the protein changes induced by E2 RNAi (x-axis) indicates that correlations found in (b) are not due to the sequence homology of the E2s in the pair, apart from UBE2M-UBE2F.

Source data are provided in the Source data file.

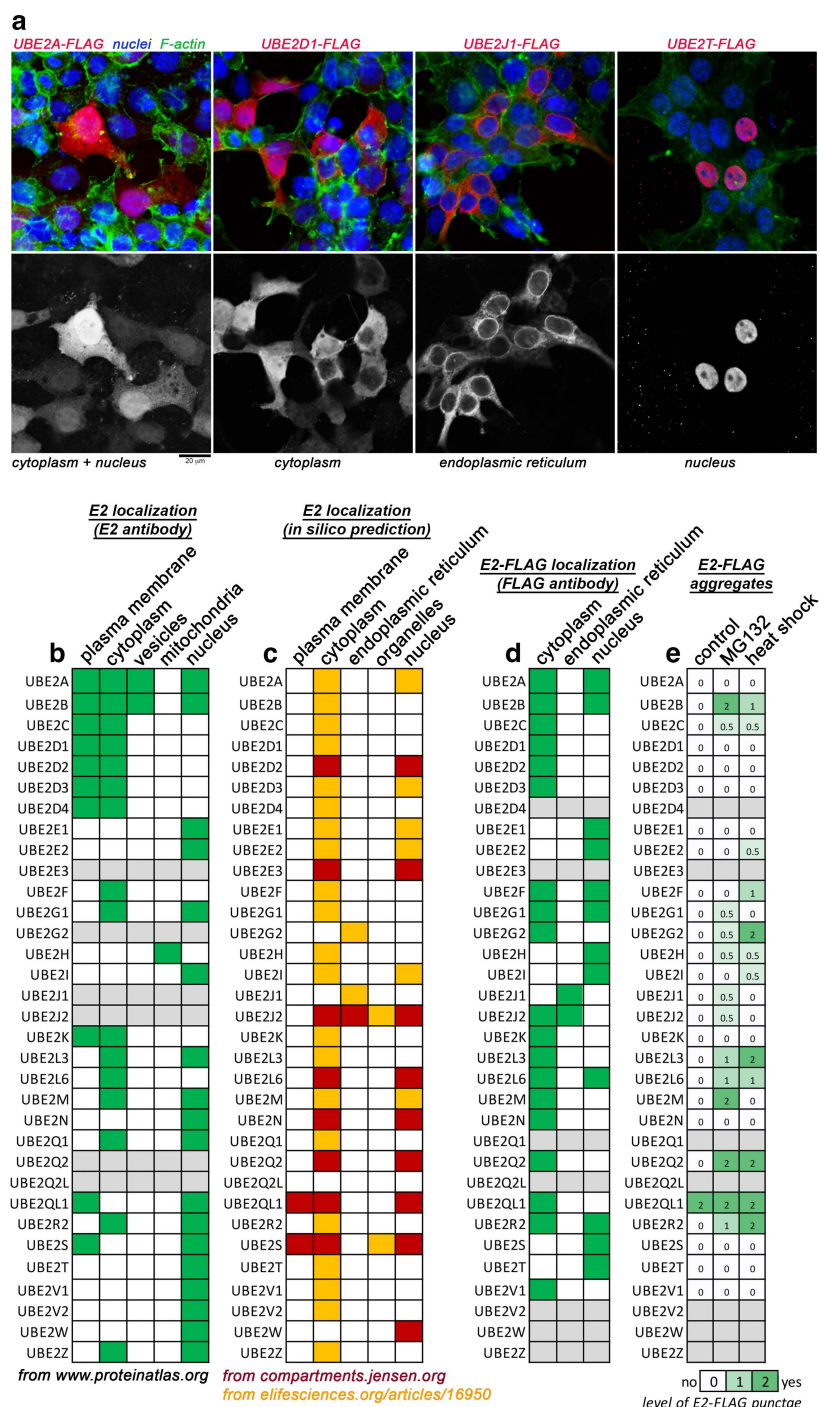

Supplementary Figure 7. Subcellular localization of endogenous and FLAG-tagged E2s.

a Representative images of HEK293T cells transfected with different FLAG-tagged E2s (red) and co-stained with DAPI and phalloidin to identify nuclei (blue) and F-actin (green); scale bar, 20 μm. UBE2A-FLAG is detected in the cytoplasm and nucleus, UBE2D1-FLAG in the cytoplasm, UBE2J1-FLAG in the endoplasmic reticulum, and UBE2T-FLAG in the nucleus. Similar analyses have been done for all FLAG-tagged E2s (d) used to build the E2 interactome and are reported in (d).

b-d The subcellular localization of FLAG-tagged E2s is overall similar to the localization of endogenous E2s as detected with antibody immunostaining (b; data retrieved from the Protein Atlas) and also based on in silico predictions (c; from compartments.jensen.org) and proteomic mapping (c; from PMID:27278775).

e Some FLAG-tagged E2s localize to protein aggregates upon proteasome inhibition (MG132) and heat shock (green) compared to controls (0=no aggregates; 1=some aggregates; 2= aggregates).

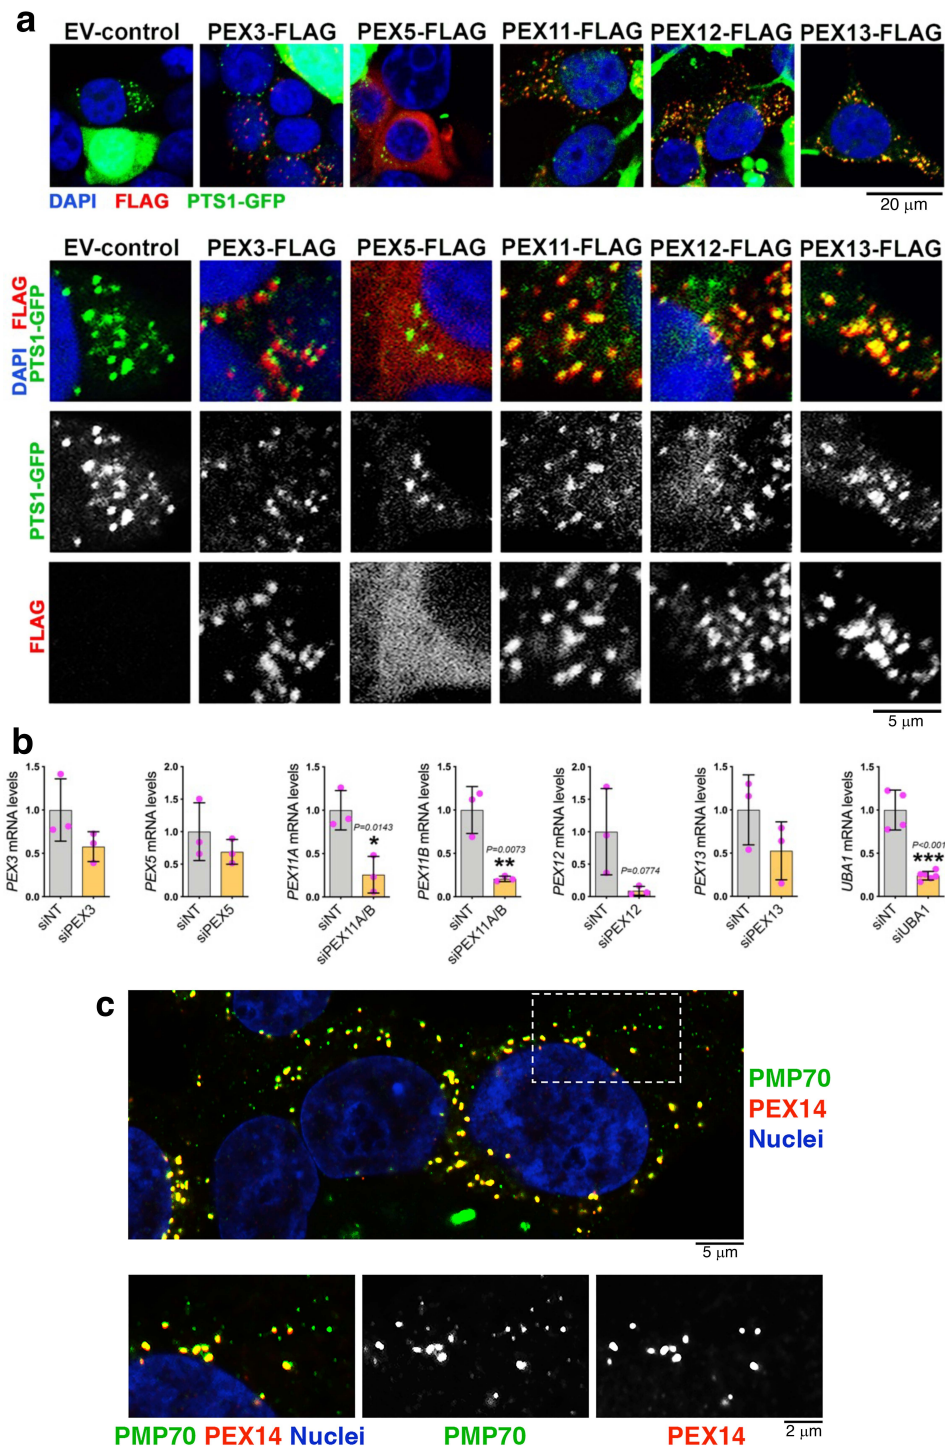

Supplementary Figure 8. Validation of FLAG-tagged PEX proteins and PEX-targeting siRNAs.

a FLAG-tagged PEX proteins localize to functional peroxisomes (identified by GFP-PTS1) in HEK293T cells, as indicated by the co-localization (yellow) of PEX-FLAG (red) and GFP-PTS1 (green). In addition to peroxisomes, PEX5-FLAG also localizes to the cytoplasm, consistent with its known role in importing peroxisomal proteins into the peroxisomal matrix, which requires PEX5 shuttling between the peroxisomal membrane and the cytoplasm. DAPI staining is also shown in blue; EV=empty vector control.

b Validation of siRNAs for PEX proteins. Knockdown of PEX proteins via siRNAs reduces PEX mRNA levels compared to control NT siRNAs; $n=3$ (biological replicates) with the mean $\pm$ SD and P -values (unpaired two-tailed t-test) indicated (* $P<0.05$, ** $P<0.01$, and *** $P<0.001$).

c Immunostaining for PMP70 and PEX14 largely overlap in HEK293T cells.

Source data are provided in the Source data file.

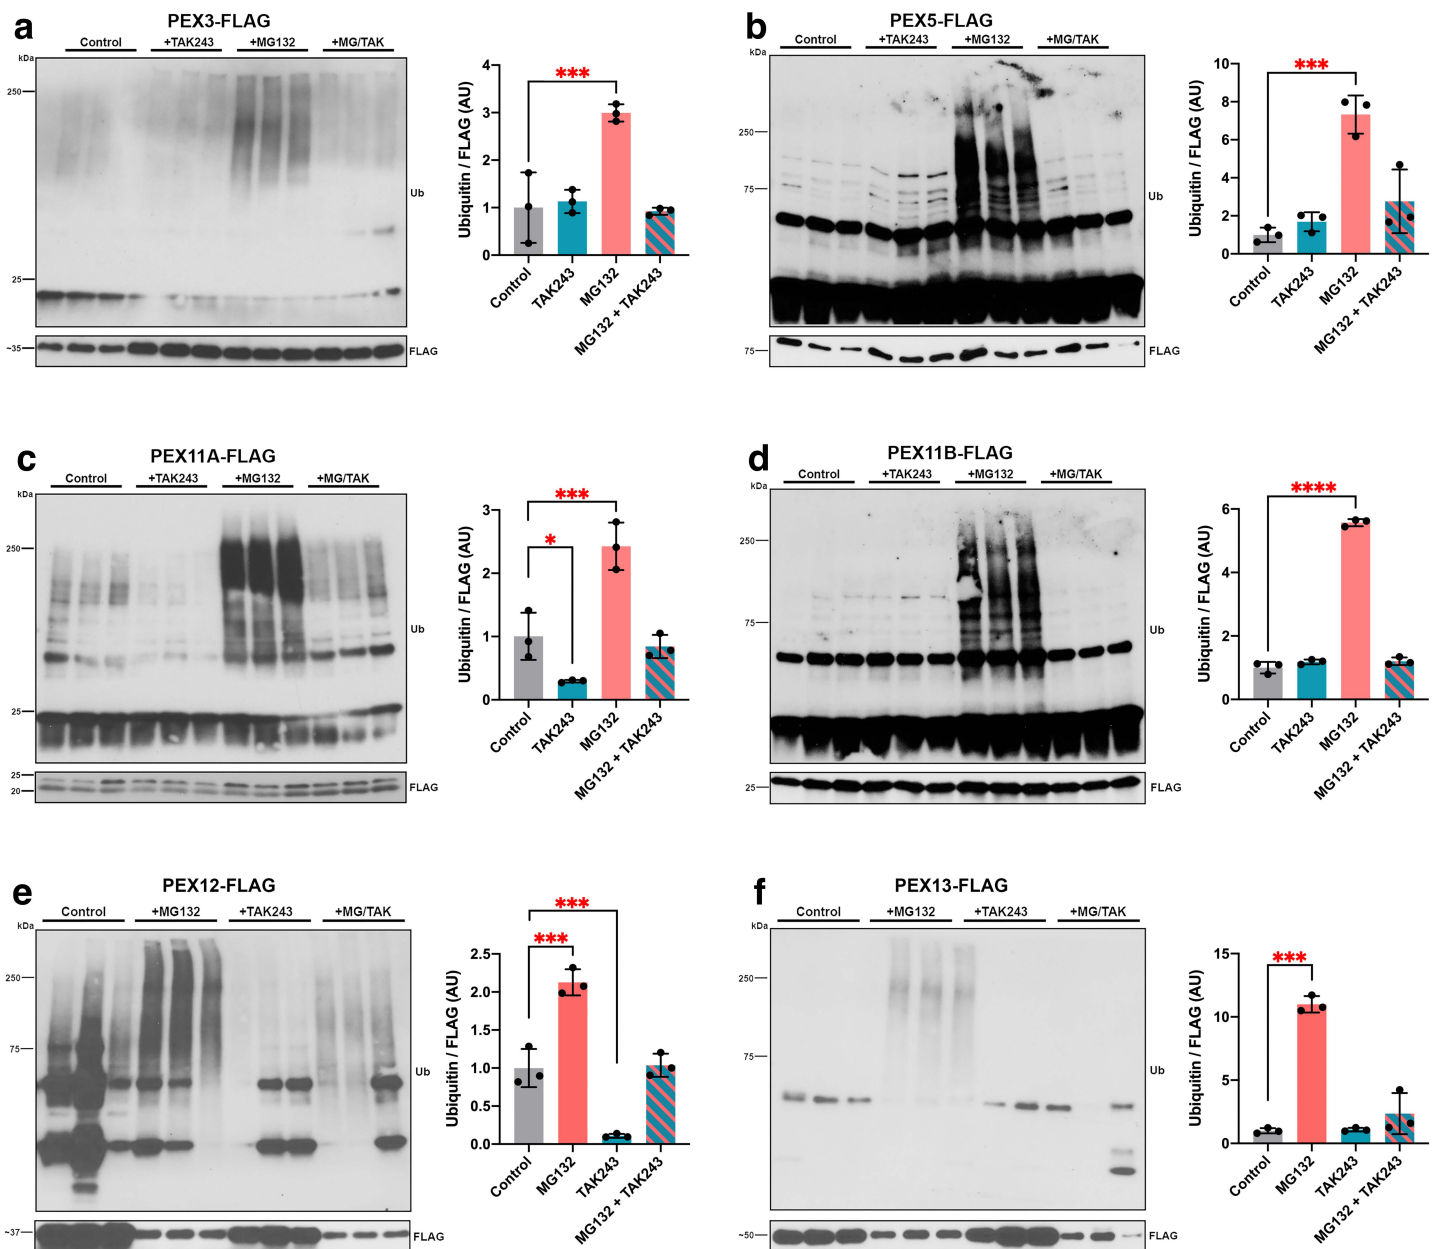

Supplementary Figure 9. PEX turnover occurs at least in part via the proteasome.

a-f Western blots related to Figure 4f. Immunoprecipitation of FLAG-tagged versions of some of the PEX proteins that are upregulated by UBA1/E2combo RNAi. Anti-ubiquitin (Ub) immunoblotting is used to determine the ubiquitination status of FLAG-tagged PEX proteins. Compared to controls (grey), treatment with the proteasome inhibitor MG132 (orange) increases PEX ubiquitination and this is largely prevented by concomitant treatment with the UBA1 inhibitor TAK243 (orange-green stripes). Similar results are obtained for PEX3-FLAG (a), PEX5-FLAG (b), PEX11A-FLAG (c), PEX11B-FLAG (d), PEX12-FLAG (e), and PEX13-FLAG (f); mean $\pm$ SD with $n=3$ and P values (one-way ANOVA) indicated (* $P<0.05$, *** $P<0.001$). Figure 4f reports the precise P -values.

These findings indicate that peroxin turnover occurs at least in part via the proteasome. The lower bands (~25 and ~50 kDa) present in some of the lanes may derive from small amounts of resin with anti-Flag IgG that gets loaded on the gel (this does not interfere with the measurement of poly-ubiquitin and FLAG-tagged proteins). Source data are provided in the Source data file.

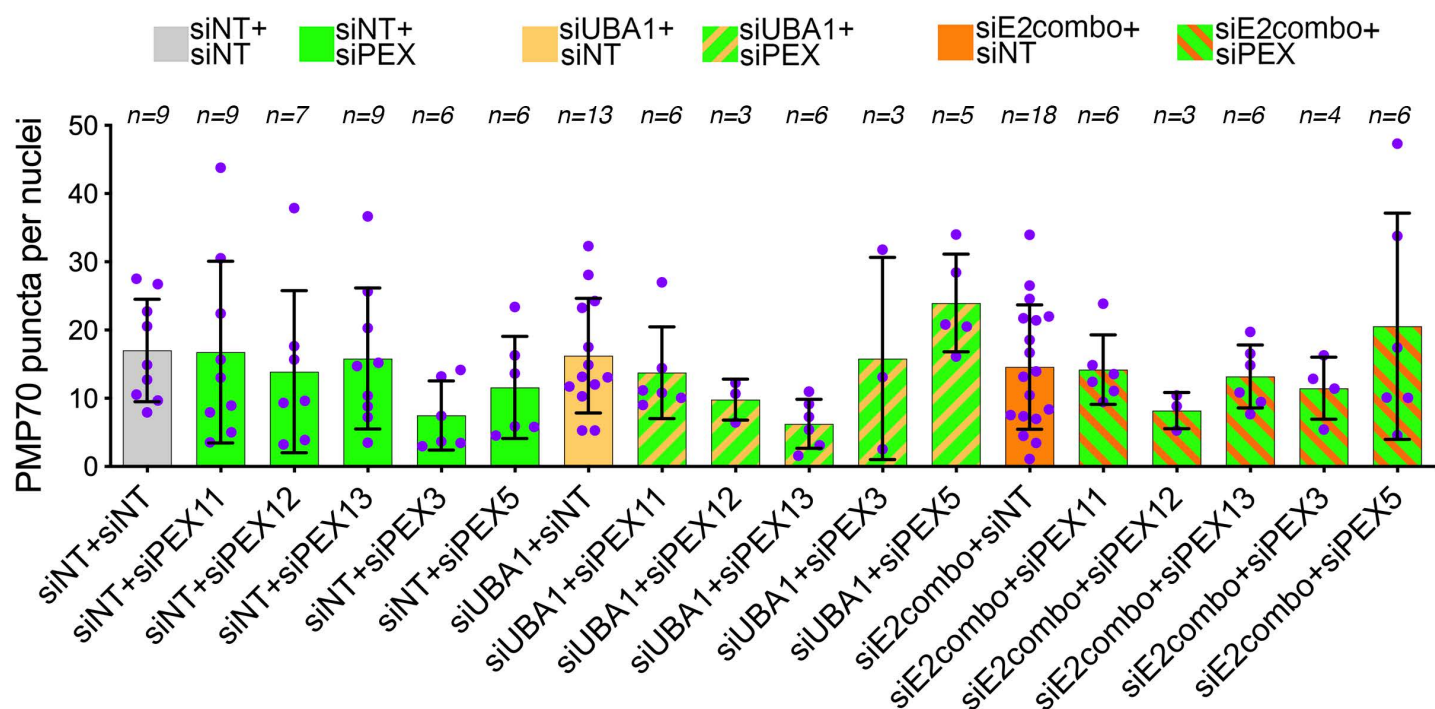

Supplementary Figure 10. Knockdown of UBA1 and E2combo does not substantially impact the number of peroxisomes compared to NT siRNA controls.

The average number of peroxisomes was defined based on the number of PMP70-positive puncta normalized by the number of nuclei in a cell population. Each replicate corresponds to a biologically independent cell culture well. All comparisons are not significant ($P > 0.05$, one-way ANOVA), with the mean $\pm$ SD and n indicated in the figure. Altogether, these analyses indicate that the knockdown of UBA1 and E2combo does not significantly impact the number of peroxisomes compared to NT controls. Source data are provided in the Source data file.

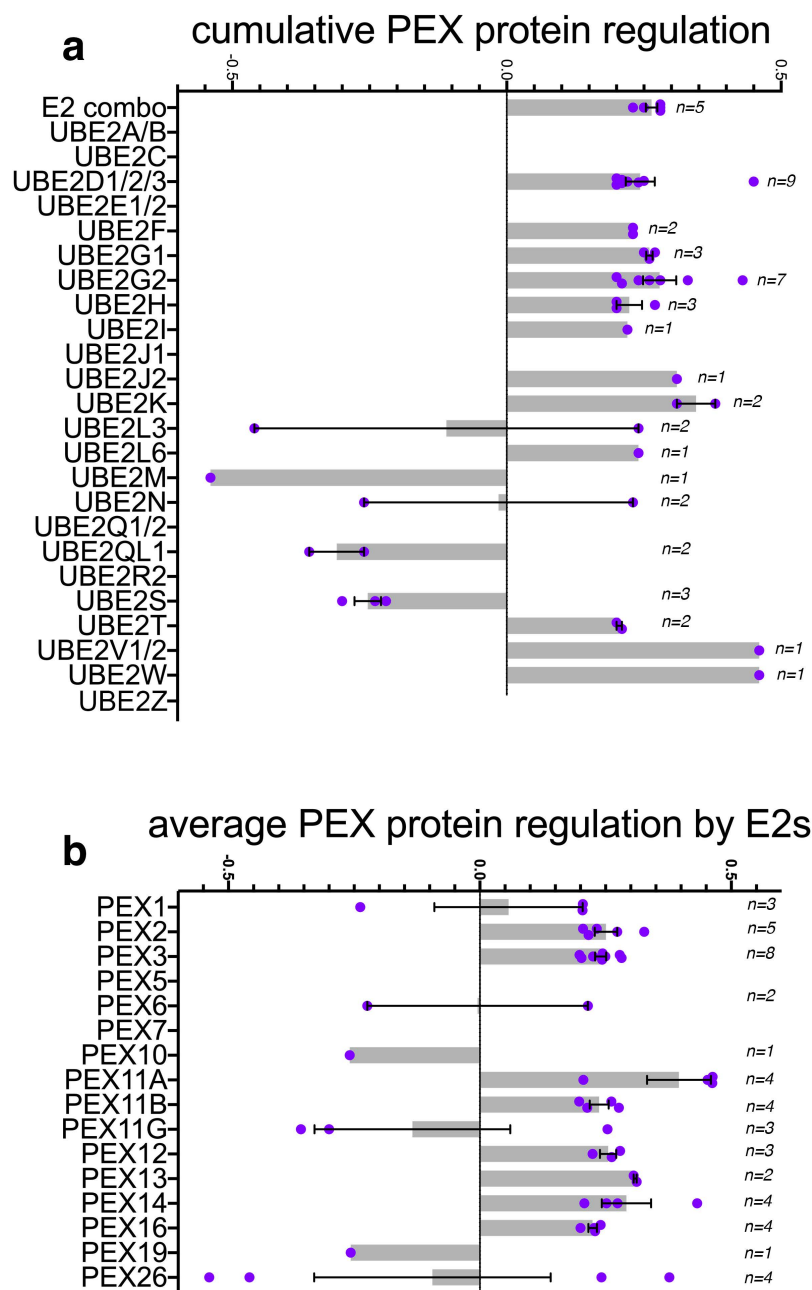

Supplementary Figure 11. Cumulative regulation of PEX proteins by multiple E2 ubiquitin-conjugating enzymes. **a** Modulation of the levels of multiple PEX proteins by siRNAs targeting individual and related E2s. Each dot corresponds to a different PEX protein modulated by the specific E2 siRNA intervention indicated on the left. The mean $\pm$ SEM and n are indicated in the figure. **b** Modulation of each PEX protein (indicated on the left) by siRNAs targeting individual and related E2s. Each dot corresponds to a different E2 siRNA intervention that significantly modulates PEX protein levels. The mean $\pm$ SEM and n are indicated in the figure. Related to Fig. 6a-b. Source data are provided in the Source data file.

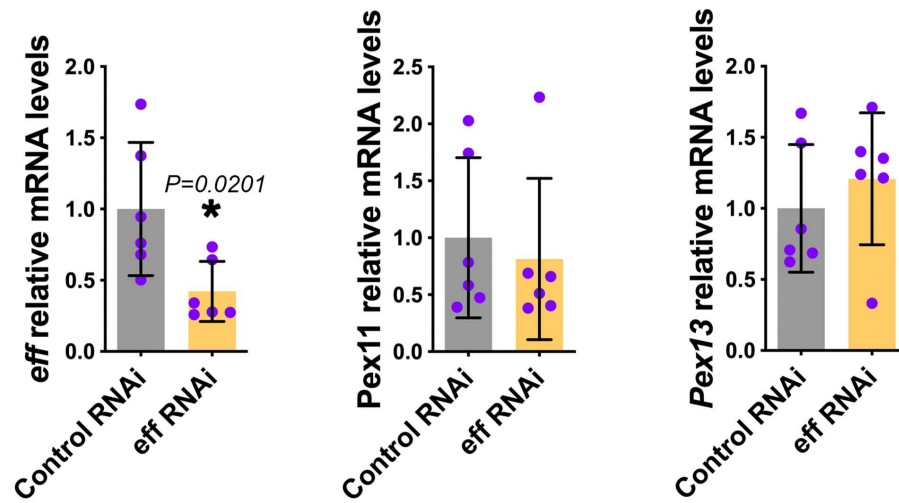

Supplementary Figure 12. UBE2D/eff knockdown does not regulate Pex11 and Pex13 mRNA levels in *Drosophila* skeletal muscles. Knockdown of eff/UBE2D significantly reduces eff mRNA levels but does not impact Pex11 and Pex13 mRNA levels; n=6 (biological replicates) with the mean ±SD and *P*-values (unpaired two-tailed t-test) indicated (* $P<0.05$). Source data are provided in the Source data file.

# Supplementary material for: An adaptive stress response that confers cellular resilience to decreased ubiquitination
**Source:** Nat Commun. 2023 Nov 14;14:7348. doi: 10.1038/s41467-023-43262-7
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

Supplementary Data 1. TMT proteomics data of HEK293T cells with knockdown of individual or related E2s, and of *Drosophila* skeletal muscle with knockdown of eff/UBE2D, rescue with human UBE2D2, and controls.

Supplementary Data 2. Analysis of TMT proteomics datasets with JUMPptm to identify the linkage-specific bias of E2s in building poly-ubiquitin chains.

Supplementary Data 3. E1 spectral counts and SAINT analysis of IP-MS experiments.

Supplementary Data 4. E2 spectral counts and SAINT analysis of IP-MS experiments.

Supplementary Data 5. Sequences of the oligos utilized for qRT-PCR in human cells and in *Drosophila*.

Supplementary Data 6. Sequences of the oligos utilized for cloning E1s and E2s to generate pCDH-EF1-E1/E2-FLAG-STOP (T2A-GFP) plasmids used as baits in IP-MS experiments.

How the deposited data were processed for this re-analysis (not part of the article)

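The RNA-seq data cover 116 libraries of HEK293T cells in 36 groups and 8 sets. In 6 sets of 16 libraries each, 4 NT libraries stand beside 3 libraries for each of 4 E2 siRNA groups, 24 groups in all. The UBA1 set holds 4 NT and 4 siUBA1 libraries. The E2combo set holds 12 libraries, 3 each of siNT and siE2combo cells with and without heat shock at 42 °C for 16 h. RNA was collected 3 days after transfection. The paper calls the replicates biological replicates and describes its samples as generated independently. Conditions were taken from the sample labels and the targets of each siRNA group from the paper's methods.

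The authors trimmed reads and filtered them on quality and length, aligned them to hg38 with CLC Genomics Workbench and deposited gene expression as TPM for each library. The gene annotation, the strand setting and any gene filter are not given in the sources used here. The values were checked on the file: each of the 116 libraries sums to 1000000 over 45372 gene symbols, 0 columns had no sample and 0 pairs of columns were identical. TPM keeps no depth, so no counting error could be computed, and the precision of each value rests on the replicates alone. Of the 45372 symbols, 28253 (62.27%) were matched by name to the reference annotation, which gave the positions of genes, their lengths and their GC content.

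Each set was fitted once with limma 3.58.1 in R 4.3.3, on log2(TPM + 1), with a mean for each group and a trend of the variance with the mean. Genes with a mean of at least 1 TPM in at least 1 group of the set were tested. There were 29 comparisons: 24 E2 siRNA groups and siUBA1 against the NT libraries of their set, siE2combo against siNT without and with heat shock, heat shock in siNT cells, and the interaction of siE2combo with heat shock. P-values were adjusted over all genes tested by the method of Benjamini and Hochberg, and a gene was called at an adjusted p under 0.05. For the E2 family, the 32 E2combo targets and the peroxins, p-values were also adjusted over the list alone. Gene lists were tested with camera at a preset inter-gene correlation of 0.01, and again with an estimated correlation. There were 30 lists with 609 different genes, of which 5 are not in the table, and 26 lists with at least 5 tested members were tested. The lists of markers of fibroblasts, blood cells, hepatocytes and keratinocytes served as a check for RNA of other cells: of their 9, 9, 7 and 8 members, 0, 0, 0 and 0 stood out in siUBE2Z replicate 1, the library farthest from its own group. Of the 17 peroxins listed, 16 were tested.

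The lists, tests and main alternatives were fixed before the data were examined. The genes named are every targeted gene, the E2s and the peroxins. Others were named by their rank among genes with an adjusted p under 0.05, a mean of at least 5 TPM in a group and no overlap of libraries: the 10 largest rises and 10 largest falls for siUBA1, siE2combo, heat shock and siUBE2D1/2/3, the largest 5 each way for the interaction and for siE2combo under heat shock, and the largest 3 each way for the other E2 groups. Up to 4 members of each list were named, those with the smallest adjusted p in the comparison, whether or not the list passed camera. Not all of these are printed, and readthrough genes, ribosomal RNA genes, histone genes and other near-identical copies were mostly left out because their reads cannot be told apart.

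Whether replicate numbers pair libraries was checked from the data, by correlating the deviations of same-numbered libraries from their group means. In the UBA1 set all 4 pairs correlated above 0.1 (0.101 to 0.131), so a fit with replicate as a block is given beside its results where it changes a call. In no other set did all pairs of a comparison pass 0.1. The procedure was tested on simulated data with the spread of the real libraries. At true log2 changes of 0.3, 0.6 and 1, it recovered 71.6%, 100% and 98.5% of changed genes for siUBE2D1/2/3, 79.1%, 97.0% and 100% for siUBA1, 38.8%, 89.6% and 97.0% for siE2combo, and 16.4%, 41.8% and 65.2% for siUBE2Z, with 12, 14, 6 and 3 false calls among unchanged genes. The simulated noise was independent between genes, no library was shifted or set apart, and changes were placed only in genes above 5 TPM. These numbers therefore do not cover correlated genes, shifts common to a library, outlying libraries or lower levels.

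Alternatives were a pseudocount of 0.1, no filter on low values, TPM rescaled for each library by the median ratio to the mean profile of its set over genes with a mean of at least 10 TPM, replicate as a block, each replicate left out in turn, and the study's own test for RNA-seq. That test is, by its methods, a Kruskal-Wallis test with Dunn's comparisons on log TPM, at an unadjusted p under 0.05 and a log2 fold change above 0.2 or below -0.2. The legends of Figs. 1a and 3c name another test, which was not run. A fit of set 6 without siUBE2Z replicate 1, and the overlap of calls after rescaling, were added after seeing the data. Protein data, which the paper deposits in another repository, were not among the files used here and were not analysed, and the protein values quoted are the paper's.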

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

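The tests of length and GC content, of exchanged labels and of muscle transcripts were chosen only after the result was seen, and the others were set down before.

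One library, siUBE2Z replicate 1, stood apart from the rest of set 6, with 5283 genes more than 1 log2 unit from the mean of the other 2 siUBE2Z libraries, a median difference of 0.70 for ribosomal protein genes and of -1.13 for genes of the Golgi and secretory pathway. These deviations followed transcript length (Spearman's rho -0.6386 across genes, which are not independent replicates) and GC content (0.63), against at most 0.23 and 0.38 in size in the libraries of the other groups of the set. RNA of fibroblasts, blood cells, hepatocytes or keratinocytes is argued against. Of their markers, 0 were at 1 TPM or more and above 3 times the highest of the other libraries. The change of replicate 1 and that of the other 2 replicates, each against separate NT libraries, correlated at -0.0766 over genes. The SD of the change was 0.886 in replicate 1 and 0.173 in the other 2, so an siRNA effect they share could be hidden. The correlation therefore cannot decide on a stronger effect of the siRNA in replicate 1, which stays open. A bias by transcript length or GC content in this library may be a candidate explanation. What produced it stays open, and so do library preparation and RNA quality, which the files do not record.

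UBE2M was lower in the libraries labelled siUBE2N and UBE2N lower in those labelled siUBE2M, while neither passed the test in its own. An exchange of the labels of the 2 groups predicts a clear fall of UBE2M in the libraries labelled siUBE2N, and the log2 fold change was -1.3175. That fall is part of the pattern to be explained, so it is not separate evidence for an exchange. siRNAs that act on their own target and also on the other E2 are argued against by UBE2M in the libraries labelled siUBE2M, where the lower 95% bound was -0.1344. The values are consistent with exchanged labels, and no biological explanation was tested. Whether the exchange lies in the deposited labels, in the tubes or in the siRNAs was not tested, and the paper's protein columns, from cells that its methods split between RNA and protein, follow their headings (-0.747 for UBE2M and -0.284 for UBE2N).

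Skeletal muscle transcripts varied among the NT libraries of the E2combo set and were lower with siE2combo, as for MYL4 (6.08 to 20.4 TPM in NT cells, 1.29 to 1.80 TPM with siE2combo, and 1.08 to 9.33 TPM in NT cells after heat shock). Of 30 further muscle markers, 12 had a higher mean in the NT libraries without heat shock than in every library of the other sets, which could come from a trace of muscle RNA or from the state of these cells. Of 16 muscle genes lower with siE2combo (median log2 fold change -1.45), 1 was lower under heat shock, with a median of -0.4989. RNA of muscle cells and an effect of siE2combo cannot be told apart here, because both values lie between the bounds set for and against each.

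A sample lay far from the other 3 of its group for 11 of 205 groups of 4 examined for the named genes, and chance alone sets apart about 1 in 20 groups. These were ANXA1 at 64.5 TPM in siNT set 6 replicate 3 (others 69.0 to 69.9), BANF1 at 346 TPM, C11orf96 at 18.7 TPM and EPDR1 at 20.7 TPM in siNT set 3 replicate 4 (others 275 to 286, 10.5 to 11.1 and 11.4 to 12.3), and SHD at 3.09 TPM in siNT set 4 replicate 2 (others 2.42 to 2.48). KIAA0408 was at 22.9 TPM in siNT set 5 replicate 1 (others 18.6 to 19.1), UBE2S at 216 TPM in siNT set 5 replicate 2 (others 194 to 197), EPCAM at 3.54 TPM in siNT set 1 replicate 2 (others 2.58 to 2.71) and PEX11A at 14.8 TPM in siNT set 1 replicate 1 (others 11.9 to 12.3). In siUBA1 libraries, EIF3F was at 39.8 TPM in replicate 3 (others 43.2 to 43.7) and PEX5 at 57.2 TPM in replicate 1 (others 54.0 to 54.5).

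The effect of siE2combo differed between cells with and without heat shock for 60 genes in a test of the interaction by limma, 26 upward and 34 downward. Among the E2s the fall was deeper under heat shock, with differences of -0.70 for UBE2E1, -0.71 for UBE2F, -0.70 for UBE2H, -0.70 for UBE2J1, -0.50 for UBE2J2, -0.47 for UBE2M and -0.60 for CDC34, of which UBE2H, UBE2J1 and UBE2M did not pass after rescaling (adjusted p = 0.0689, 0.0806 and 0.0895), and 27 of the 32 targets were lower when adjusted over the list alone. Beyond the E2s the differences were 1.77 for the cytokine IL17F, 1.21 for ZNF296, 0.99 for SERTAD1, 0.84 for RHOV, 0.76 for the histone gene HIST2H2AA3, which has near-identical copies, -2.28 for CRYAB, -0.96 for ZNF112, -0.85 for ZSCAN12, -0.84 for ZNF724 and -0.84 for GPR3, which did not pass with a pseudocount of 0.1. Leaving out 1 library brought the 60 genes to between 4 and 14 for 10 of the 12 libraries, and to 669 and 135 for the other 2. Other splits do not test this number: reassigning all 12 libraries at random can turn the effects of heat shock and of siE2combo into an apparent interaction, and of 100 such splits 6, the real one included, called as many, the highest other 7407.

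The paper does not report RNA results for heat shock, which changed 12084 genes in NT cells and after which siE2combo changed 5203. The largest rise with heat shock was in the chaperone gene HSPA6, by 11.99 on the log2 scale. For heat shock (12084 genes, highest other split 0) and for siE2combo under heat shock (5203, highest other 1), 3 libraries against 3 give 10 splits, too few for a share under 0.05, and 1 split, the real one, called as many in each.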

How the results depend on the processing

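The fit of set 6 without siUBE2Z replicate 1 and the overlaps after rescaling were chosen only after the results were seen. A pseudocount of 0.1 kept the number of genes changed within 1.5 times in all 29 comparisons. Of the other settings, no filter did so in 21, rescaling in 22, replicate as a block in 23 and Dunn's test at the study's thresholds in 9 of 28. Of 201 named genes, 195 kept direction and call with a pseudocount of 0.1, 188 after rescaling and 181 with the block, and the rest kept their direction. Where no cause is named below, the cause was not tested. TPM holds no depth, so what depth limits could not be computed.

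By Dunn's test at the study's thresholds the number of genes changed was 1235 for siE2combo, 5458 for heat shock, 966 for siE2combo under heat shock, 565 for siUBE2A/B, 248 for siUBE2C, 1870 for siUBE2F, 1779 for siUBE2G1, 2216 for siUBE2G2, 2622 for siUBE2H, 1333 for siUBE2L3, 829 for the libraries labelled siUBE2N, 1024 for siUBE2Q1/2, 965 for siUBE2QL1, 1354 for siUBE2R2, 2052 for siUBE2S, 2622 for siUBE2T, 2188 for siUBE2V1/2, 1196 for siUBE2W and 1131 for siUBE2Z. That test has other thresholds and no adjustment, so numbers differ by construction. It missed some targeted E2s that limma called, such as UBE2L6 in siUBE2L6 (17.8% of NT), and called others, such as UBE2T in siUBE2T. An mRNA that does not pass it is therefore not shown to be unchanged. The same test, which the legends do not name for E2 mRNAs, called 84 other E2s, against 277 at an unadjusted p under 0.05 from limma, 12 lower E2combo targets and 0 peroxin mRNAs with siE2combo, where 9 had an unadjusted p under 0.05 from limma.

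Without a filter on low values the number was 21 for the interaction, 1184 for siUBA1, 57 for siUBE2A/B, 843 for siUBE2J1, 220 for siUBE2L3, 17 for the libraries labelled siUBE2N, 12 for siUBE2W and 7 for siUBE2Z. Rescaled, it was 356 for siUBE2A/B, 2028 for siUBE2D1/2/3, 1497 for siUBE2E1/2, 31 for the libraries labelled siUBE2N, 391 for siUBE2T, 214 for siUBE2V1/2 and 5 for siUBE2Z. Without siUBE2Z replicate 1 it was 5686 for siUBE2T, 5050 for siUBE2V1/2 and 2788 for siUBE2W, and UBE2W (-0.81) passed the test.

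With replicate as a block the number was 182 for the interaction, 15 for siUBE2A/B, 18 for the libraries labelled siUBE2N, 13 for siUBE2T, 8 for siUBE2V1/2 and 4 for siUBE2W, and UBE2V2 in siUBE2V1/2 (-1.12, adjusted p = 0.0756, over its alternatives 5.2e-11 to 0.0756) no longer passed limma's test. Only in the UBA1 set did every pair of libraries with the same replicate number correlate above 0.1, and in the E2combo set 9 of 18 pairs did. In the UBA1 set, of the named results the block ended the calls of PEX5 (adjusted p = 0.0592), of a ribosomal RNA gene, of the list members COPS6 (adjusted p = 0.0590), EDEM1, IRF7, COX8A, GOLGB1 and B4GALT1, and of the list of the mitochondrial genome. It added UFM1, DHCR7 and HMGCS1, lowered the E2s that fell from 3 to 2, and changed no other call among the list tests and the peroxins.

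Rescaling reversed the direction of values near 0: UBE2M in the libraries labelled siUBE2M (-0.0045), UBE2N in those labelled siUBE2N (-0.0061), and in siUBE2D1/2/3 PEX6 (0.0114), PEX12 (0.11) and PEX14 (0.0363). None of these passed limma's test before or after. The list of DNA replication in siUBE2E1/2 turned upward and did not pass (adjusted p = 0.54, over its alternatives 0.0239 to 0.77). In siUBE2D1/2/3, PEX2 (-0.11) and PEX11A (-0.15) no longer passed and PEX3 (0.17) did, by construction, since rescaling takes off a shift of -0.11. Genes higher in both siUBA1 and siUBE2D1/2/3 numbered 176 rescaled and 52 at the study's thresholds on limma's p, and genes lower in both 72 and 118. For siE2combo and siUBE2D1/2/3 the rescaled numbers were 329 higher and 120 lower.

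With an estimated correlation, 10 of 226 list calls by camera still passed, and none turned.

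Leaving out 1 library reversed UBE2M in the libraries labelled siUBE2M, which never passed (-0.0119 and -0.0165 without NT replicates 1 and 3, at most 0.051), PEX11B with siUBA1 (0.0036 without NT and 0.0068 without siUBA1 replicate 4, lowest -0.0401), PEX3 with siE2combo (0.0076 without siE2combo replicate 3, lowest -0.0521) and PEX12 in siUBE2D1/2/3 (0.0012, 0.0095 and 0.001 without NT replicates 1, 2 and 3, and 0.0192 and 0.019 without siUBE2D1/2/3 replicates 1 and 3, lowest -0.0438). UBE2V2 in siUBE2V1/2 did not pass without siUBE2V1/2 replicate 1 (-1.1367, adjusted p = 0.0716), 2 (-1.1175, adjusted p = 0.0661) or 3 (-1.0956, adjusted p = 0.0563). PEX5 with siUBA1 passed only without siUBA1 replicate 1, at -0.0935 to -0.1127 (adjusted p 0.0621 to 0.101) without each other library. PEX5 with siE2combo did not pass without any of the 6 libraries (-0.1779 to -0.1986, adjusted p 0.0815 to 0.114), and PEX11B passed without siE2combo replicate 3 (0.31). PEX11A in siUBE2D1/2/3 did not pass without siUBE2D1/2/3 replicate 1 (-0.25) or 3 (-0.20). Peroxin mRNAs changed with siUBA1 numbered 2 and 1 without NT replicates 2 and 4, and 2 and 2 without siUBA1 replicates 1 and 3.

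The number of genes changed moved by more than 1.5 times in 90 of 206 cases when 1 library was left out, and the cause was not tested. siE2combo went from 5258 to 3287 without siNT replicate 1 (highest 4415 over all). siE2combo under heat shock went from 5203 to 3333 and 3239 without heated siNT replicates 1 and 3, 3441 without heated siE2combo replicate 2 (highest 6004 over all). The interaction went from 60 to 8, 11 and 6 without siNT replicates 1, 2 and 3, 7, 9 and 8 without siE2combo replicates 1, 2 and 3, 4, 12 and 14 without heated siNT replicates 1, 2 and 3, 669, 14 and 135 without heated siE2combo replicates 1, 2 and 3. siUBA1 went from 1814 to 1174 and 1120 without NT replicates 1 and 3, 901, 1173 and 1159 without its replicates 1, 2 and 3 (highest 1993 over all). siUBE2A/B went from 109 to 15, 37 and 53 without NT replicates 2, 3 and 4, 6, 4 and 6 without its replicates 1, 2 and 3 (highest 141 over all). siUBE2C went from 1 to 3 without its replicate 1 (lowest 1 over all). siUBE2D1/2/3 went from 4323 to 2382 and 2094 without its replicates 1 and 3 (highest 3935 over all). siUBE2E1/2 went from 5166 to 3336 without its replicate 3 (highest 5614 over all).

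siUBE2G1 went from 4744 to 2992 without its replicate 3 (highest 5254 over all). siUBE2I went from 1671 to 678, 622 and 1024 without its replicates 1, 2 and 3 (highest 1991 over all). siUBE2J1 went from 1326 to 589 without NT replicate 2, 241, 479 and 4112 without its replicates 1, 2 and 3. siUBE2J2 went from 3683 to 2155, 1854 and 2184 without its replicates 1, 2 and 3 (highest 3852 over all). siUBE2K went from 3432 to 2026 and 1934 without its replicates 1 and 2 (highest 3529 over all). siUBE2L3 went from 341 to 219 and 105 without NT replicates 1 and 3, 47, 52 and 65 without its replicates 1, 2 and 3 (highest 389 over all). siUBE2L6 went from 1472 to 945 without NT replicate 1, 2288 and 838 without its replicates 1 and 2. The libraries labelled siUBE2M went from 2176 to 1372 without NT replicate 3, 1026, 758 and 1385 without its replicates 1, 2 and 3 (highest 2417 over all).

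The libraries labelled siUBE2N went from 63 to 19, 154, 11 and 38 without NT replicates 1, 2, 3 and 4, 6, 5 and 23 without its replicates 1, 2 and 3. siUBE2Q1/2 went from 2573 to 1216 and 1489 without its replicates 1 and 2 (highest 2845 over all). siUBE2QL1 went from 3083 to 1995 without its replicate 2 (highest 3093 over all). siUBE2R2 went from 3176 to 2114 without its replicate 1 (highest 3050 over all). siUBE2T went from 222 to 52, 39, 57 and 73 without NT replicates 1, 2, 3 and 4, 68, 25 and 28 without its replicates 1, 2 and 3. siUBE2V1/2 went from 90 to 11, 19, 11 and 39 without NT replicates 1, 2, 3 and 4, 7, 9 and 12 without its replicates 1, 2 and 3. siUBE2W went from 19 to 1, 5, 1 and 2 without NT replicates 1, 2, 3 and 4, 3, 1 and 1 without its replicates 1, 2 and 3. siUBE2Z went from 3 to 271 and 6336 without its replicates 1 and 3 (lowest 3 over all).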

Differences from the paper's values

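Of the tests in this part, the match of the paper's siUBE2Z values to single libraries was chosen only after the result was seen.

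The paper's value for the log2 mRNA change of UBE2Z is -1.40689, and over all 3 siUBE2Z libraries it was -1.76597. Of the alternatives set before the data were examined, the value fell within the paper's only without siUBE2Z replicate 1. It stayed apart with a pseudocount of 0.1 (-1.81), rescaled (-1.56), with replicate as a block (-1.76), without each NT library (-1.76 to -1.77) and without siUBE2Z replicate 2 (-1.90) or 3 (-1.99). Of 792 E2-related values in the Source Data, those outside the column headed UBE2Z differed by at most 7.7e-05 and the 33 of the column headed UBE2Z by up to 0.45, or by at most 6.2e-06 when replicate 1 was left out.

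For the other targeted genes the values matched, for UBE2M and UBE2N only with the 2 groups exchanged. They moved away from the paper's, by more than the larger SD of the 2 groups on the log2 scale, with rescaling for UBE2D2 (-0.82), UBE2E1 (-0.87) and UBE2E2 (-1.03), and with a pseudocount of 0.1 for UBE2F (-1.72), UBE2QL1 (-1.14) and UBE2W (-0.89). The paper's count of E2 mRNAs lowered by siE2combo is 19, in a panel whose assay its text does not name, and 25 of 32 passed here (27 when adjusted over the list alone, 24 rescaled and 12 by Dunn's test at a log2 threshold of -0.2, whereas the legend names another test, which was not run).

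Of 808 values of E2 mRNAs not targeted in a group, 166 changed by limma and 84 by Dunn's test at the study's thresholds, and the test that the legend of Fig. 1a names was not run. The paper states, from mRNA and protein levels, that other E2s were not significantly affected. The largest change by limma was that of UBE2E3 in siUBE2E1/2, at -1.16. The paper's text in places names this knockdown UBE2E1/2/3, though its methods list siRNAs for UBE2E1 and UBE2E2 alone. Many genes of all kinds changed in that group, 5166 of 15728 tested. In 5 of the 24 groups (siUBE2A/B, siUBE2C, siUBE2W, siUBE2Z and the libraries labelled siUBE2N) 0 other E2s passed limma's test, with 7, 4, 5, 0 and 3 at an unadjusted p under 0.05 and 0, 0, 2, 1 and 1 by Dunn's test.

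Of 16 peroxin mRNAs, 5 changed with siE2combo, 4 with siUBA1 and 3 with siUBE2D1/2/3, and by Dunn's test at the study's thresholds 0, 3 and 2 did. Dunn's test also missed some targeted E2s that limma called, so not passing it does not show an unchanged mRNA. The paper's statements of no significant change concern the mRNAs of the PEX proteins that rose, and its legends also allow changes that are not concordant. Of the peroxins whose protein the paper names as raised, 0 of 5 (PEX3, PEX11B, PEX12, PEX14 and PEX16) passed limma's test with siE2combo, with PEX11B and PEX16 at an unadjusted p under 0.05 and 0 by Dunn's test. With siUBA1, of PEX3, PEX7, PEX11G, PEX13, PEX14 and PEX19 only PEX19 passed, at 0.13. Adjusted over the list alone, PEX7 and PEX11G rose as well, in the same direction as their proteins. In siUBE2D1/2/3, of the 9 named, PEX2, PEX11A and PEX26 passed and were lower, opposite to their proteins, and PEX26 still passed after rescaling. The ratios to NT read by eye from Figs. 4d and 6c matched those computed here, within 1.5 times or the SD of the siRNA libraries. A bound that wide can hardly fail for changes of this size.

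The Source Data give the column headed UBE2M the values of the libraries labelled siUBE2N, and the reverse for UBE2N. By the deposited labels, UBE2M changed by 0.01 in its own group.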

Other observations

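Of the tests in this part, the overlap after rescaling was chosen only after the results were seen, and the others were set before.

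Heat shock for 16 h at 42 °C, with 3 libraries each, raised 22 of 24 heat shock chaperones and lowered 1 (camera adjusted p = 9.9e-33, and adjusted p = 0.0509 with an estimated correlation). DNAJB1, a cochaperone of HSP70, rose from 103 ± 2.09 TPM (mean ± SD, n = 3) to 5970.3 ± 401 TPM, and HSPA6 from 0.522 ± 0.224 TPM to 6201 ± 866 TPM. Of 18 immediate early genes 13 rose (adjusted p = 1.0e-23, and adjusted p = 2.7e-04 with an estimated correlation), such as FOS from 8.36 ± 0.675 TPM to 394 ± 33.2 TPM, while the transcription factor SNAI1 changed by 6.38 and RASD1 by 6.26. Genes of ribosomal proteins rose relative to all genes (38 of 43, adjusted p = 1.4e-34, and adjusted p = 0.0509 with an estimated correlation). CHAC1, an enzyme of glutathione breakdown, fell by 3.85 on the log2 scale, DGCR8, of microRNA processing, by 3.04, and TXNIP, which binds thioredoxin, from 430.5 ± 23.7 TPM to 53.8 ± 9.61 TPM. Rescaling took off a shift of -0.37 common to all values, and the 1275 genes up and 10809 down became 4112 and 5214. Peroxin mRNAs fell in 13 of 16 cases, and in 9 after rescaling.

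With siE2combo under heat shock, 2306 genes rose and 2897 fell, and 29 of the 32 E2combo targets fell, with a median of -1.29. UBE2L6 changed by -2.44 and COL5A3 by 1.94, GDAP1L1 by 1.53 and IL11 by 1.42. HSPA6 was 2173 ± 2457 TPM against 6201 ± 866 TPM, a spread wider than its mean. Of 26 DNA replication genes 16 rose (camera adjusted p = 1.4e-04, and adjusted p = 0.90 with an estimated correlation).

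In NT cells without heat shock, the highest E2 mRNAs over the 8 sets were UBE2C (median of the set means 260 TPM, 162 to 350) and UBE2M (252 TPM, 162 to 430), and the E1 UBA1 was at 238 TPM. The lowest were UBE2QL1 (3.80 TPM, 0.917 to 4.53) and UBE2Q2L (4.43 TPM). Of the 35 E2s listed, which do not include UBE2Q2L, 34 had at least 1 TPM and 33 at least 10 TPM in every set.

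Genes raised by both siUBA1 and siUBE2D1/2/3, which have separate NT libraries, numbered 90 against 28.3 expected (odds ratio 4.07, Fisher's exact test, p = 1.6e-23), and genes lowered by both 257 against 182. The expected numbers and Fisher's test treat genes as independent and equally likely to be called, which they are not. The p-values of these overlaps therefore do not measure the spread between libraries. For siE2combo and siUBE2D1/2/3 they numbered 137 against 68.0 expected and 453 against 622, and for siUBA1 and siE2combo 177 against 173 and 130 against 116. In opposite directions, 143 genes were lower with siUBA1 and higher with siE2combo against 115 expected (odds ratio 1.33, Fisher's exact test, p = 0.0040), and 175 against 133 after rescaling, but 79 against 87.3 at the study's thresholds on limma's p. In all 3 comparisons 21 genes rose (4.77 expected), among them OXCT1, an enzyme of ketone use, ERAP1, which trims antigenic peptides, and WLS, which carries Wnt proteins. The 37 that fell (29.8 expected) include ID2, DDIT4, HOXA11 and PEX2.

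Other splits of the libraries were counted for each comparison. Among the 35 splits of each of 22 E2 groups, the real split was the 1 with as many genes. A share of 1 in 35 is the smallest these splits can give. It was not adjusted for the number of groups, so chance is not excluded for a single group. In most of these groups the highest other split set 3 NT libraries against the 3 siRNA libraries joined by 1 NT library. Its number therefore still holds the difference between siRNA and NT libraries and is not what chance alone gives. The real and highest other numbers were as follows: siUBE2A/B (109 and 2), siUBE2D1/2/3 (4323 and 1013), siUBE2E1/2 (5166 and 2165), siUBE2F (3973 and 2472), siUBE2G1 (4744 and 3764), siUBE2G2 (5176 and 3505), siUBE2H (5297 and 2272), siUBE2I (1671 and 473), siUBE2J2 (3683 and 1637), siUBE2K (3432 and 978), siUBE2L3 (341 and 18), siUBE2L6 (1472 and 431), the libraries labelled siUBE2M (2176 and 919), the libraries labelled siUBE2N (63 and 2), siUBE2Q1/2 (2573 and 1309), siUBE2QL1 (3083 and 1173), siUBE2R2 (3176 and 955), siUBE2S (4558 and 1616), siUBE2T (222 and 0), siUBE2V1/2 (90 and 0), siUBE2W (19 and 0) and siUBE2Z (3 and 1). For siUBA1 (1814, highest other 317) 1 of 35 splits, the real one, called as many. Of these, 8 part all pairs (highest other 1), too few for a share under 0.05, and the others keep both libraries of some pairs on 1 side, the highest joining replicates 3 and 4 of both groups. Chance cannot be excluded for the numbers of genes in siUBE2C (1 gene, highest other 147) and siUBE2J1 (1326, highest other 3136), where 3 of 35 splits called as many. The 1 gene in siUBE2C is its target UBE2C, lower in every siRNA library than in every NT library, and these counts do not bear on that fall. For siUBE2C the highest other split joins replicate 1 with NT replicates 1 and 4, and its number, many times the real one, points to a structure of the samples. For siUBE2J1 it joins replicates 1 and 2 with NT replicate 1, and UBE2J1 was at 17.4 and 19.3 TPM in these 2 libraries and at 30.4 TPM in replicate 3. For siE2combo (5258, highest other 0) there are 10 splits, too few for a share under 0.05, of which 1, the real one, called as many.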
